# SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells

**DOI:** 10.1038/s41467-018-07787-6

**Published:** 2018-12-18

**Authors:** Hedia Chagraoui, Maiken S. Kristiansen, Juan Pablo Ruiz, Ana Serra-Barros, Johanna Richter, Elisa Hall-Ponselé, Nicki Gray, Dominic Waithe, Kevin Clark, Philip Hublitz, Emmanouela Repapi, Georg Otto, Paul Sopp, Stephen Taylor, Supat Thongjuea, Paresh Vyas, Catherine Porcher

## Abstract

During development, it is unclear if lineage-fated cells derive from multilineage-primed progenitors and whether active mechanisms operate to restrict cell fate. Here we investigate how mesoderm specifies into blood-fated cells. We document temporally restricted co-expression of blood (*Scl/Tal1*), cardiac (*Mesp1*) and paraxial (*Tbx6*) lineage-affiliated transcription factors in single cells, at the onset of blood specification, supporting the existence of common progenitors. At the same time-restricted stage, absence of SCL results in expansion of cardiac/paraxial cell populations and increased cardiac/paraxial gene expression, suggesting active suppression of alternative fates. Indeed, SCL normally activates expression of co-repressor ETO2 and Polycomb-PRC1 subunits (RYBP, PCGF5) and maintains levels of Polycomb-associated histone marks (H2AK119ub/H3K27me3). Genome-wide analyses reveal ETO2 and RYBP co-occupy most SCL target genes, including cardiac/paraxial loci. Reduction of *Eto2* or *Rybp* expression mimics *Scl*-null cardiac phenotype. Therefore, SCL-mediated transcriptional repression prevents mis-specification of blood-fated cells, establishing active repression as central to fate determination processes.

## Abstract (web summary)

Mechanisms that operate during embryonic development to restrict cell fate are currently under investigation. Here the authors characterise the role of SCL/TAL1 at the onset of blood specification in embryonic development using mouse EB differentiation culture as a model system.

## Introduction

In embryonic development, early cell fate decisions occur at gastrulation when epiblast cells migrate through the primitive streak (PS) and specify into germ layers^1–4^. A characteristic of cells undergoing specification is their developmental plasticity, as revealed by their ability to respond to changing environmental or intrinsic cues and adopt different fates, suggesting multipotency^3^. Cellular identity becomes locked after egression from the PS. Therefore, acquisition of lineage-specific features is likely to coincide with progressive loss of the ability to generate alternative lineages through restriction of cell potential. Whether emerging tissue-specific transcriptional regulators driving lineage specification also actively control these restriction processes is unclear.

Specification of blood cells from FLK1^+^ mesodermal progenitors is a model of lineage development. The initial steps of this process are under control of the transcription factor (TF) SCL/TAL1, placing it at the apex of the haematopoietic transcriptional hierarchy^5,6^. Interestingly, absence of SCL not only leads to complete block in haematopoiesis^7,8^, but also to expansion of the heart field in zebrafish embryos and ectopic cardiomyocyte production from mouse yolk sac and ES cell-derived endothelium, revealing latent cardiac potential in blood/endothelial progenitors^9–11^. Conversely, forced expression of *Scl* mRNA expands blood and endothelial tissues at the expense of myocardial tissues in vivo^12^ and in vitro^13^. This highlights a close developmental relationship between blood and cardiac lineages and supports the notion of plasticity.

However, it is unclear if common, multilineage-primed blood/cardiac mesodermal progenitors exist and whether active repression mechanisms are established in blood-fated cells to prevent development of the cardiac lineage. Two recent studies propose contrasting mechanisms. Molecular analyses of ES cell-derived FLK1^+^ cells show that SCL occupies a subset of enhancers regulating cardiac-specific genes, suggesting this makes these enhancers unavailable for activation by cardiac-specific TFs^11^. In contrast, single cell analyses from mouse *Scl*^*−/−*^ embryos failed to detect increased cardiac gene expression in *Scl*^*−/−*^ FLK1^+^ cells, questioning the role of SCL in suppressing the cardiac fate^14^. However, it is unclear if the two studies were conducted at similar developmental time points and examined functionally equivalent FLK1^+^ cells.

Mechanistically, SCL is both an activating and repressive TF. It acts within multi-protein complexes containing a core of four proteins (SCL/E47/LMO2/LDB1) and co-factors/chromatin remodelling proteins conferring activating (P300/CBP) or repressive (mSIN3A, ETO2, GFI1B) activities^5,15^.

Chromatin remodelling proteins, like repressive Polycomb (PcG) complexes, play critical functions in early development. PcG complexes control pluripotency and differentiation of embryonic stem (ES) cells and, in vivo, are required for survival and organogenesis^16^. Two PcG complexes (PRC1/PRC2) usually work in concert. Their activities are associated with distinct histone modifications: H2AK119 monoubiquitination (H2AK119ub, PRC1) and H3K27 trimethylation (H3K27me3, PRC2). Several PcG complexes exist that all contain enzymatic activities (PRC1 ubiquitin ligases; PRC2 methyltransferases), but vary in their overall composition. PRC1 complexes include ubiquitin ligase modules (RING1A/1B and PCGF1–6) and CBX or RYBP/YAF2 proteins in a mutually exclusive manner^17^. PcG complexes commonly bind CpG islands at gene promoters^18^.

To get further insight into the mechanisms underlying blood specification, we used murine ES cell differentiation cultures to follow production of mesoderm-derived blood-fated cells. We report a series of molecular events that occur over a restricted, one-day developmental time-window, at the onset of blood specification. We first document multi-lineage (blood/cardiac/paraxial) priming in single mesodermal cells. We then show that absence of SCL leads to rapid conversion of blood-fated cells into functional cardiac and paraxial cells, in agreement with the notion of cellular plasticity. To suppress alternative lineages, SCL activates expression of select repressors (ETO2 and PRC1 members) and creates a global repressive epigenetic environment, in parallel to activating blood/endothelial-related genes to promote haematopoietic specification. These processes form the basis of lineage selection and highlight the prevalence of active transcriptional repression in cell fate choices.

## Results

### Transient co-expression of distinct lineage-affiliated TFs

Mouse ES cell/embryoid body (EB) differentiation cultures recapitulate major embryonic developmental processes^19^ (Fig. 1a, top). Following production of *Fgf5*^+^ epiblast-like cells, *Brachyury+* mesoderm develops from day 2.5 (Fig. 1a, right). From day 3, expression of VEGFA receptor, *Flk1*, marks the emergence of mesodermal progenitors at the origin of the endothelial and blood lineages^20^. Day 3/3.5 sees robust expression of tissue-specific regulators of distinct mesoderm-derived lineages: *Scl* (haematopoietic^5^), *Mesp1* (cardiac^21^) and *Tbx6* (paraxial^22^) (Fig. 1a, bottom). This stage corresponds to the development of nascent/posterior mesoderm in the primitive streak of day E7/7.5 mouse embryos (Supplementary Fig. 1) and marks the onset of lineage specification in the ES/EB model.

**Fig. 1:**
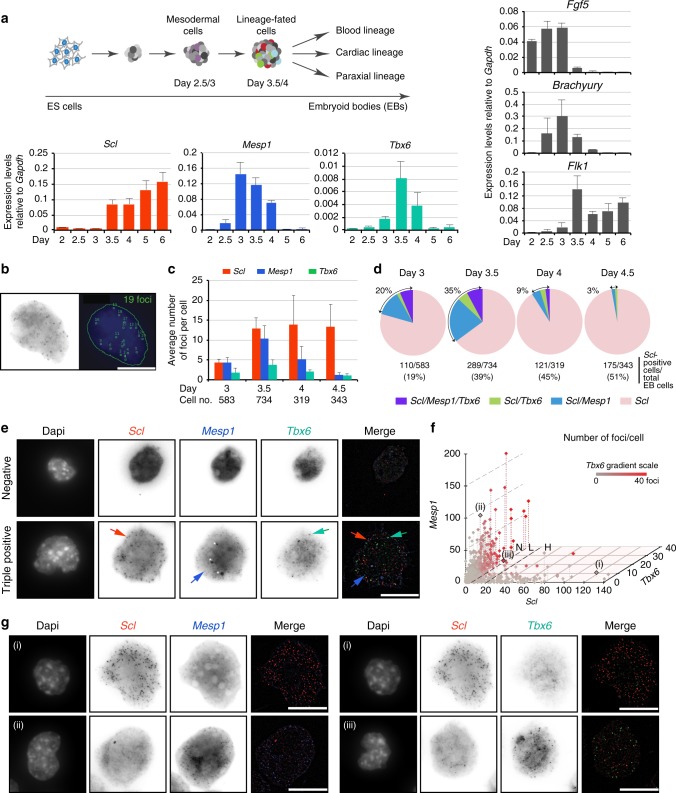
*Scl*, *Mesp1* and *Tbx6* are transiently co-expressed in single cells. **a** Top, Schematic of ES/EB in vitro differentiation. Right and bottom, RT-qPCR gene expression analyses from RNA isolated from day 2–6 EB cells (*n* = 3, mean ± SD). **b** Example of detection of single mRNA molecules (foci) in a single EB cell by smRNA FISH. Left, raw image. Right, foci detection (green squares) with ImageJ Macro. **c** Average number of mRNA molecules/cell determined by smRNA FISH for *Scl, Mesp1* and *Tbx6*, from day 3 to 4.5 EBs. Cell no.: number of cells analysed at each time point. **d** Distribution of *Scl*-positive cells (*Scl*/*Mesp1*/*Tbx6, Scl*/*Tbx6*, *Scl*/*Mesp1*, *Scl-only*) in day 3, 3.5, 4, and 4.5 EBs. Total number of EB cells and percentage of *Scl*-positive cells are indicated for each timepoint. Cells are considered positive for a marker when harbouring 6 or more foci. **e** smRNA FISH images showing a negative cell (top panel) and a cell positive for *Scl, Mesp1 and Tbx6* (bottom panel) from day 3.5 EBs. Arrows indicate typical foci for each mRNA species; white star, background signal. **f** Significant non-linear negative correlation of expression between *Scl* and *Mesp1* and *Scl* and *Tbx6*. Each dot represents a cell from day 3.5 EBs (total cells: 734). *X*-axis, number of *Scl* foci per cell; *Y*-axis, *Mesp1* foci*;* *Z*-axis*Tbx6* foci. Numbers of *Tbx6* foci are also indicated by a grey-red scale. Examples of *Scl/Mesp1* and *Scl/Tbx6* negatively correlated cells (i, ii, iii; Fig. 1g) are marked. Correlation coefficients: *Scl/Mesp1*: −0.2379, *p*-value < 0.0001, 95% confidence interval (CI): −0.3117/−0.1612; *Scl/Tbx6*: −0.1504, *p*-value < 0.002, 95% CI −0.2274/−0.07151. N, L, H: number of *Scl* foci/cell (N, negative; L, low (6–20 foci); H, high (21–139 foci)). **g** smRNA FISH images of representative cells showing *Scl*^*high*^/*Mesp1*^low^ (i, left) and *Scl*^*high*^/*Tbx6*^low^ (i, right), *Scl*^*low*^*/Mesp1*^high^ (ii), *Scl*^*low*^*/Tbx6*^*high*^ (iii) mRNA foci. Scale bars: 11.3 μm. See also Supplementary Fig. 2

To test if multilineage-primed mesodermal progenitors exist, we asked if *Scl, Mesp1 and Tbx6* were co-expressed in the same cells by single molecule mRNA (smRNA) FISH. We designed probe libraries for each mRNA species, co-stained day 3 to day 4.5 EB cells and quantitated the number of single mRNA molecules (foci) in individual cells (Fig. 1b). The average foci number/cell for each mRNA target (Fig. 1c) followed the expression pattern of the corresponding mRNA species in cell populations (Fig. 1a, bottom). When assessing co-expression of the three markers, we observed triple (*Scl/Mesp1/Tbx6*) and double (*Scl/Mesp1*, *Scl/Tbx6*) positive cells (Fig. 1d, e, Supplementary Fig. 2a–c). The proportion of these cells amongst *Scl*-expressing cells increased from day 3 to day 3.5 (20–35% of total *Scl-*positive cells, Fig. 1d), but decreased thereafter (9 and 3% at days 4 and 4.5, Fig. 1d). Because *Mesp1* broad expression in early gastrulating embryos suggests it could label mesodermal lineages other than cardiac^23,24^, data obtained with *Mesp1* were confirmed with another cardiac-defining marker, *Gata4* (Supplementary Fig. 2d). The high proportion of *Scl/Mesp1*/*Gata4*-coexpressing cells amongst day 3.5 *Scl/Mesp1-*positive cells (87%) validated *Mesp1* as a marker of the cardiac lineage in *Scl*-expressing cells, at the developmental timepoint examined. Thus, *Scl, Mesp1* and *Tbx6* are co-expressed over a tight developmental time-window. At a single cell level, the decrease in double and triple positive cells in day 4/4.5 EBs was accompanied by increased numbers of *Scl*-expressing cells (45 and 51% of total EB cells).

We then correlated the level of *Scl*, *Mesp1* and *Tbx6* expression in day 3.5 single cells. High (H) numbers of *Scl* foci (21–139) were preferentially associated with no (0–5) or low (6–20 foci) expression of *Mesp1* or *Tbx6* (example cell (i), Fig. 1f, g, Supplementary Fig. 2e), whilst highest numbers of *Mesp1* (21–166) or *Tbx6* (21–40) foci preferentially occurred in cells negative (N) for *Scl* (cells (ii) and (iii), Fig. 1f, g). Similarly, we never detected co-expression of the three genes at high levels (Supplementary Fig. 2f).

In conclusion, co-expression of *Scl/Mesp1/Tbx6*, *Scl/Mesp1* and *Scl/Tbx6* preferentially occurs at low mRNA levels in a subset of *Scl*-expressing cells at day 3/3.5, consistent with multi-lineage-priming of distinct mesodermal lineages. Subsequently, as *Scl* mRNA levels increase, reflecting consolidation of the blood programme, expression of alternative lineage-specific regulators is lost.

### Immunophenotypic conversion of *Scl*^*−/−*^ FLK1 positive cells

Having established the presence of multi-lineage primed cells, we next investigated how lineage potentials resolve. We studied blood fate selection in day 3.5 EBs, when 35% of *Scl*-expressing cells co-express *Mesp1* and/or *Tbx6* mRNA. To identify lineage output, we monitored expression of cell surface markers FLK1 and PDGFRα that separate mesodermal populations with distinct functional potential^25–28^ (Fig. 2a). Multiple mesodermal potentials are initially found in the FLK1^+^PDGFRα^+^ (double positive, DP) compartment. FLK1 single positive (F-SP) cells contain lateral plate mesoderm with haematopoietic/endothelial potential and PDGFRα single positive (P-SP) cells contain paraxial and cardiac potential.

**Fig. 2:**
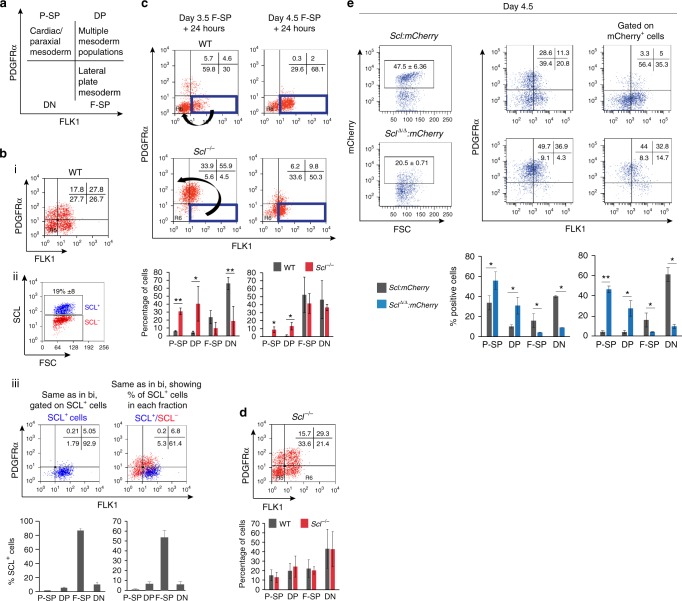
Immunophenotypic conversion of *Scl*-null FLK1-single positive cells. **a** Days 3.5/4 ES cell-derived mesodermal populations are functionally defined by expression of cell surface markers FLK1 and PDGFRα. P-SP, PDGFRα single positive; DP, double positive; F-SP, FLK1 single positive; DN, double negative. **b** (i) Distribution of FLK1- and PDGFRα−positive populations in WT day 3.5 EBs. (ii) SCL protein expression in day 3.5 WT EBs (intra-cellular FACS). (iii) Left, top, distribution of FLK1/PDGFRα-positive cells shown in bi and gated on SCL-positive cells; bottom, mean of 9 independent experiments; Right, top, distribution of SCL^+^ cells in each FLK1/PDGFRα compartment. Blue events: SCL^+^ cells, red events: SCL^-^ cells; bottom, mean of 9 independent experiments. **c** Re-aggregation assays. F-SP populations were FACS-sorted from WT and *Scl*^*-/-*^ EBs (left panels, day 3.5; right panels, day 4.5), allowed to re-aggregate for 24 h and analysed for FLK1/PDGFRα expression. The arrows show the different immunophenotypic conversions of WT and *Scl*^*-/-*^ cells at day 3.5 + 24 h. Bottom, mean of two independent experiments. **d** Top, distribution of FLK1-positive and PDGFRα-positive populations in *Scl*^*-/-*^ day 3.5 EBs; bottom, comparison with WT cells (shown in bi), mean of 4 independent experiments. **e** *Scl:mCherry* and *Scl*^*Δ/Δ*^:mCherry reporter lines analysed in day 4.5 EBs. Representative FACS plots of mCherry expression (left), FLK1/PDGFRα expression (middle) and FLK1/PDGFRα plots gated on mCherry-positive cells (right) are shown. Below, mean of 2 independent experiments. Mean ± SD is shown in **b**–**e**; student’s *t*-test, *p < 0.05, **p < 0.01. Scale bars, 100 μm. See also Supplementary Fig. 3

Flow cytometry staining for FLK1, PDGFRα (Fig. 2bi, Supplementary Fig. 3a) and SCL (Fig. 2bii) showed that 19% (±8) of day 3.5 EB cells expressed SCL. 80–93% of SCL-expressing cells were in the F-SP lateral plate compartment (Fig. 2biii, left panels). Conversely, 50–62% of the F-SP population expressed SCL (Fig. 2biii, right panels). To study the fate of SCL-expressing cells, we FACS-sorted day 3.5 F-SP cells (Supplementary Fig. 3b), re-aggregated the cells into EBs and, after 24 h, re-analysed FLK1/PDGFRα expression (Fig. 2c, left, wild-type (WT) panel). 60–70% of the F-SP cells differentiated into FLK1^-^PDGFRα^-^ (DN, double negative) maturing haematopoietic cells^29,30^. However, about 10% of F-SP cells acquired PDGFRα expression and were detected in the DP/P-SP compartments. These PDGFRα^+^ cells may represent rare cells with higher expression of *Mesp1* and *Tbx6* than *Scl* (*Scl*^*low*^*Mesp*^*hi*^*, Scl*^*low*^*Tbx6*^*hi*^ and *Scl*^*low*^*Mesp*^*hi*^*Tbx6*^*hi*^ - Supplementary Fig. 2e–f), suggesting there may be competition between blood and non-blood fates within multilineage-primed cells, dependent on *Scl, Mesp1* and *Tbx6* levels. Therefore, absence of SCL might increase the number of cells adopting alternative fates.

To test this hypothesis, we isolated F-SP cells from *Scl*^*−/−*^ day 3.5 EBs (Fig. 2d) and subjected them to the same re-aggregation assay employed with WT cells. After 24 h, *Scl*^*−/−*^ F-SP cells exhibited a markedly different immunophenotypic pattern (Fig. 2c, left, *Scl*^*−/−*^ panels). The majority of *Scl*^*−/−*^ F-SP cells acquired PDGFRα expression and were DP or P-SP, consistent with the hypothesis that they may have acquired non-blood fates.

To validate these observations, we generated two *Scl:mCherry* reporter ES cell lines expressing either WT SCL (*Scl:mCherry*) or a non-functional form of SCL missing the vital basic helix-loop-helix domain^31^ (*Scl*^*Δ/Δ*^*:mCherry*, Supplementary Fig. 3c–f). Immunophenotyping of day 4.5 EB cells showed that 47.5% of *Scl:mCherry* cells and 20.5% of *Scl*^*Δ/Δ*^*:mCherry* were mCherry^+^ (Fig. 2e, left panels); this difference is likely due to SCL’s positive transcriptional auto-regulation^32^. Importantly, a dramatic 76.8% of *Scl*^*Δ/Δ*^*:mCherry*^*+*^ cells expressed PDGFRα (DP/P-SP compartments), as opposed to 8.3% of *Scl:mCherry*^*+*^ cells (Fig. 2e, right panels), confirming our earlier results.

A key observation from the smRNA FISH experiments was the tight temporal control of transcriptional priming of blood, cardiac and paraxial lineages, peaking at day 3.5 and greatly reduced by day 4.5 (Fig. 1d, Supplementary Fig. 2b). This suggested that cells could alter mesodermal fates maximally at day 3.5. Indeed, when compared to day 3.5 *Scl*^*−/−*^ F-SP cells, a greatly decreased number of day 4.5 *Scl*^*−/−*^ F-SP cells acquired low level PDGFRα expression in the re-aggregation assay (Fig. 2c, right panels). Therefore, temporal restriction of multi-lineage priming correlates with the tight temporal window in which F-SP cells acquire PDGFRα expression.

### Absence of SCL increases adoption of alternative fates

We next asked if gain in PDGFRα expression in absence of SCL reflected increased numbers of cells adopting non-blood cell fates. We first replated day 3.5 WT and *Scl*^*−/−*^ mesodermal populations (P-SP/DP/F-SP) in conditions promoting cardiac development. Cardiac cell output was assessed by immunofluorescence staining for cardiac troponin (cTNT, Fig. 3a) and mRNA analysis (*Tnnt2*/*Tnni3/Myh6*, Fig. 3b). Strikingly, significantly more cardiac cells were detected in the *Scl*^*−/−*^ vs. WT P-SP populations, showing a rapid functional conversion of *Scl*^*−/−*^ cells. We confirmed ectopic cardiomyocyte production in vivo from *Scl*^*−/−*^ mouse embryos. Obvious foci of cardiac cTNT^+^ cells were detected in day E9.5 *Scl*^*−/−*^, but not WT, yolk sacs (Fig. 3c). Next, we tested the paraxial potential of WT and *Scl*^*−/−*^ cells by re-plating day 3.5 fractionated or whole EB cells in chondrogenic conditions. Cultures from *Scl*^*−/−*^ P-SP/DP populations exhibited increased formation of chondrogenic-specific glycosaminoglycan clusters (Alcian blue staining, Fig. 3d), and increased expression of the early chondrogenic marker, *Sox9*^33^, (Fig. 3e), when compared to WT cells. Similarly, cultures from *Scl*^*-/-*^ EB cells showed more cells positive for COLLAGEN IIA, major downstream target of *Sox9*^34^, and increased *ColIIa* mRNA expression (Fig. 3f). Increased chondrogenic potential was confirmed in vivo from *Scl*-null yolk sacs (Fig. 3g). As controls, haematopoietic cells developed only from WT, but not *Scl*^*−/−*^, F-SP/DP populations, in blast colony assays^35^ (Fig. 3h). Therefore, in absence of SCL, functional cardiac and paraxial PDGFRα^+^ populations expand in day 3.5 EBs.

**Fig. 3:**
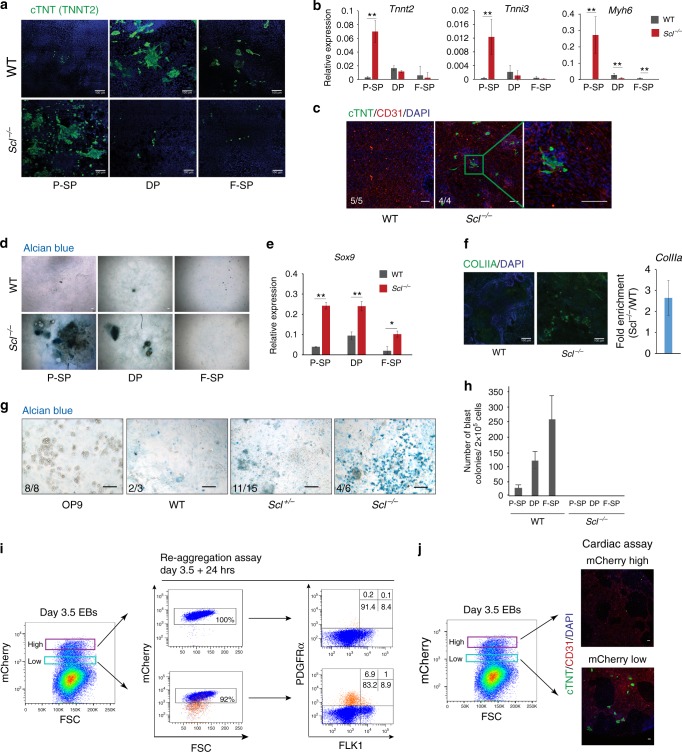
*Scl*-null cells acquire cardiac and paraxial potentials. **a**–**c** Cardiac assays. **a** Day 3.5 WT and *Scl*^*-/-*^ P-SP, DP, and F-SP populations were replated in cardiac condition for 7 days and cTNT (cardiac troponin) expression monitored by immunofluorescence (IF); scale bar, 100 μm. **b** RT-qPCR analysis of cardiac gene expression (*Tnnt2*, *Tnni3* and *Myh6*) relative to *Gapdh* in cultures shown in **a**; *n* = 3–5. **c** Day E9.5 WT and *Scl*^-/-^ mouse yolk sacs replated in cardiac assay for 7 days. IF reveals cardiomyocytes (cTNT, green), endothelium (CD31, red) and nuclei (DAPI, blue). **d**–**g** Chondrogenic assays. **d** Day 3.5 WT and *Scl*^*-/-*^ P-SP, DP and F-SP populations were replated in chondrogenic condition for 21 days. Alcian blue staining reveals glycosaminoglycan clusters; **e** RT-qPCR analysis of *Sox9* expression relative to *Gapdh* in cultures shown in **d**, *n* = 2. **f** Collagen IIa (ColIIa) expression following culture of day 3.5 WT and *Scl*^*-/-*^ EB cells in chondrogenic condition (left, IF: COLIIA green, DAPI blue; right, RT-qPCR analysis) *n* = 2. **g** Alcian blue staining of day 18 chondrogenic cultures from day E9.5 WT, *Scl*^*+/-*^ and *Scl*^*-/-*^ mouse yolk sacs. OP9, no yolk sac cells. **c**, **g** Number of embryos presenting the phenotype shown is indicated for each genotype. **h** Blast colony assay showing number of endothelial/haematopoietic colonies obtained from day 3.5 WT and *Scl*^*-/-*^ purified mesodermal populations (P-SP, DP, F-SP); *n* = 3. **i** Left: day 3.5 *Scl:mCherry* WT cells were FACS-sorted according to the level of mCherry (and therefore SCL) expression into low and high fractions. Right: mCherry^high^ and mCherry^low^ cells were re-aggregated for 24 h, and mCherry (left) and FLK1/PDGFRα (right) expression re-assessed. Note that only the day 3.5 mCherry^low^ fraction produced a PDFGRα^+^ population (bottom right panel, orange events). At day 3.5 + 24 h, the majority of the PDGFRα^+^ cells have lost mCherry expression (bottom left panel, orange events). **j** Day 3.5 *Scl:mCherry*^*high*^ and *Scl:mCherry*^*low*^ FACS-sorted cells were replated in cardiac assay. IF reveals cardiomyocytes (cTNT, green), endothelium (CD31, red) and nuclei (DAPI, blue). Mean ± SD is shown (**b**), (**e**), (**f**), (**h**); student’s *t*-test, *p < 0.05, **p < 0.01. Scale bars, 100 μm. See also Supplementary Fig. 3

Finally, to further validate the hypothesis that only *Scl*^low^ expressing cells can adopt a non-blood fate, we purified day 3.5 *Scl:mCherry*^*low*^ and *Scl:mCherry*^*high*^ cells and tested their developmental potential in re-aggregation and cardiac assays. As expected, 24 h after purification, the majority of the *mCherry*^*low*^ cells became *mCherry*^*high*^ and FLK1/PDGFRα DN, pursuing their normal hematopoietic differentiation trajectory (Fig. 3i, Supplementary Fig. 3g). Remarkably, however, day 3.5 *Scl:*mCherry^*low*^, but not *Scl:mCherry*^*high*^, cells generated a PDGFRα-positive population in the re-aggregation assay (7.9%, Fig. 3i). Confirming the adoption of alternative fates by cells expressing low levels of *Scl*, cTNT-positive cardiomyocytes were exclusively observed from *Scl:mCherry*^*low*^ cells in cardiac cultures (Fig. 3j). Therefore, cell fate decisions critically depend on *Scl* mRNA thresholds.

In conclusion, our data identify a temporally restricted conversion of day 3.5 *Scl*^*−/−*^ F-SP cells into functional cardiac cells, in line with previous data showing ectopic emergence of PDGFRα cells with a cardiac expression programme in *Scl*^*−/−*^ yolk sac^10^. We extend these observations by showing that paraxial lineage cells are also produced from day 3.5 *Scl*^*−/−*^ F-SP cells. Critically, the tight time-window during which non-blood lineages are produced in absence of SCL coincides with the restricted developmental period revealing multilineage-primed mesodermal cells.

### SCL controls expression of transcriptional repressors

We next defined the molecular mechanism leading to acquisition of non-blood cell fates in absence of SCL. 

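RNA was sequenced from FLK1+ mesodermal cells sorted at day 3.5 of embryoid body (EB) differentiation, from a wild-type (WT) mouse embryonic stem (ES) cell line and from an Scl-/- ES cell line, in which the Scl (Tal1) gene is disrupted. Each of the 2 groups had 3 libraries, numbered 1 to 3, from independent differentiations. The authors deposited one table with a counts-per-million (CPM) value for 14005 genes in each library, after aligning the reads to mm9, removing duplicate read pairs and normalizing with edgeR's TMM method, so that the columns sum to between 976038 and 1017907 CPM. Every value of a column was a whole multiple of one step, from which the reads on the listed genes were estimated at 39713877, 38623641 and 40769209 in the WT libraries and 47621120, 42108168 and 43662177 in the Scl-/- libraries. At this depth, 3 reads on a gene correspond to between 0.0615 and 0.0784 CPM, and this floor covers counting error only. Genes with at least 0.5 CPM in at least 3 of the 6 libraries were kept, which left 13991 genes. They were tested with limma on log2(CPM + 0.5), where the pseudocount understates the change of low genes, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change above 0.48, the thresholds printed in Fig. 4a, and each log2 fold change is Scl-/- against WT. The targeted gene Tal1 (Ensembl ENSMUSG00000028717), which lies on chromosome 4 from 114729031 to 114744360 of mm9, had 303, 182 and 306 CPM in WT replicates 1 to 3 and 9.35, 5.68 and 5.87 CPM in Scl-/- replicates 1 to 3. Of its neighbours, Stil had a log2 fold change of -0.36, Cmpk1 of -0.10, Pdzk1ip1 of 0.46 and Cyp4x1 of -0.24, and none of these passed the thresholds.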

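Between WT and Scl-/- FLK1+ cells, 330 of the 13991 tested genes were called, 219 higher in WT and 111 higher in Scl-/- cells. Libraries with the same replicate number deviated together from their group means. The correlations of these deviations across genes were 0.59, 0.76 and 0.75 for replicates 1, 2 and 3. For libraries with different numbers they ran from -0.62 to -0.10. Deviations from a group mean cancel within the group. Positive correlations for same numbers thus force the others to be negative on balance, and this range adds nothing further. With the replicate number as a block in the model, 1768 genes were called, 923 higher in WT and 845 higher in Scl-/- cells, and all 330 genes called without the block were among them. Of the fits that each left out one library, the count moved most without WT replicate 1, to 34 genes. A first principal component that held 51.8% of the variance placed the WT libraries at -32.4, -6.74 and -35.7 and the Scl-/- libraries at 11.4, 39.8 and 23.5.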

RNA sequencing revealed 2036 differentially expressed genes (DEGs) between day 3.5 WT and *Scl*^*−/−*^ FLK1^+^ cells (Fig. 4a). 

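Fig. 4c draws 38 genes as higher in WT cells. All 38 had a lower level in Scl-/- cells, with log2 fold changes from -5.25 to -0.36; 19 were called without and 37 with the replicate block. The 27 haematopoietic and endothelial genes among them had a median log2 fold change of -1.95. Tal1 fell from 264 ± 70.5 CPM (SD, n = 3) in WT to 6.97 ± 2.06 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -5.14 (standard error 0.26, limma's Benjamini-Hochberg adjusted p = 6.7e-04, or 1.8e-06 with the replicate block). Cdh5, which encodes VE-cadherin, had 105 ± 44.6 CPM (SD, n = 3) in WT and 12.8 ± 8.45 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -3.13 (standard error 0.56, limma's Benjamini-Hochberg adjusted p = 0.0355, or 1.4e-05 with the replicate block). The smallest change was that of Hey1, with a log2 fold change of -0.36 (standard error 0.20, limma's Benjamini-Hochberg adjusted p = 0.426, or 0.0203 with the replicate block). The number called fell furthest when WT replicate 1 was left out, to 3. The list holds the genes selected in the paper from these same libraries. Past the thresholds genome-wide, among genes with a mean of at least 1 CPM and with no overlap between the groups, the lowest log2 fold changes were -7.25 for the imprinted gene Grb10, -5.31 for Slc32a1, -5.25 for Cbfa2t3, -5.14 for Tal1 and -4.38 for Igf1. This order and the choice of genes depend on the pseudocount, which understates falls to very low levels. With a pseudocount of 0.1, Grb10 was at -7.40, Igf1 at -5.98, Cbfa2t3 at -5.49 and Tal1 at -5.22. Gfi1b, which is not among the genes listed, was at -5.16 with that pseudocount, against -3.52 in the main fit.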

Consistent with the functional cellular output (Fig. 3a–h), the 1038 genes normally activated by SCL (upregulated in WT versus *Scl*^*−/−*^ cells) were associated with haematopoietic/endothelial differentiation, as revealed by Gene Ontology (GO) terms and GSEA analyses (Fig. 4b, examples of genes in Fig. 4c). In contrast, the 998 genes upregulated in *Scl*^*-/-*^ cells were associated with mesoderm, cardiac and paraxial lineage development (Fig. 4b, examples of genes in Fig. 4c). 

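The 38 genes that Fig. 4c draws as higher in Scl-/- cells were all higher there, in 38 of 38 cases within each of the 3 same-numbered pairs. Their log2 fold changes ran from 0.52 to 2.73, with a median of 0.85 for the 16 cardiac, 1.04 for the 8 mesodermal and 0.68 for the 14 paraxial genes. Of the 38, 4 were called without the replicate block and 38 with it. The groups did not overlap for 17 of them; chance gives 10% of genes, but these genes were selected from the same libraries, so the comparison is no test. The largest changes were those of Lefty2 (2.73), on chromosome 1, and Lhx1 (2.15), on chromosome 11, which were called with the block only. Of the genes called without it, Sox9 changed most and had 13.6 ± 5.84 CPM (SD, n = 3) in WT and 54.9 ± 9.31 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 2.03 (standard error 0.27, limma's Benjamini-Hochberg adjusted p = 0.0134, or 5.7e-05 with the replicate block). Sox9 lies on chromosome 11 from 112643538 to 112649074 of mm9, within a stretch of 38 neighbouring tested genes with a median log2 fold change of 0.95. Genes were not shifted alike on all chromosomes: the 1211 tested genes of chromosome 11 had a median log2 fold change of 0.31 and the 789 tested genes of chromosome 1 had a median log2 fold change of -0.29, while those of the 18 other chromosomes apart from Y had medians between -0.016 and 0.031. Past the thresholds genome-wide, among genes with a mean of at least 1 CPM and with no overlap between the groups, the highest log2 fold changes were 3.13 for Meg3, 3.11 for Gm17639, 3.01 for the Y-linked gene Kdm5d, and 2.92 for each of Rian and Mirg. Kdm5d had a mean of 0.80 CPM in WT. The pseudocount understates the change at that level, so the place of Kdm5d in this order depends on the pseudocount. Meg3, Rian and Mirg are imprinted and lie with Gm17639 in the same region of chromosome 12. Gm17639, from 110806838 to 110809933 of mm9, lies within Meg3, from 110779211 to 110809936, on the opposite strand. Overlapping genes can share reads, so these values are not independent.

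**Figure D1:**
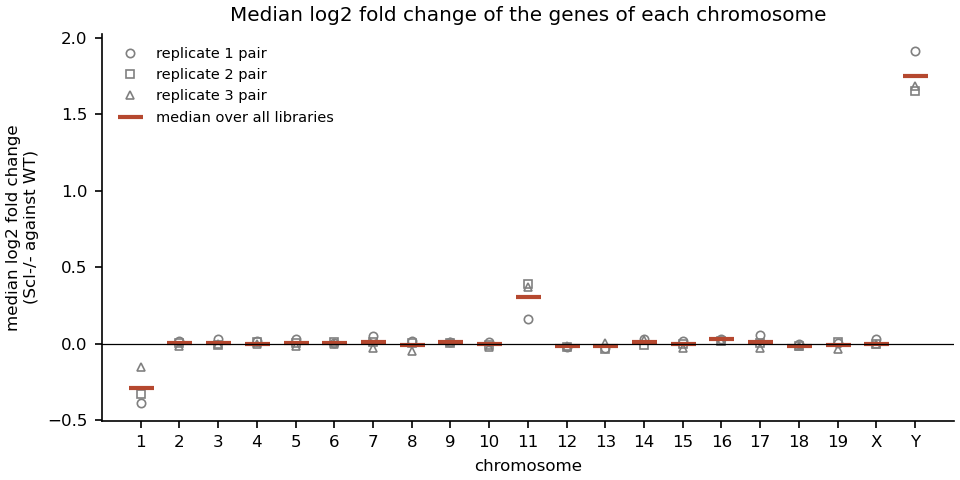
Median log2 fold change (Scl-/- against WT) of the tested genes of each chromosome, as a red bar over all libraries and as an open symbol for each same-numbered pair. Chromosome 1 lies at -0.29, chromosome 11 at 0.31 and Y, with 4 genes, at 1.75, and the rest lie close to 0.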

Interestingly, genes encoding transcriptional repressors were also activated in WT cells (Fig. 4b, c), for example SCL’s partner ETO2 (CBFA2T3)^36^.

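The 11 repressor genes drawn in Fig. 4c had log2 fold changes between -5.25 and -0.36, with a median of -0.67; 3 were called without and 10 with the replicate block. The largest fall was that of Cbfa2t3 (Eto2), on chromosome 8 from 125152639 to 125223009 of mm9, which had 100.2 ± 37.7 CPM (SD, n = 3) in WT and 2.02 ± 0.293 CPM (SD, n = 3) in Scl-/- cells (limma's Benjamini-Hochberg adjusted p = 6.7e-04, or 6.0e-06 with the replicate block). Leaving out each library in turn kept its log2 fold change within -5.60 to -5.01.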

**Fig. 4:**
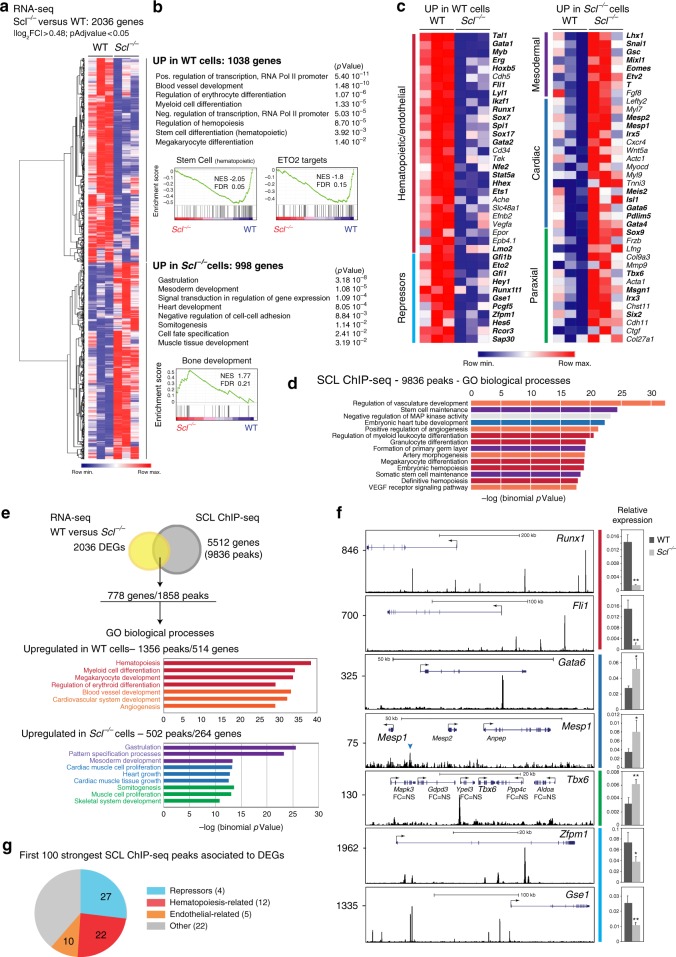
SCL controls distinct gene regulatory networks in day 3.5 FLK1^+^ cells. **a** Hierarchical clustering of RNA-seq data from day 3.5 WT and *Scl*^*-/-*^ FLK1^+^ EB cells. **b** Gene ontology (GO) processes associated to differentially expressed genes (DEGs) (PANTHER and GSEA analyses). **c** Heatmap showing selected DEGs associated to GO processes identified in **b**. In bold, transcriptional regulators. **d** The top more significant GO biological processes associated to SCL-bound loci (GREAT analysis). **e** Integration of SCL ChIP-seq and RNA-seq data reveals 778 SCL direct differentially expressed target genes. Below, GO terms attributed to DEG-associated peaks (GREAT analysis). **f** Left, SCL ChIP-seq tracks of selected direct DEGs; FC = NS, fold-change in expression in *Scl*^*-/-*^ cells is not significant (RNA-seq data). *Tbx6* locus: the SCL peak was attributed to *Tbx6*, the closet DEG. Right, RT-qPCR gene expression analysis relative to *Gapdh* from WT and *Scl*^*-/-*^ day 3.5 FLK1^+^ cells. *n* = 3, mean ± SD; student’s *t*-test, *p < 0.05, **p < 0.01. Colour code, same as in **c**. **g** Biological functions attributed to the 100 strongest DEG-associated SCL ChIP-seq peaks. In brackets, numbers of genes in each category. See also Supplementary Data 1, 2

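Tbx6 (Ensembl ENSMUSG00000030699) lies on chromosome 7 from 133924997 to 133929074 of mm9. Of its neighbours drawn in Fig. 4f, Ypel3, Aldoa, Mapk3 and Ppp4c were tested and none was called, with or without the replicate block. The log2 fold changes were -0.009 for Aldoa, -0.19 for Mapk3 and 0.12 for Ppp4c. Ypel3 had a log2 fold change of 0.40 (standard error 0.27, limma's Benjamini-Hochberg adjusted p = 0.524, or 0.0127 with the replicate block). Tbx6 had 7.68 ± 4.17 CPM (SD, n = 3) in WT and 14.9 ± 7.74 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 0.90 (standard error 0.45, limma's Benjamini-Hochberg adjusted p = 0.358, or 0.00372 with the replicate block), and was called with the block only. Gdpd3 did not reach 0.5 CPM in 3 libraries and was not tested.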

SCL ChIP-seq from day 3.5 WT FLK1^+^ cells revealed 9836 SCL-bound loci. GO terms associated with the genes nearest to the peaks were related to haematopoiesis, vasculature and cardiac development (Fig. 4d). Combining RNA- and ChIP-seq datasets revealed 778 differentially expressed, SCL-bound loci (hereafter referred to as SCL direct DEGs, Fig. 4e, Supplementary Data 1). 

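Of the 778 genes of Supplementary Data 1, 776 were found and tested, and 776 had a log2 fold change of the sign listed there. The absolute difference from the paper's log2 fold change had a median of 0.03. Across these genes, which are not independent replicates, Pearson's r between the log2 fold changes was 0.972. The list is made of the paper's own calls on these libraries.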

514/778 genes were more highly expressed in WT cells and related to haematopoiesis and vasculogenesis (*Runx1*/*Fli1*, Fig. 4e, f.) 

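Of the 514 genes listed as activated, 512 were tested, and 512 were lower in Scl-/- cells, 504 of them within each same-numbered pair. The median log2 fold change was -0.84. Without the replicate block 160 were called, and with it 477; adjusted over the list alone, 426 and 495 passed. Runx1, on chromosome 16 from 92601712 to 92826311 of mm9, had 92.6 ± 16.4 CPM (SD, n = 3) in WT and 16.8 ± 8.2 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -2.52 (standard error 0.31, limma's Benjamini-Hochberg adjusted p = 0.0102, or 9.2e-05 with the replicate block). Fli1, on chromosome 9 from 32229793 to 32348974, had 107 ± 38.8 CPM (SD, n = 3) in WT and 12.4 ± 5.63 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -3.09 (standard error 0.37, limma's Benjamini-Hochberg adjusted p = 0.00948, or 1.8e-06 with the replicate block). On chromosome 1, where 789 genes were tested, lay 78 of the activated genes.

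**Figure D2:**
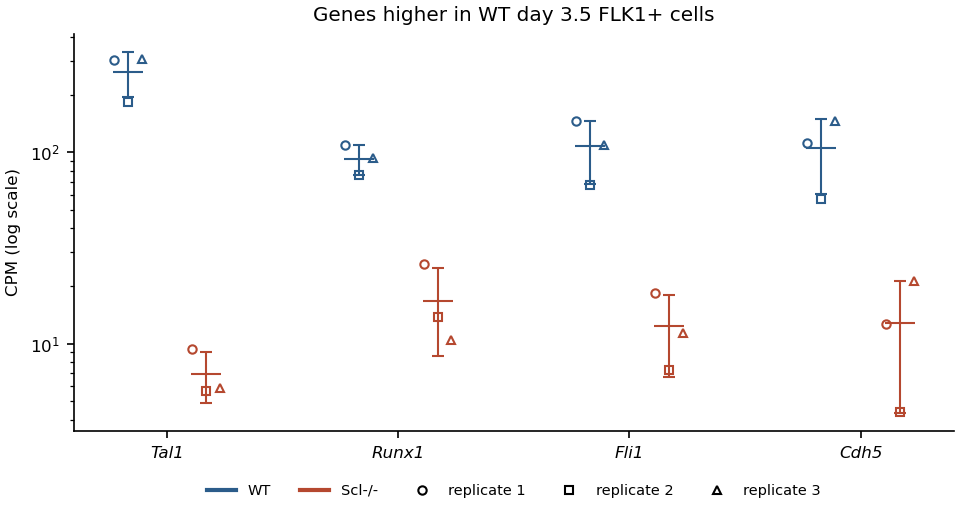
CPM (log scale) of Tal1, Runx1, Fli1 and Cdh5 in each WT and Scl-/- library, with open symbols for replicates 1 to 3, a bar for the mean and a whisker for the SD. For each gene, the 3 WT libraries lie above the 3 Scl-/- libraries.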

264/778 genes showed increased expression in *Scl*^*−/−*^ cells and were related to mesoderm, cardiac (*Gata6*/*Mesp1)* and paraxial lineages (*Tbx6*) (Fig. 4e, f).

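Of the 264 genes listed as repressed, 264 were tested and 264 were higher in Scl-/- cells, with a median log2 fold change of 0.67. Without the replicate block 22 were called, and with it 228; adjusted over the list alone, 143 and 247 passed. Gata6 had 117 ± 33.6 CPM (SD, n = 3) in WT and 178 ± 46.9 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 0.59 (standard error 0.25, limma's Benjamini-Hochberg adjusted p = 0.275, or 0.00544 with the replicate block). Mesp1 had 51.0 ± 20.0 CPM (SD, n = 3) in WT and 141 ± 63.0 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 1.40 (standard error 0.43, limma's Benjamini-Hochberg adjusted p = 0.153, or 1.6e-04 with the replicate block). Tbx6 had 5.07, 12.5 and 5.49 CPM in WT replicates 1 to 3 and 7.91, 23.2 and 13.6 CPM in Scl-/- replicates 1 to 3, so that it was higher in the Scl-/- library of each pair while the groups overlapped. On chromosome 11 lay 59 of the repressed genes, or 22.3%, against 8.66% of all tested genes.

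**Figure D3:**
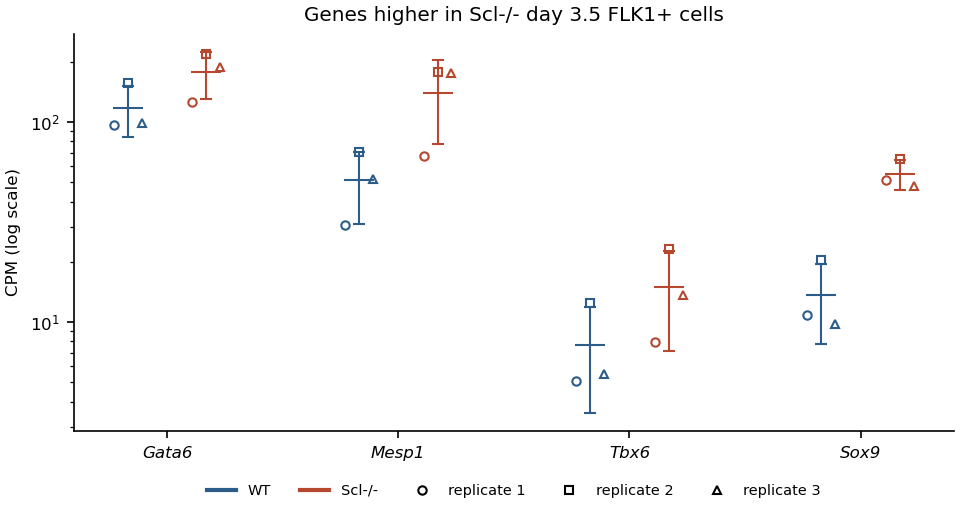
CPM (log scale) of Gata6, Mesp1, Tbx6 and Sox9 in each WT and Scl-/- library, with open symbols for replicates 1 to 3, a bar for the mean and a whisker for the SD. Within each replicate number, the Scl-/- library lies above the WT library.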

We next examined the 100 DEG-associated peaks showing the strongest SCL binding (greatest number of mapped reads from ChIP-seq data) (Fig. 4g, Supplementary Data 2). 

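Supplementary Data 2 names 21 of the genes with the strongest peaks, limited to those with haematopoietic, endothelial or repressor functions. Of these, 19 were lower and 2 higher in Scl-/- cells, with a median log2 fold change of -1.39; 12 were called without and 20 with the replicate block. The higher genes were Cyp26a1, with a log2 fold change of 0.68 (standard error 0.25, limma's Benjamini-Hochberg adjusted p = 0.215, or 0.00117 with the replicate block), and Zbtb46, with a log2 fold change of 0.47 (standard error 0.21, limma's Benjamini-Hochberg adjusted p = 0.304, or 0.0273 with the replicate block), and the supplement lists 5 peaks at them.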

Remarkably, 97 of these peaks were attributed to genes normally activated by SCL. Whilst 22 peaks were associated to haematopoiesis-related genes and 10 to endothelium-related genes, 27 were associated with 4 genes encoding blood-related transcriptional repressors: *Zfpm1* and *Gse1* (Fig. 4f), *Eto2* and *Runx1t1 (Eto)*. In addition to these 4 genes, another 7 transcriptional repressors, either expressed in blood cells (*Zfpm2*/*Gfi1*/*Gfi1b*/*Ikzf1*/*Izkf2)* or members of the general repressive complex ncPRC1 (*Rybp* and its partner *Pcgf5*) were SCL direct targets (Supplementary Data 1). 

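Gse1, on chromosome 8 from 123012766 to 123105290 of mm9, had 250.4 ± 24.7 CPM (SD, n = 3) in WT and 123 ± 9.47 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -1.02 (standard error 0.11, limma's Benjamini-Hochberg adjusted p = 0.0069, or 1.5e-04 with the replicate block). Zfpm1, on chromosome 8 from 124806039 to 124861146, had 254 ± 48.2 CPM (SD, n = 3) in WT and 159.7 ± 23.6 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -0.66 (standard error 0.17, limma's Benjamini-Hochberg adjusted p = 0.0991, or 0.00216 with the replicate block). Runx1t1 had 7.64 ± 2.05 CPM (SD, n = 3) in WT and 2.6 ± 1.33 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -1.46 (standard error 0.37, limma's Benjamini-Hochberg adjusted p = 0.0991, or 7.9e-04 with the replicate block). Without the block, Gse1 was called and Zfpm1 and Runx1t1 were not.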

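Of the 7 genes, Gfi1b had 6.97 ± 4.36 CPM (SD, n = 3) in WT and 0.073 ± 0.0274 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -3.52 (standard error 0.42, limma's Benjamini-Hochberg adjusted p = 0.00948, or 2.4e-04 with the replicate block). Ikzf1, on chromosome 11, whose genes were higher as a whole, had a log2 fold change of -2.64 (standard error 0.37, limma's Benjamini-Hochberg adjusted p = 0.0156, or 1.0e-04 with the replicate block). Ikzf2, on chromosome 1, whose genes were lower as a whole, had a log2 fold change of -2.82 (standard error 0.21, limma's Benjamini-Hochberg adjusted p = 0.00159, or 7.6e-05 with the replicate block). Gfi1 had a log2 fold change of -1.30 (standard error 0.31, limma's Benjamini-Hochberg adjusted p = 0.0895, or 0.0119 with the replicate block), and Zfpm2 a log2 fold change of -0.73 (standard error 0.21, limma's Benjamini-Hochberg adjusted p = 0.136, or 0.0276 with the replicate block). Pcgf5 had 40.5 ± 10.9 CPM (SD, n = 3) in WT and 25.0 ± 6.04 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -0.67 (standard error 0.24, limma's Benjamini-Hochberg adjusted p = 0.21, or 0.00299 with the replicate block). Rybp had 211 ± 14.6 CPM (SD, n = 3) in WT and 170.5 ± 21.3 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -0.31 (standard error 0.12, limma's Benjamini-Hochberg adjusted p = 0.227, or 0.0123 with the replicate block), and its change was below the fold-change threshold in both fits. Of the 11 repressor genes of both groups, 11 were lower in Scl-/- cells, 5 were called without and 10 with the replicate block.

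**Figure D4:**
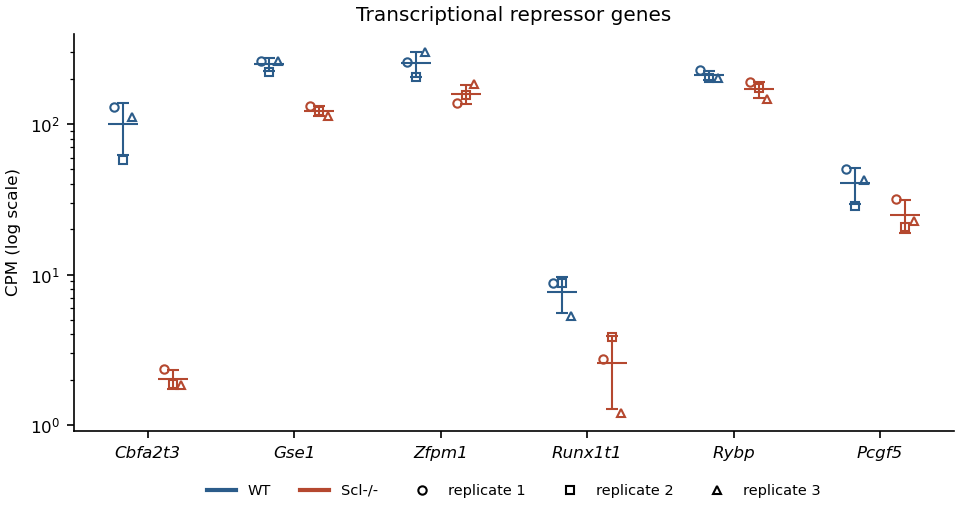
CPM (log scale) of Cbfa2t3, Gse1, Zfpm1, Runx1t1, Rybp and Pcgf5 in each WT and Scl-/- library, with open symbols for replicates 1 to 3, a bar for the mean and a whisker for the SD. The means of all 6 genes are lower in Scl-/- cells, from -5.25 for Cbfa2t3 to -0.31 for Rybp on the log2 scale.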

Of note, the number of SCL peaks was higher in loci normally activated (*Runx1/Fli1/Zfpm1/Gse1*) than on those normally repressed (*Gata6*/*Mesp1*/*Tbx6*) (Fig. 4f; Wilcoxon rank-sum test confirmed the difference in peak distribution between all 514 downregulated and 264 upregulated direct DEGs at *p* value 5.8 × 10^−08^). This suggests mechanistic differences in SCL-mediated transcriptional activation versus repression.

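Averaged over the genes of Fig. 4c, log2(CPM + 0.5) of the haematopoietic and endothelial genes was 5.19, 4.44, 5.31 in WT replicates 1 to 3 and 3.13, 2.49, 3.02 in Scl-/- replicates 1 to 3. For the paraxial genes it was 3.58, 4.22, 3.78 in WT and 4.40, 5.02, 4.90 in Scl-/- cells. For the cardiac genes, WT replicate 2 lay above Scl-/- replicate 1, and each Scl-/- library lay above the WT library of the same number.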

In summary, SCL normally activates a blood/endothelial programme in FLK1^+^ cells and represses cardiac and paraxial programmes. Unexpectedly, SCL strongly binds to and activates expression of genes encoding transcriptional repressors. This suggests that SCL may suppress cardiac/paraxial programmes in blood-fated cells through transcriptional activation of repressors.

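Leaving out each library in turn kept the log2 fold change within -1.11 to -0.97 for Gse1, -0.81 to -0.53 for Zfpm1, -1.76 to -1.08 for Runx1t1 and -0.39 to -0.21 for Rybp. The paper combines the DEGs of both directions with the SCL-bound loci to define direct targets. It states that SCL binds strongly to genes encoding repressors and activates them, and it proposes that the cardiac and paraxial programmes are suppressed through these repressors.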

### SCL controls levels of histone marks linked to repression

To further understand SCL-driven mechanisms of transcriptional regulation, we surveyed histone marks associated with activated and repressed genes (H3K27ac/H3K4me3 and H3K27me3/H2AK119ub, respectively) by quantitative ChIP-seq (ChIP-Rx^37^) in mCherry^*+*^ cells isolated from *Scl:mCherry* and *Scl*^*Δ/Δ*^*:mCherry* day 4 EB cells. H3K27ac, the only mark detected at SCL genomic binding sites, was analysed at all 9836 SCL ChIP peaks (Fig. 5a) and on SCL peaks associated to SCL’s 778 direct DEGs (Fig. 5b). As all these histone modifications mark promoter regions, we examined their distribution at transcriptional start sites (TSSs) of SCL-bound 5512 loci, whole genome TSSs and TSSs of SCL’s 778 direct DEGs (Fig. 5c–f).

**Fig. 5:**
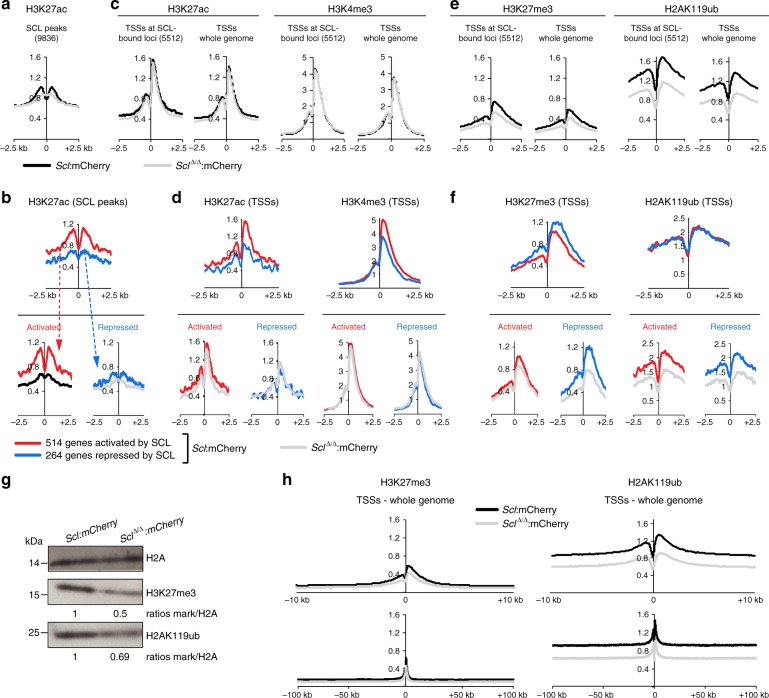
SCL loss-of-function affects the epigenetic landscape of blood-fated progenitors. **a**, **c**, **e** Distribution plots of normalised histone mark ChIP-seq signals in mCherry^+^ cells purified from *Scl:mCherry* and *Scl*^*Δ/Δ*^*:mCherry* day 4 EBs. Signals are sorted on SCL ChIP-seq peaks (**a** H3K27ac only), TSSs of SCL-bound 5512 genes and TSSs across the whole genome, ±2.5 kb, (**c** activation associated-marks H3K27ac and H3K4me3; **e** repression associated-marks H3K27me3 and H2AK119ub). **b**, **d**, **f** Distribution plots of normalised histone mark ChIP-seq signals in mCherry^+^ cells purified from *Scl:mCherry* and *Scl*^*Δ/Δ*^*:mCherry* day 4 EBs on SCL direct DEGs (514 activated genes (red) and 264 repressed genes (blue)). Signals are sorted on SCL ChIP-seq peaks associated to SCL direct DEGs (**b** H3K27ac only) and TSSs of SCL direct DEGs, ± 2.5 kb (**d**, activation associated-marks; **f** repression associated-marks). Top, *Scl:mCherry* EB cells; bottom, *Scl:mCherry* and *Scl*^*Δ/Δ*^*:mCherry* EB cells. **g** Western blot analysis of H3K27me3 and H2AK119ub levels in mCherry^+^ cells purified from *Scl:mCherry* and *Scl*^*Δ/Δ*^*:mCherry* day 4 EBs. H2A, loading control. Relative levels of each histone mark over H2A in mutant versus control cells are indicated. *n* = 2. **h** Distribution plots of normalised H3K27me3 and H2AK119ub ChIP-seq signals in mCherry^+^ cells purified from *Scl:mCherry* and *Scl*^*Δ/Δ*^*:mCherry* day 4 EBs. Signals are sorted on TSSs across the whole genome; top, ±10 kb, bottom, ±100 kb. See also Supplementary Figs. 4, 8

H3K27ac was higher at SCL 9836 peaks in WT cells (*Scl:mCherry*) than in *Scl-null* cells (*Scl*^*Δ/Δ*^*:mCherry*) (Fig. 5a), consistent with SCL’s ability to recruit histone acetyltransferase P300^38^. H3K27ac at SCL peaks located in SCL direct DEG genomic loci was higher in the 514 activated genes compared to the 264 repressed genes (Fig. 5b, top) in an SCL-dependent manner (Fig. 5b, bottom). In contrast, H3K27ac and H3K4me3 levels at TSSs of the 5512 loci bound by SCL (of which only 422 are bound by SCL at TSSs) and TSSs genome-wide were SCL-independent (Fig. 5c). As expected, the level of these two histone marks was higher at TSSs of the 514 activated genes compared to the 264 repressed genes and SCL-independent (Fig. 5d). Extending these observations, we noticed a broad and punctuate H3K27ac pattern at activated gene loci, not just restricted to SCL peaks and fully SCL-dependent (*Fli1*/*Mafb*, Supplementary Fig. 4a). SCL-independent H3K4me3 distribution at TSSs was visualised at both activated (*Fli1*/*Mafb*) and repressed (*Gata6*/*Irx3)* genes (Supplementary Fig. 4a, b). In summary, levels of H3K27 acetylation are higher and SCL-dependent at SCL’s peaks associated to genes normally activated. At TSSs, both H3K27ac and H3K4me3 marks are more prominent at genes normally activated and are SCL-independent.

We next studied histone marks associated with repression, H3K27me3 and H2AK119ub. In contrast to H3K27ac and H3K4me3, we observed a striking, global SCL-dependent reduction of these marks, at TSSs of the 5512 SCL-bound loci and TSSs genome-wide (Fig. 5e). This reduction was confirmed by western blot (Fig. 5g, Supplementary Fig. 8a). Furthermore, whereas SCL-dependent levels of H3K27me3 were just confined to ~2.5 kb around TSSs genome-wide, SCL-dependent levels of H2AK119ub extended for large domains (at least 100 kb) either side of the TSSs (Fig. 5h). Focussing on the 778 SCL direct DEGs, H3K27me3 levels were higher at TSSs of repressed, rather than activated, genes (Fig. 5f, top), and showed SCL-dependence at repressed and, to a lesser extent, activated genes (Fig. 5f, bottom; *Gata6*/*Irx3*/*Mafb*, Supplementary Fig. 4). Surprisingly, the level of the H2AK119ub mark did not vary between TSSs of genes repressed and activated by SCL (Fig. 5f, top), and, in both cases, was SCL-dependent (Fig. 5f, bottom, Supplementary Fig. 4).

Taken together, these data show that SCL mediates H3K27 acetylation specifically at SCL-bound *cis*-regulatory elements of genes it normally activates. SCL also regulates the level of repression-associated histone marks, H3K27me3 and H2AK119ub, not only at TSSs of genes it normally represses but also at some (H3K27me3) or all (H2AK119ub) genes it activates. This suggests that inappropriate gene activation may be restrained by SCL-mediated repressive environment. Regulation of repression, as surveyed by histone modifications, constitutes an important facet of SCL function at the onset of blood specification.

### ETO2, RYBP and SCL are functionally linked

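Cbfa2t3, which encodes ETO2, had 130.8, 58.0, 111.7 CPM in WT replicates 1 to 3 and 2.36, 1.86 and 1.84 CPM in Scl-/- replicates 1 to 3 of the day 3.5 FLK1+ cells. Rybp (Ensembl ENSMUSG00000072872), on chromosome 6 from 100178560 to 100237435 of mm9, had 227, 203 and 201 CPM and 190.4, 173 and 148 CPM. In each same-numbered pair, both genes were lower in the Scl-/- library, Rybp by log2 differences of -0.26, -0.23 and -0.44.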

To investigate SCL-regulated active repression of gene expression in mesoderm patterning, we studied two transcriptional repressors and direct SCL target genes in day 3.5 FLK1^+^ cells, ETO2 and RYBP. ETO2 is a known SCL partner that represses premature megakaryocytic and erythroid gene activation later in development^36,39,40^. RYBP, member of non-canonical PRC1 (ncPRC1) complexes, modulates H2AK119 ubiquitination levels through stabilisation of RING1B recruitment and enhancement of its enzymatic activity^41–43^. Given the role of PcG complexes in development and the changes in ubiquitination levels observed in *Scl*^*-/-*^ cells, we reasoned that RYBP may mediate some of SCL-regulated repression mechanisms.

The *Eto2* locus was bound by SCL at conserved *cis*-elements associated with open chromatin (ATAC-seq) and containing DNA-binding motifs associated to SCL binding (Fig. 6a, Supplementary Fig. 5a). *Eto2* mRNA expression was initiated at day 3.5, increased throughout EB differentiation, thus mirroring *Scl*’s expression (Figs. 1a, 6b) and was abolished in absence of SCL (Fig. 6b). Finally, ETO2 was immunoprecipitated from EB cells with SCL and partners E2A and LMO2 (Fig. 6c, Supplementary Fig. 9a).

**Fig. 6:**
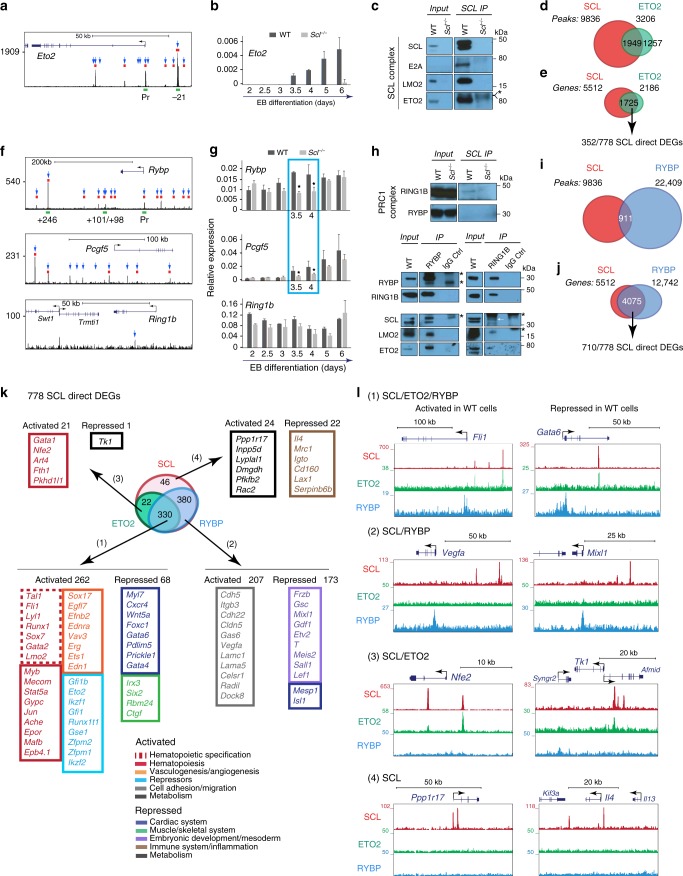
Genome-wide binding of SCL, ETO2 and RYBP in FLK1^+^ cells. **a** SCL ChIP-seq track of *Eto2* locus in day 3.5 FLK1^+^ EB cells. Blue arrows, SCL peaks associated to *Eto2*; red rectangles, ATAC peaks; green rectangles, SCL-bound *cis*-elements further detailed in Supplementary Fig. 5. **b** RT-qPCR analyses of *Eto2* mRNA expression from WT and *Scl*^*-/-*^ EB differentiation kinetics (day 2–day 6) relative to *Gapdh*. *n* = 3–5, mean ± SD; student’s *t*-test *p < 0.05. **c** Western blot analysis of day 4.5 WT EB nuclear extracts immunoprecipitated (IP) with anti-SCL antibodies. Members of SCL complex are detected as indicated. *n* = 3. **d** Overlap between SCL and ETO2 ChIP-seq peaks. **e** Overlap between SCL-bound and ETO2-bound genes. 352 of these are SCL direct DEGs. **f** SCL ChIP-seq track of *Rybp, Pcgf5 and Ring1b* loci in day 3.5 FLK1^+^ EB cells. Blue arrows, SCL peaks associated to the genes; red rectangles, ATAC peaks; green rectangles, SCL-bound *cis*-elements further detailed in Supplementary Fig. 5. **g** RT-qPCR analyses of *Rybp, Pcgf5 and Ring1b* mRNA expression from WT and *Scl*^*-/-*^ EB differentiation kinetics (day 2–day 6) relative to *Gapdh*. *n* = 3–5, mean ± SD; student’s *t*-test *p < 0.05. **h** Western blot analysis of day 4.5 WT EB nuclear extracts immunoprecipitated (IP) with anti-SCL antibodies (top), -RYBP (bottom, left) and -RING1B (bottom, right) antibodies. Members of PRC1 complex (RING1B, RYBP) and SCL complex (LMO2, ETO2) are detected as indicated. Asterisk (*) indicates heavy or light IgG chain. White arrow indicates SCL band in RING1B IP. **i** Overlap between SCL and RYBP ChIP-seq peaks. **j** Overlap between SCL-bound and RYBP-bound genes. Seven hundred and ten of these are SCL direct DEGs. **k** Overlap between SCL-bound, ETO2-bound, and RYBP-bound 778 SCL direct DEGs. Number and representative examples of SCL direct target genes in the four categories defined by SCL, ETO2, and RYBP binding are shown. **l** UCSC tracks showing SCL, ETO2 and RYBP binding on examples of activated and repressed SCL direct DEGs in the four categories defined by SCL, ETO2, and RYBP binding. See also Supplementary Figs. 4–6 and 9, Supplementary Data 3

Day 4 ETO2 ChIP-seq analysis showed co-localisation with SCL at 1949 peaks, which represent ~20% of all SCL peaks and 60% of all ETO2 peaks (Fig. 6d, Supplementary Fig. 6a). The biological processes related to the genes associated to these 1949 peaks were enriched for blood, vascular, cardiac and muscle development (Supplementary Fig. 6b). We then considered the 1725 gene loci co-occupied by SCL and ETO2. These corresponded to 31% of SCL-bound genes (1725/5512) and 79% of ETO2-bound genes (1725/2186) (Fig. 6e). These genes contained 352 out of SCL’s 778 direct DEGs (45%). The strength of SCL and ETO2 binding across these 352 DEGs was the same for both proteins: higher in the genes activated by SCL vs. those repressed (Supplementary Fig. 6c). Therefore, SCL and ETO2 often co-localise on activated and repressed genes and most likely co-operate in multi-protein complexes.

Similarly, SCL binding was detected at the loci encoding *Rybp* and its partner *Pcgf5*, in areas associated with open chromatin and SCL-binding DNA motifs (Fig. 6f, Supplementary Fig. 5b). Strikingly, expression of *Rybp* and *Pcgf5* was significantly downregulated in days 3.5/4 *Scl*^*−/−*^ EB cells (Fig. 6g), corresponding to the narrow time-window of transcriptional co-priming of blood/cardiac/paraxial lineages and developmental plasticity of F-SP cells (Figs. 1d, 2c). 

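Among 47 genes for PRC1 and PRC2 subunits, listed before the values were examined, 0 were called without the replicate block, while 6 had an unadjusted p under 0.05. With the block 14 had an unadjusted p under 0.05 and 2 were called, both lower in Scl-/- cells, namely Pcgf5 and Bmi1. With the block and no fold-change threshold, a setting chosen after seeing the data, 13 were called, in both directions. Among them were Cbx2 and Pcgf2, on chromosome 11, each with a log2 fold change of 0.41 (limma's Benjamini-Hochberg adjusted p = 0.00378 and 0.00654 with the block). Lower ones included Rybp and Rnf2 (0.0123 and 0.0181), and Ezh1 and Cbx6 (0.0282 and 0.00753). Adjusted over the list alone, 0 passed without and 3 with the block. The log2 fold changes ran from -0.67 to 0.41, with 29 genes lower and 18 higher. Among the genes the paper names, Ring1 had a log2 fold change of -0.04, Rnf2 (Ring1b) of -0.31, Ezh1 of -0.38 and Ezh2 of -0.059. Rnf2 lies on chromosome 1 and Ezh1 on chromosome 11. With each chromosome's median deviation removed from each library and with the block, a setting chosen after seeing the data, 3 genes of the list were called, namely Pcgf5, Bmi1 and Ezh1, with Ezh1 at a log2 fold change of -0.68 (limma, Benjamini-Hochberg adjusted p = 0.00112). In the same setting the log2 fold changes of Cbx2 and Pcgf2 shrank to 0.10 and 0.11 (limma, Benjamini-Hochberg adjusted p = 0.248 and 0.234). That of Rnf2 shrank to -0.023 (limma, Benjamini-Hochberg adjusted p = 0.806). Rybp, on chromosome 6, was at -0.32 there (limma, Benjamini-Hochberg adjusted p = 0.0121), against -0.31 without centring.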

None of the other members of PRC1/PRC2 complexes we examined, including enzymes responsible for deposition of PcG-associated histone marks (*Ring1a/1b*, *Ezh1/2*), or members of the KAT and TrxG activating complexes, were direct targets of SCL (Fig. 6f, g, Supplementary Fig. 7), highlighting the unique relationship between SCL and RYBP/PCGF5. Finally, in contrast to the *Eto2* locus, binding of SCL to *Rybp* and *Pcgf5* loci was not seen in maturing blood cells (foetal liver pro-erythroblasts)^44^ (Supplementary Fig. 5a, b), suggesting specific requirements for these two repressors during early blood specification processes.

Immunoprecipitation (IP) of EB nuclear extracts with either RYBP or RING1B antibodies co-purified the SCL/E2A/LMO2 complex (Fig. 6h, bottom, Supplementary Fig. 9b, c). Reciprocal IP using SCL antibodies recovered RING1B but not RYBP (Fig. 6h, top, Supplementary Fig. 9a), suggesting that only a small fraction of RING1B/RYBP is complexed with SCL. Indeed, SCL and RYBP binding co-localised at only 911 peaks by day 3.5/4 ChIP-seq analyses, which represents 9% of SCL peaks and 4% of RYBP peaks (Fig. 6i, Supplementary Fig. 6d). Interestingly, GO analysis of the biological processes associated with the loci related to the 911 peaks showed enrichment for blood, cardiac and muscle development (Supplementary Fig. 6e). Finally, 4075 gene loci showed SCL and RYBP co-occupancy (where binding does not necessarily co-localise), corresponding to 73% of SCL-bound genes and 31% of RYBP-bound genes (Fig. 6j). These genes contained 710 out of 778 (91%) SCL direct DEGs, suggesting co-regulation by SCL and RYBP (Fig. 6j).

In conclusion, ETO2’s expression entirely relies on SCL throughout EB differentiation and full expression of RYBP and PCGF5 requires SCL within a narrow developmental window. ETO2 and RYBP interact with SCL. When considering gene loci, ETO2 co-occupies nearly half and RYBP the majority of SCL direct DEGs.

### Genome-wide interaction of SCL, ETO2 and RYBP with chromatin

To explore the shared and distinct gene sets regulated by SCL, ETO2 and RYBP, we examined the binding of these three regulators at SCL’s 778 direct DEGs. This defined 4 gene categories:

1. 330/778 gene loci (42%) were co-occupied by SCL/ETO2/RYBP (Fig. 6k, Supplementary Data 3). 

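Of the genes bound by SCL, ETO2 and RYBP, 262 are listed as activated in Supplementary Data 3. They had a median log2 fold change of -0.96 (interquartile range -1.61 to -0.65), and 105 were called without and 251 with the replicate block. All 262 were lower in Scl-/- cells, which the list, made of the paper's calls on these libraries, fixes in advance.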

262/330 genes were activated by SCL and required for blood (*Scl/Fli1/Runx1/Gata2)* and endothelial *(Sox17/Efnb2/Erg)* development, haematopoiesis and erythropoiesis (*Mafb/Gypc/Ache/Epor)*, and encoded transcriptional repressors (*Gfi1b/Eto2/Ikzf1/Runx1t1)* (Fig. 6k, l). Sixty-eight genes were repressed by SCL and involved in differentiation of cardiac (*Gata4/Gata6/Wnt5a/Foxc1)* and paraxial (*Irx3/Six2/Ctgf)* fates (Fig. 6k, l).

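The 68 genes had a median log2 fold change of 0.67 (interquartile range 0.54 to 0.84). Without the replicate block 4 were called, and with it 55. Gata4 had 212 ± 52.2 CPM (SD, n = 3) in WT and 306 ± 40.5 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 0.55 (standard error 0.18, limma's Benjamini-Hochberg adjusted p = 0.179, or 0.00239 with the replicate block).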

2. 

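Of the genes bound by SCL and RYBP but not ETO2, 207 are listed as activated and 173 as repressed. The 206 activated genes that were tested had a median log2 fold change of -0.74 (interquartile range -0.96 to -0.57), and 41 were called without and 188 with the replicate block. The 173 repressed genes had a median log2 fold change of 0.66 (interquartile range 0.55 to 0.90), and 15 were called without and 154 with the block.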

380 genes (49%) co-occupied by SCL/RYBP, but not ETO2, were equally activated and repressed (Fig. 6k, l). 

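Among the repressed genes of this class, Mixl1, on chromosome 1, whose genes were lower as a whole, had 215 ± 29.2 CPM (SD, n = 3) in WT and 448 ± 109 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 1.04 (standard error 0.19, limma's Benjamini-Hochberg adjusted p = 0.0378, or 1.4e-04 with the replicate block). Etv2 had 127 ± 11.8 CPM (SD, n = 3) in WT and 217 ± 20.7 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of 0.78 (standard error 0.11, limma's Benjamini-Hochberg adjusted p = 0.0175, or 1.3e-04 with the replicate block). For T, which encodes Brachyury, a log2 fold change of 0.74 (standard error 0.15, limma's Benjamini-Hochberg adjusted p = 0.0534, or 1.8e-04 with the replicate block) was found, and for Gsc a log2 fold change of 1.19 (standard error 0.54, limma's Benjamini-Hochberg adjusted p = 0.319, or 0.00739 with the replicate block). Neither of the latter was called without the block.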

Activated genes were mainly associated with cell adhesion/migration (*Cdh5/Itgb3/Cdh22/Lamc1*) and repressed genes with early developmental/mesoderm specification (*Gsc/Mixl1/Etv2/T)* (Fig. 6k, l).
3. 22 genes (3%) co-bound by SCL/ETO2, but not RYBP, were mainly activated but functionally required at later stages of haematopoietic differentiation (*Gata1/Nfe2)* (Fig. 6k, l).

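The 20 tested activated genes of this class had a median log2 fold change of -1.29 (interquartile range -1.76 to -0.95), with 8 called without and 19 with the replicate block. Gata1 was expressed at 6.85 ± 3.61 CPM (SD, n = 3) in WT and 0.192 ± 0.0417 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -3.28 (standard error 0.37, limma's Benjamini-Hochberg adjusted p = 0.00857, or 1.6e-04 with the replicate block). Nfe2 had 5.76 ± 2.89 CPM (SD, n = 3) in WT and 1.54 ± 0.943 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -1.59 (standard error 0.47, limma's Benjamini-Hochberg adjusted p = 0.14, or 0.00859 with the replicate block).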

4. 46 genes (6%) were only bound by SCL, equally activated or repressed and mainly involved in metabolism (activated genes) and inflammation (repressed genes) (Fig. 6k, l).

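The 24 activated genes bound by SCL only had a median log2 fold change of -0.85 (interquartile range -1.41 to -0.65), with 6 called without and 19 with the replicate block. The 22 repressed genes had a median log2 fold change of 0.84 (interquartile range 0.54 to 0.95), with 2 and 18 called.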

In conclusion, SCL and these repressors bind to overlapping and distinct functional categories of activated and repressed target genes.

### Loss of *Eto2* and *Rybp* phenocopies SCL-null cardiac phenotype

Given the aggregate molecular and biochemical data that SCL, ETO2 and RYBP could function in concert at the time of blood specification, we asked if loss of ETO2 or RYBP could phenocopy loss of SCL in developing EBs (Fig. 7a). We first knocked down expression of *Eto2* and *Rybp* RNA and protein by siRNA, by 40–70%, at day 3.5 (*siEto2* and *siRybp*, Fig. 7b, c, Supplementary Fig. 8b). The level of reduction of *Rybp* mimicked that seen in absence of SCL during the window of mesodermal lineage specification (Fig. 6g) and, strikingly, led to decreased levels of H2AK119ub similar to that observed in *Scl*^*Δ/Δ*^*:mCherry* cells (Figs. 5g, 7c Supplementary Fig. 8c). Importantly, *Eto2* and *Rybp* knock-down cells produced a 4–6-fold increase in cTNT-positive cells in cardiac assays, similar to that observed in absence of SCL (Fig. 7d, e). Similarly, induction of *Rybp* deletion in *Rybp*^*fl/fl*^*:Cre-ERT2*^45^ EBs resulted in complete loss of *Rybp* expression (Fig. 7f) and expansion of cTNT-positive cardiac cells (Fig. 7g). Importantly, reduction of *Eto2* and *Rybp* expression did not alter blood lineage specification assayed by blast colony assays (Fig. 7h).

**Fig. 7:**
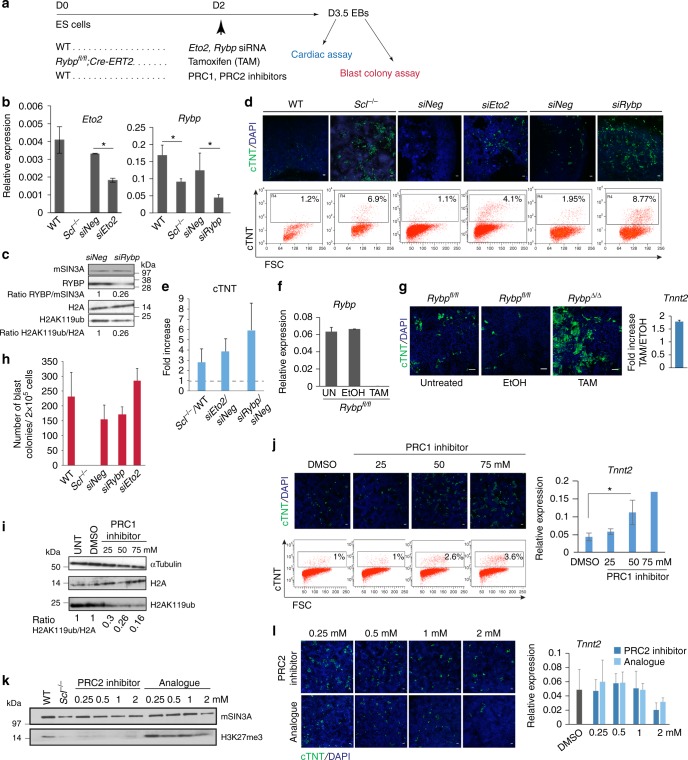
*Rybp* and *Eto2* knock-down phenocopies *Scl*^*-/-*^ cardiac phenotype. **a** Outline of functional assays. **b**–**e** siRNA-mediated *Eto2 (siEto2)* and *Rybp* (*siRybp*) knock-down in day 3.5 EBs. **b** qRT-PCR analysis of *Eto2* and *Rybp* mRNA levels. Analysis from day 3.5 WT and *Scl*^*-/-*^ EB cells is shown for comparison. *siNeg*, siRNA negative control; *n* = 4. **c** Western blot analysis of RYBP and H2AK119ub levels. mSIN3A and H2A, loading controls; *n* = 2. **d**, **e** Day 3.5 WT, *Scl*^*-/-*^, si*Eto2*-treated, si*Rybp*-treated and *siNeg*-treated EB cells were plated in cardiac condition. cTNT expression was monitored at day 7 by IF (**d**, top) and intra-cellular FACS (**d**, bottom). Quantitation of FACS data from *Scl*^*-/-*^, *siEto2*- and *siRybp*-treated cultures is shown as *Scl*^*-/-*^/WT, *siEto2*/siNeg and *siRybp*/siNeg ratios (**e**); *n* = 2. Scale bars, 100 μm. **f** qRT-PCR analysis of *Rybp* expression in day 3.5 untreated (UN), tamoxifen- (TAM) and ethanol (EtOH)-treated *CreERT2:Rybp*^*fl/fl*^ EBs; *n* = 2. **g** Day 3.5 untreated, EtOH-treated or TAM-treated *CreERT2:Rybp*^*fl/fl*^ cells were plated in cardiac condition. cTNT expression was assessed at day 7 by IF (green, left) and qRT-PCR analysis (*Tnnt2*, shown as TAM/ETOH fold increase, right). Scale bar, 100 μm. *n* = 2. **h** Day 3.5 WT, *Scl*^*-/-*^, si*Eto2*-treated, si*Rybp*-treated and *siNeg*-treated EB cells were plated in blast colony assay; *n* = 2. **i** Western blot analysis of H2AK119ub in day 3.5 EB cells treated with increasing concentrations of PRC1 inhibitor (PRT4165). UNT, untreated; αTubulin and H2A, loading controls, *n* = 2. **j** PRC1 inhibitor or DMSO-treated EBs were plated in cardiac assay, and cTNT expression assessed at day 7 by IF (green, top), FACS (bottom) and qRT-PCR (*Tnnt2*, right); *n* = 3. **k** Western blot analysis of H3K27me3 in day 3.5 EB cells treated with increasing concentrations of PRC2 inhibitor or analogue. mSIN3A, loading control, *n* = 2. **l** Day 3.5 EB cells treated with PRC2 inhibitor or analogue were plated in cardiac condition, and cTNT expression assessed at day 7 by IF (green, left) and qRT-PCR (*Tnnt2*, right). *n* = 2. Scale bars, 100 μm. Mean ± SD is shown in **b**, **f**, **h**, **j**, **l**; mean of ratios of mutant samples versus controls ± SD is shown in **e**, **g**; student’s *t*-test, *p < 0.05. See also Supplementary Fig. 8

To directly test the function of H2AK119ub in cardiac development, we treated EBs with PRC1 ubiquitin ligase inhibitor PRT4165^46^. This achieved up to 84% decrease in ubiquitination levels (Fig. 7i, Supplementary Fig. 8d) and led to increased cardiac output, as judged by cTNT staining and *Tnnt2* mRNA expression (Fig. 7j), suggesting that H2AK119 ubiquitination mediates the cardiac phenotype observed from *Rybp* knock-down and *Scl-*null cells.

Finally, we asked if reduction in H3K27me3 could have a similar effect. We treated EBs with PRC2 inhibitor UNC1999 targeting EZH1/2 function^47^, to achieve near complete loss of H3K27me3 at day 3.5 (Fig. 7k, Supplementary Fig. 8e). Here, there was no increase in cardiac output assayed by cTNT staining and *Tnnt2* mRNA expression (Fig. 7l).

Altogether, these data suggest specific roles for ETO2 and RYBP and, by association, the PRC1 complex, most likely through H2AK119 ubiquitination, to suppress alternative fates in FLK1^+^ cells in collaboration with SCL.

## Discussion

We have studied how lineage commitment is executed during development by focusing on how ES cell-derived FLK1^+^ mesodermal cells segregate into the blood lineage and suppress alternative cardiac and paraxial lineage programmes. We show that, at a narrowly defined time-point, a single TF, SCL, not only promotes haemopoiesis in FLK1^+^ cells, but concurrently suppresses mis-specification of these cells to alternative lineages (Fig. 8). A series of genome-wide molecular and biochemical studies demonstrates that SCL represses alternative gene expression in collaboration with ETO2 and the PRC1 complex at the precise time-point when multi-lineage transcriptional priming and cellular plasticity are detected. Whether this occurs in FLK1^+^SCL^+^ haematopoietic progenitors giving rise to primitive and/or definitive blood cells is not known as, to date, these two types of progenitors cannot be distinguished immunophenotypically or by gene expression.

**Fig. 8:**
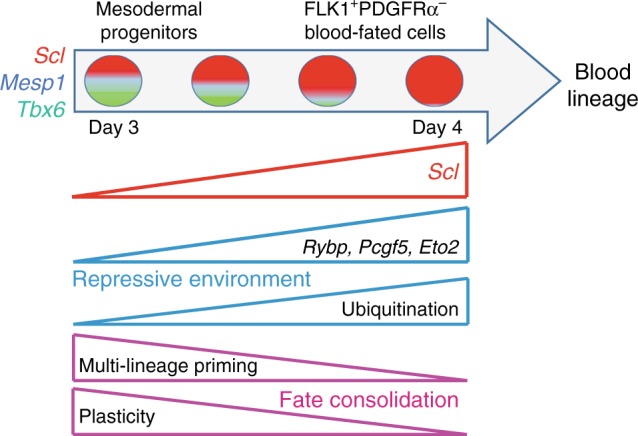
Model of SCL’s functions in blood lineage specification. Single mesodermal cells co-express blood (*Scl*), cardiac (*Mesp1*) and paraxial (*Tbx6*)-affiliated transcriptional regulators at low levels, establishing multi-lineage priming and cellular plasticity. As differentiation progresses, *Scl* levels increase in FLK1^+^PDGFRα^–^ cells. SCL establishes a global repressive environment by activating potent transcriptional repressors (*Rybp*/*Pcgf5*/E*to2)* and ensuring genome-wide, high H2AK119Ub levels. This leads to decreased *Mesp1* and *Tbx6* levels and repression of alternative fates. Activation of blood/endothelial gene expression programmes together with decreased plasticity allows consolidation of the blood fate and specification of the hematopoietic lineage

Our findings have broad implications for our understanding of lineage determination. First, low level co-expression of *Scl, Mesp1* and *Tbx6* (required to specify blood, cardiac and paraxial lineages, respectively) confirms multi-lineage priming and suggests that progenitors can potentially adopt multiple fates. Existence of multilineage-primed cells agrees with studies showing that epiblast cells exhibit multipotency^48^ and with observations of “transcriptional noise” in day E6.5 mouse epiblast cells^49^. Importantly, multi-lineage priming needs to be distinguished from multi-lineage potency. Even though *Mesp1* and *Tbx6* are co-expressed with *Scl* in blood-fated FLK1^+^ cells, and, in absence of SCL, these cells can make cardiac and paraxial lineages, it is unclear if these cells are multi-potent at a clonal level in steady state, as multi-potency may only manifest in perturbed circumstances. One approach to address these open questions is to conduct in vivo fate tracing studies at appropriate developmental stages. This will characterise the extent of multi-potency and establish developmental relationships between mesodermal lineages.

Second, our data reveal the tight developmental window determining functional plasticity. Multi-lineage primed cells were most abundant in day 3.5 EBs and dramatically reduced at day 4.5. FLK1^+^ *Scl*^*−/−*^ cells gave rise to PDGFRα^+^ cardiac/paraxial cells at day 3.5, but not at day 4.5. Finally, SCL activated *Rybp* and *Pcgf5* expression at days 3.5/4 only. In wild-type cells, plasticity is detected in cells expressing low levels of *Scl*, as only *Scl:mCherry*^*low*^ cells can adopt a cardiac fate at day 3.5, likely to be elicited by higher *Mesp1* levels. This supports the notion of threshold-dependent fate determination, as recently reported for the TF ETV2 in hemangiogenic fate specification^50^. At earlier stages of development, the trophectoderm and the inner cell mass also exhibit time-restricted plasticity^51,52^. This is believed to establish flexible gene regulatory networks based on heterogeneity of gene expression^53^. Plasticity may therefore be a general property of cells undergoing lineage determination.

Third, our study reveals the importance of active repression of alternate fates in lineage-fated cells. To the best of our knowledge, we provide the first example of a single lineage-specific TF (SCL) directly regulating expression of PcG members during development. In so doing, SCL regulates PRC1 function, as shown by SCL-mediated global H2AK119 ubiquitination. Though PRC1 exhibits repressive roles during early embryonic development^41,45^, somatic cell reprogramming^54^ and haematopoietic development^55^, a function in lineage selection in germ layers has not been previously reported.

SCL activates expression of two specific PRC1 members, RYBP and PCGF5, both necessary for the function of ubiquitin ligase RING1B and full H2AK119 ubiquitination levels^42,56^. Thus, it is unsurprising that ubiquitination levels depend on SCL in blood-fated cells. Whilst our biochemical data indicate interaction between RYBP and SCL and co-localisation on a few genes, the mechanisms controlling RYBP recruitment and H2AK119ub deposition for most genes remain unclear. Interestingly, RYBP-PRC1 target genes are usually expressed at higher levels than targets of canonical PRC1 complexes^42^. This suggests that ncPRC1 may cause incomplete gene expression silencing, thus permitting low-level gene expression and allowing lineage-fated cells to retain plasticity. Thereafter, ncPRC1 complexes could be replaced by more potent complexes, causing irreversible gene silencing and loss of plasticity.

Our work also reveals a complex pattern of gene regulation by SCL, ETO2 and RYBP. Indeed, ChIP-seq shows locus-specific binding of ETO2 and RYBP on SCL’s 778 activated and repressed genes. Why would co-repressors bind to genes normally activated? One possibility is that co-repressors finely modulate gene expression levels, rather than simply repressing gene expression^57^. This transcriptional flexibility could allow for rapid changes in transcription patterns to adapt to changing environments, and underlies cellular plasticity and transcriptional priming. What mechanisms dictate whether a gene is bound by any combination of SCL/ETO2/RYBP and whether it is activated or repressed remain important questions. Detailed analyses of specific gene loci are required.

Finally, our work highlights some of the relationships between histone marks, TF/co-factor binding and gene expression. Although the significance of SCL-dependent H2AK119 ubiquitination over extended genomic regions remains unclear, this observation is reminiscent of the wide “blanket” of Polycomb recruitment on the inactive X chromosome^58^, a paradigm of transcriptional repression. Based on the hierarchical model that PRC1 recruits PRC2^18^, H2AK119Ub marks may facilitate recruitment of PRC2 and maintain high levels of H3K27me3 at genes normally repressed in lowly acetylated chromatin. Genome-wide, high levels of ubiquitination also suggest that the default transcriptional state may be gene expression silencing. It is noteworthy that genes activated by SCL usually harbour multiple SCL binding sites, whilst repressed genes show much fewer binding events. Multiple SCL occupancy sites may be required to robustly recruit activating epigenetic complexes to overcome a globally repressive environment.

In conclusion, this study unveils the importance of transcriptional repression by a single tissue-specific regulator in multi-lineage primed cells and over tightly defined developmental windows during which lineage-specific gene expression programmes are initiated. Complex, gene-specific patterns of transcriptional regulation promote and repress lineage-affiliated gene expression to allow single lineage selection. These mechanisms are likely to be shared by other lineage-specific regulators in development and differentiation.

## Methods

### Single molecule RNA FISH (smRNA FISH)

smRNA FISH was performed as described^59^, with some alterations. In brief, oligonucleotide libraries (18–20 nucleotide-long) were designed using Stellaris Probe Designer to bind mainly to the ORF of each target mRNA (35 oligos for *Scl*, 29 oligos for *Mesp1* and 38 oligos for *Tbx6*) and synthesised with 3′ 3NHC6 modifications. They were pooled and labelled with Alexa NHS esters using Alexa-488 (*Mesp1*—Lifetech A20000), Alexa-594 (*Scl*—Lifetech A37572) or Alexa-647 (*Tbx6* and *Gata4*—Lifetech A37573) as described by the manufacturer. Only probes with a frequency of incorporation of >90% (calculated with Geneflow nanophotometer) were used.

100,000 EB cells were adhered to poly-l-Lysine-pre-coated coverslips (20 min, 37 °C). Cells were fixed in 4% Paraformaldehyde (PFA, 20 min, room temperature -RT^o^), washed with PBS and permeabilised with 70% EtOH (overnight (o/n), 4 °C). After rehydration in wash buffer (2× SSC, 10% Formamide), cells were incubated with probes at a final concentration of 1 ng/μl in hybridisation buffer (2× SSC, 10% Formamide, 10% Dextran Sulphate, 1 mg ml^−1^ tRNA, 2 mM RNase inhibitor (RVC complex, NEB), 0.2 mg ml^−1^ BSA) in a humidity chamber (o/n), 30 °C). Cells were then washed twice in wash buffer (30 min, 30 °C) and once in wash buffer + DAPI 0.5 μg ml^−1^ (Sigma, cat# D9542) 30 min, 30 °C. Coverslips were mounted with Prolong Gold, which was allowed to polymerise o/n at RT^o^, in the dark, before imaging with a Delta Vision widefield microscope using a 100x oil objective.

### Microscopy and data analysis

To avoid bleaching, smRNA FISH images were focused and taken based on DAPI stain only. For each image, a Z-stack of 53 images was acquired for all channels (DAPI, Alexa-488, Alexa-594 and Alexa-647). Image volumes were analysed using a Fiji/ImageJ macro script that automated the analysis (available upon request). Firstly, image volumes were Z-maximum-projected through a sub-range of the original slices; the sub-range was pre-chosen to best encapsulate the signal containing range of the cells within a dataset. Next, background fluorescence in the DAPI channel was removed from images by smoothing a copy of the maximum-projected image with a coarse Gaussian filter (sigma = 80) and subtracting this from the unsmoothed image. The filtered image was then thresholded to extract the nuclear regions. From this binary image, a Voronoi filter was applied to evenly split the image into regions based on the location of the nuclear centres. Each region was then assigned to the nucleus it encapsulated. Within each nuclei-associated region, the corresponding cell auto-fluorescence in the 488 nm channel was used to identify the cell. Segmentation was performed by thresholding the cellular fluorescence using an Otsu algorithm to convert the image into a binary representation, and then, using the “Watershed” algorithm, to split any larger objects. These cellular regions were then dissected using the Voronoi regions to split them up based on the distribution of nuclear centres. Regions of fluorescence within the thresholded auto-fluorescence channel and containing a corresponding DAPI signal were retained for further analysis; all other areas were discarded. This methodology provided an accurate means of obtaining cell regions even if more than one cell were touching and also removed artifactual stained non-cellular areas. Finally, within each cell, the channels containing the foci (*Mesp1*-A448, *Scl*-A594 or *Tbx6*-A647) were processed sequentially. All channels were smoothed with a Gaussian filter (sigma = 0.5) to reduce the impact of signal noise. Following this processing step, the signal intensities were identified and measured. The foci locations were identified using the ImageJ “Find Maxima” function with a simple filtering step to remove maxima that were too large to be foci (>40 total pixel area). To avoid false positives, a specific point of cut off for positivity of 6 foci per cell was chosen after performing smRNA FISH on cells derived from ES cells knocked-out for the mRNAs of interest. Within these cells, the number of foci and also the average intensity level was measured from regions (5 × 5 pixel) centred on each foci. In addition, as a comparison, the intensity was also measured in regions surrounding the foci to give an idea of the background noise in these samples. These regions were selected by taking the coordinates of each true foci and then randomly perturbing the coordinates to find a region nearby (within 10 pixels) which did not overlap with any of the true foci locations. Data were exported to Excel for subsequent analysis and statistical testing.

Images shown in Fig. 1 and Supplementary Fig. 2 are maximum Z-stack projections of fluorescence images spanning the extent of the cells, in inverted black/white for *Scl, Mesp1* and *Tbx6*. Within each subfigure, images from the same channel were adjusted equally, for direct comparison. Before compilation of experiments, a Stratified Kruskal–Wallis test was performed to check for significant differences, and none were found. To test for significant increases or decreases in cellular sub-types, a two-tailed Fisher’s exact test was applied.

### Embryonic stem (ES) cell culture and differentiation

Mouse ES cells (J1 wild-type, *Scl*^*-/-*8^, *Scl:mCherry*, *Rybp*^*fl/fl*^*;Cre-ERT2*—generous gift from M. Vidal^45^) were maintained in DMEM high glucose supplemented with 15% batch-selected fetal bovine serum (FBS), 2 mM glutamine (Gibco/BRL), 2% LIF-conditioned medium and 1.5 × 10^−4^ M MTG. Twenty-four hours prior to differentiation, cells were passaged in LIF-containing IMDM medium. On the day of differentiation, 50,000–80,000 cells were seeded in 100 mm Petri Grade dishes in IMDM medium supplemented with 15% batch-selected FBS, 2 mM glutamine, 300 μg/ml transferrin (Roche, cat# 10652202001), 4.7 × 10^−4^ M MTG (1-Thiolglycerol, Sigma, M6145), and 50 μg ml^−1^ ascorbic acid. Cultures were maintained in a humidified incubator in 5% CO_2_/air at 37 °C.

### *Scl:mCherry* cell lines

gRNAs (sequences are shown in Supplementary Table 1) were inserted into GFP-expressing pX458 or a derivative of pX330 (Addgene), by BbsI digestion and ligation. ES cells were transfected with gRNAs and a homology donor (sequences available upon request) using Nucleofector 2b (Lonza) with programme A-013. 48hrs after transfection, single GFP-positive cells were sorted, clones expanded and checked for insertion by Sanger sequencing. The heterozygote *Scl:mCherry* cell line was generated from WT J1 cells using mCherry_gRNAs, and harbours the mCherry insertion on one allele. The *Scl*^*∆/∆*^*:mCherry* cell line was engineered from the *Scl:mCherry* cell line with mCherry∆gRNA1 and mCherry∆gRNA2, and is homozygous for deletion of the bHLH domain.

### siRNA and inhibitors

*siRNAs*—Day 2 WT EBs were transfected with 50 nM siRNA against *Eto2* (Darmacon, siGenome mouse Cbfa2t3 SMART pool, M-042769) or *Rybp* (Darmacon, siGenome mouse Rybp SMART pool, M-042769) or with siRNA control (Darmacon, siGenome control pool, non-targeting, D-001206) using lipofectamine RNAimax (LifeTechnologies, cat#13778) following the manufacturer’s recommendations. At day 3.5, transfected cells were dissociated and replated in cardiac or blast colony assay. Gene expression was assessed by qRT-PCR at days 3.5 and 4.5.

Increasing concentrations PRC1 and PRC2 inhibitors were added at day 2 of EB differentiation. Day 3.5 EBs were dissociated for downstream functional assays or gene expression analysis. PRC1 inhibitor: PRT4165 (Tocris, cat# 5047), PRC2 inhibitor: UNC1999 (Tocris, cat# 4904) or the analogue UNC2400 (Tocris, cat# 4905).

### Hydroxytamoxifen treatment of *Rybp*^*fl/fl*^*;Cre-ERT2* ES cells

Cells were treated at day 2 of EB differentiation with 0.8 μM 4-hydroxytamoxifen (4-OHT) (Sigma, H7904). Fresh media was added after 18–24 h. 4-OHT-treated EBs were allowed to develop until day 3.5 when downstream assays were carried out.

### Blast colony assay

5 × 10^4^ to 2 × 10^5^ day 3.5 EB cells were seeded in 1% methylcellulose IMDM medium, supplemented with 300 μg ml^−1^ transferrin (Roche, cat# 10652202001), 25 μg ml^−1^ ascorbic acid (Sigma, A-4544), 4 × 10^−4^ M MTG (1-Thiolglycerol, Sigma, M6145), 25% D4T (endothelial cell) conditioned media, 5 ng/ml mouse VEGF, 5 ng ml^−1^ mouse interleukin 6 and 100 ng ml^−1^ mouse cKIT. Dishes were incubated in a humidified 5% CO_2_/air incubator and colonies scored at day 4^60^. All cytokines were purchased from Preprotech.

### Cardiac assay

Day 3.5 EB cells were replated at a density of 80,000 cells per gelatin-coated 96-well plate, in StemPro34 serum-free medium supplemented with 100 U ml^−1^ penicillin, 100 μg ml^−1^ streptomycin (Gico/BRL), 2 mM glutamine (Gibco/BRL), 10 ng ml^−1^ human basic FGF, 12.5 ng ml^−1^ human FGF10, 5 ng ml^−1^ mouse VEGF and 1 mM ascorbic acid (Sigma, A-4544)^27^. All growth factors were purchased from R&D Systems. Medium was changed every other day until day 7, when cultures were analysed.

### Chondrogenic assay

After dissociation, single cell suspensions were seeded in chondrogenic medium (alpha-MEM supplemented with 10% FBS, 1% penicillin/streptomycin, 0.1 μM dexamethasone and 0.17 mM ascorbic-acid 2-phosphate) with 10 ng ml^−1^ TGFβ3 for 6 days. On day 7, the medium was replaced with 10 ng ml^−1^ BMP2. The culture was kept for another two weeks with a medium change every 3 days. On day 21, alcian blue staining was performed. Cells were fixed with 4% PFA for 30 min, rinsed twice in PBS and once with water. Cultured cells were incubated in 0.05% alcian blue solution, pH 1.5 (o/n, RT°)^26^. Presence of blue stained nodules were inspected by microscopy and cultures imaged on a microscope (BX60; Olympus) with a Q Imaging camera and OpenLab (Improvision) software.

### Antibodies

References and conditions of use of all antibodies employed in this study are shown in Supplementary Table 2.

### Immunofluorescence

Cells were fixed in 4% PFA for 10 mins on ice, washed three times in PBS (5 mins, RT°). They were then blocked and permeabilised in 0.2% Triton X-100/PBS containing 10% donkey serum (Sigma, D9663), 1 h at RT°. Cells were incubated with primary antibody in 0.2% Triton X-100/PBS containing 1% donkey serum (o/n, 4 °C). After three washes of 5 min at RT°, cells were incubated 1 h at RT° with donkey-raised secondary antibody in 0.2% Triton X-100/PBS containing 1% donkey serum and 0.5 μg ml^−1^ DAPI. Cells were washed 3× in PBS for 5 min and visualised on Zeiss 880 inverted confocal microscope. Primary antibodies: cTNT (Abcam, 1C11, 10 μg ml^−1^), CD31 (R&D systems, AF3628, 2 μg ml^−1^) and ColIIa (DSHB, II-II6B3, 5 μg ml^−1^). Secondary antibodies: Alexa-488 donkey anti-mouse (A21202, 6 μg ml^−1^), Alex-555 donkey anti-goat (Thermofisher A-21432; 5 μg ml^−1^).

### Mice

All animal work was carried out under appropriate project licences according to UK Home Office regulations and approved by the Oxford University Committee on Animal Care and Ethical Review. E9.5 embryos were harvested and dissected to collect yolk sacs. Tissues were incubated in 0.125% collagenase (Sigma, C0130) solution to achieve single cell suspensions (15 min, 37 °C). Each individual yolk sac was replated in cardiac or chondrogenic medium on an OP9 layer.

### Quantitative RT-PCR

Total RNA was extracted with Qiagen kits and DNase-treated on column. 500 ng to 1 μg of total RNA was converted into cDNA using Omniscript (Qiagen). For quantitative real-time expression analysis, qPCR reactions were performed using TaqMan universal PCR mastermix (Life Technologies, cat# 4304437) and TaqMan gene expression assays (Life Technologies). For *Gapdh* and *Gata1* genes, primers/probes were designed using Primer Express v3 software and purchased from Eurogentec. References for all primers and probes used in Taqman assays are shown in Supplementary Table 3. Expression levels were calculated relative to a control sequence in the *Gapdh* gene. All reactions were performed in duplicate using Sequence Detection System 7000 Thermocycler (Applied Biosystems).

### Immunoprecipitation (IP)

EBs were dissociated and resuspended in Buffer A (10 mM HEPES pH 7.9, 1.5 mM MgCl_2_, 10 mM KCl, and proteinase inhibitors), kept on ice for 10 min, and centrifuged for 10 s at 13,500 rpm. The nuclear pellet was resuspended in 0.5% TritonX-100/RSB100 (10 mM Tris pH 8.0, 100 mM NaCl, 2.5 mM MgCl_2_, proteinase inhibitors), vortexed on/off for 30 min, kept on ice in between. Extracts were rotated to release chromatin-bound SCL (5U Benzonase/1 μl extract for 1 h, 4 °C). Samples were centrifuged (4000 rpm, 15 min, 4 °C) and the supernatant was treated with RNase A (100 μg ml^−1^, 2–3 min) before centrifugation (13,500 rpm, 1 min) to prevent RNA-mediated carryover. The supernatant contained the soluble nuclear extracts. For IPs, nuclear extracts were precleared with Protein G dynabeads for 30 min, before incubation with antibody pre-bound to Protein G dynabeads for 3 h (SCL) or o/n (RING1B and RYBP). Beads were washed 4× in 0.5% TritonX-100/RSB100 and eluted with 1xLDS (10 min, 70 °C).

### Western blotting

Samples were run on a 4–12% precast Bis-tris gel, and transferred to a activated PVDF membrane (IPVH00010, Merck). The membrane was blocked in 5% skimmed milk/PBS, and incubated in primary antibody 1 h in 5% skimmed milk/PBS, washed four times in 0.05% tween/PBS, incubated in secondary antibody 1 h in 5% skimmed milk/PBS, washed as before and developed with the ECL prime western blotting detection kit (RPN2232, GE healthcare Life sciences). For histones, 10^6^ cells were lysed in 20 mM Tris, pH 7.4, 20 mM EDTA, pH 8, 2% SDS and 20% glycerol, boiled for 5 min and sonicated on Bioruptor Plus. Semi-quantitation of the protein bands was performed using the Biorad Chemi doc MP imaging system.

Uncropped scans are shown in Supplementary Figs. 8 and 9.

### Flow cytometry and cell sorting

Cells were stained with PE-conjugated anti-FLK1 and APC-conjugated anti-PDGFRα antibodies (eBioscience cat# 12-5821-83 and 17-1401-81) for 20 min at 4 °C, washed and sorted on BD FACS Aria II (Becton Dickinson) or Sony SH800 FACS sorter.

### SCL intracellular FACS

Cells were stained with live/dead stain kit (Thermofisher, L34955) for 20 min, fixed in 2% PFA and permeabilised in 0.1% Triton X-100. Cells were stained with anti-SCL antibody (Santa Cruz, clone C21) conjugated to Alexa-488 (Zenon Alexafluor-488 goat IgG labelling kit, Invitrogen, cat# Z25602) following manufacturer’s instructions.

### cTNT intracellular FACS

Cardiac cultures were dissociated using 0.25% trypsin/EDTA (Gibco/BRL) for 5 min at 37 °C to quickly lift the monolayer cells off the plate, then a single cell suspension was achieved with a solution of collagenase/DNase (PBS with 20% serum, 10 mg ml^−1^ collagenase A (Roche, cat#11088785103), 10 mg ml^−1^ collagenase B and 10 μg ml^−1^ DNase I (Roche, cat# 1184932001), 5–10 min at 37 °C. Cells were stained with live/dead stain (Thermofisher, cat# L34955) for 20 min, fixed in 2% PFA and permeabilised in 0.5% saponin (Sigma, cat# S7900). After a wash in PBS/0.1% saponin, cells were stained with anti-cTNT (Abcam, clone 1C11) primary antibody and Alexa-488 donkey anti-mouse (Thermofisher, cat# A21202) secondary antibody.

### Isolation of FLK1^+^ cells

Day 3.5/4 EB cells were stained with PE-conjugated FLK1 antibody (eBioscience) for 20 min. After a wash in PBS/FCS, cells were incubated with anti-PE microbeads (Miltenyi) for 15 min. FLK1^+^ cells were isolated on Myltenyi magnetic columns.

### Single-cell RNA sequencing analysis

Single cell RNA-seq read-count tables obtained from mouse embryos at different stages of development (days E6.5 to E7.75) were downloaded from http://gastrulation.stemcells.cam.ac.uk/scialdone2016^14^. The data passed the quality control and cell filtering processes described in the ref. ^14^. The R-script for the t-distributed stochastic neighbour embedding (t-SNE) analysis of different cell stages was kindly provided by A. Scialdone, and the ‘Rtsne’ function from the Rtsne package with the input from highly variable genes was used (see Method section in the ref. ^14^). To match day 3.5 EB cells to the distinct cell populations identified at different stages of mouse embryonic development, we selected 18 embryonic development-related genes highly expressed in day 3.5 EBs and superimposed the average gene expression of these genes (gene score) to visualise the enrichment on the t-SNE plot.

### RNAseq

WT and *Scl*^*−/−*^ day 3.5 FLK1^+^ EB cells were isolated and total RNA extracted. Library generation and sequencing were performed at Oxford Genomics Centre (Wellcome Trust Centre of Human Genetics). Fastq reads were aligned to the mm9 reference genome using tophat version 2.0.8b^61^. Duplicate read pairs were removed, and reads filtered for mapq > 15 using SAMtools version 0.1.19^61^. Data normalisation and differential expression analysis was carried out using edgeR^62^. Data normalisation to account for differences in sequencing depth and RNA composition was performed using the TMM method (trimmed mean of *M*-values^63^), provided by the edgeR package. Gene lists were analysed for biological processes using PANTHER overrepresentation test^64^.

### Chromatin immunoprecipitation (ChIP)

For SCL, ETO2 and RYBP ChIP, 2–5 × 10^7^ day 3.5 (SCL) and day 4 (ETO2/RYBP) FLK1^+^ cells were fixed 20 min, RT° with 2 mM EGS (ethylene glycol bis succinimidylsuccinate, ThermoFisher Scientific, cat# 10350924) followed by 1% Formaldehyde (Sigma, 252549) incubation for 10 min under gentle agitation before quenching with 0.125 M glycine. Cells were rinsed twice with PBS, lysed, and chromatin sonicated to an average size of 300 base pairs using Bioruptor Plus (Diagenode) at Power 3.0 for 17 cycles (30 s ON, 30 s OFF). The resulting chromatin was diluted 10× in ChIP dilution buffer and 1% put aside as input sample. After pre-clearing with protein A/G dynabeads (ThermoFisher Scientific), supernatants were incubated with appropriate antibodies o/n. Beads were washed in low salt/high salt LiCl buffers and twice with Tris/EDTA. Complexes were eluted from beads in a thermomixer (65 °C, 15 min) and eluates and reserved inputs reverse cross-linked (65 °C, o/n). Samples were treated with RNaseA, proteinase K and phenol/chloroform-purified.

### ChIP-sequencing

ChIP samples were submitted to library preparation using NEBNext Ultra DNA Library prep kit and multiplexing barcodes (NEB, E7370) following Illumina’s instructions. Samples were quantified by the KAPA Library Quantification Kit (Roche diagnostics, cat# 7960140001) and their sizes verified on a Bioanalyser 2100 (Agilent). Libraries were sequenced using NextSeq v2 kit (75 cycles, Illumina, FC-404-2005) on a NextSeq 550 system with paired-end reads for 37 cycles. Sequences were de-multiplexed, aligned to the Mus musculus (mm9) genome using Bowtie (version 1.1.2), and filtered to remove duplicate mapped reads. Peak calling was performed with MACS2 (version 2.0.10) using default parameters for SCL and ETO2 ChIP; the broad option was applied for RYBP ChIP. MIG (Multi-Image Genome viewer) was used to visualise the data, filter and identify peaks^65^. Data for heatmaps and meta gene plots were generated using HOMER annotatePeaks command and visualised with Java_Treeview. GO analysis of genomic regions was performed with Stanford GREAT online tool^66^. The ATAC-seq procedure and data will be reported somewhere else.

### Histone ChIP-sequencing-Rx

Histone ChIPSeq-Rx was carried out according to published protocols^37^. Briefly, day 4 mCherry-positive sorted cells were mixed in a 2:1 ratio to Drosophila S2 cells. Samples were prepared and sequencing was performed as above. Data were mapped using an in-house pipeline. Reads were aligned to Mus musculus (mm9) and Drosophila melanogaster (dm3) genomes. The number of reads mapping to the genomes as well as the derived normalisation factor for each histone mark are provided in Supplementary Data 4. Peak calling was performed using MACS2 (version 2.0.10) using parameters for broad peak calling and respective inputs as reference. Tag directories were created using Homer and the generated BedGraphs were visualised on UCSC Genome Browser as custom tracks, after scaling the tag densities by the normalisation factor for each histone mark. Histograms and heatmaps were generated using AnnotatePeaks.pl command with up to −100 kb to 100 kb around the indicated genomic regions separated into 25 equally sized bin; the ChIP fragment coverage was scaled by the derived normalisation factor.

### Code availability

All codes used in this study can be accessed from the GEO database (accession number GSE104883).

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Reporting Summary

## Data Availability

All ChIP-seq and RNA-seq datasets are deposited at the NCBI GEO database under the accession number GSE104883. All other data supporting the results of this study are available within the article and its supplementary information files and from the corresponding author upon request. A reporting summary is available as a Supplementary Information file.

# Supplementary material for: SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells
**Source:** Nat Commun. 2018 Dec 18;9:5375. doi: 10.1038/s41467-018-07787-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary information

**SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells**

Chagraoui *et al.*

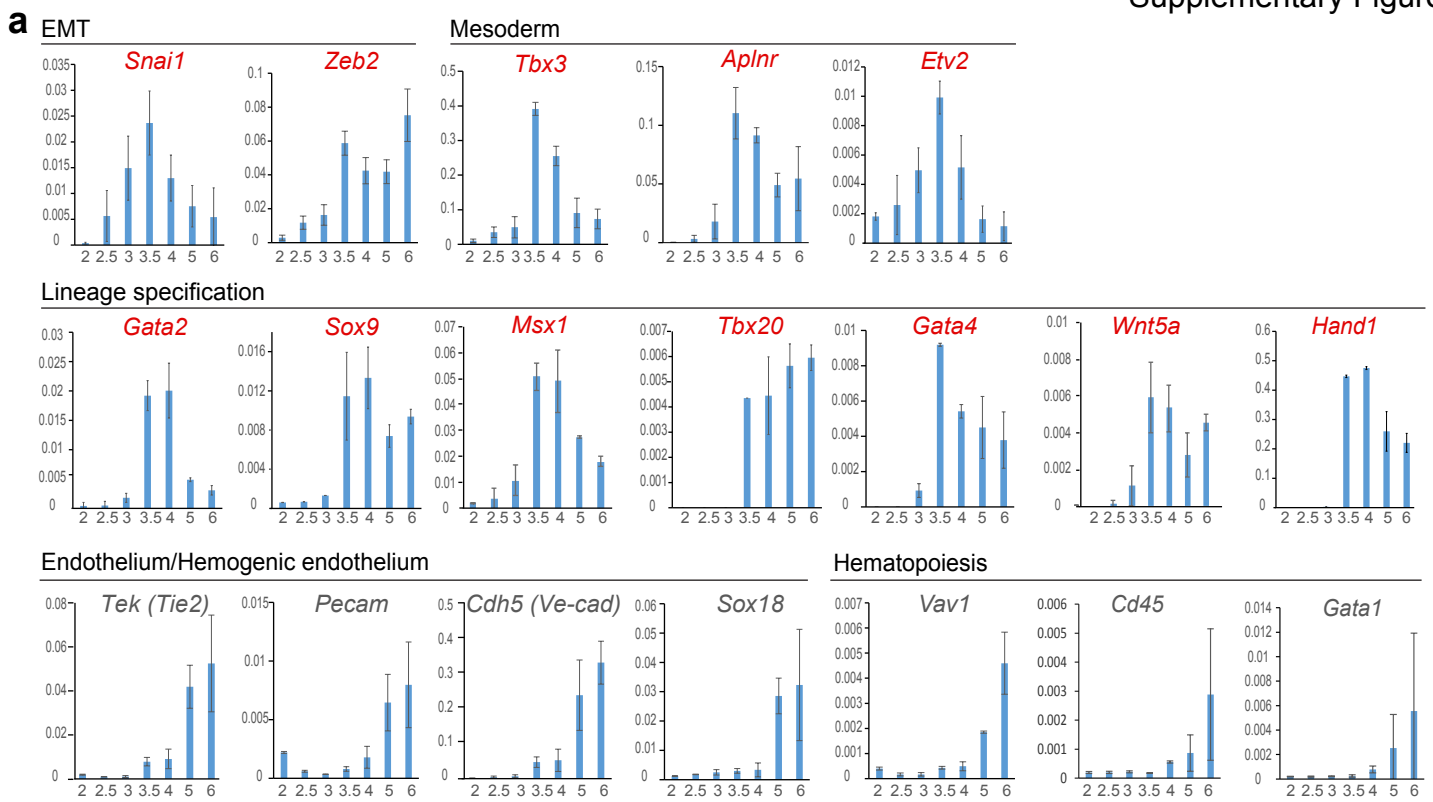

**b** Expression scores of 18 selected genes in single cells of day E6.5-7.75 mouse embryos

*Snai1*, *Zeb1*, *Zeb2*, *Tbx3*, *Aplnr*, *Etv2*,  
*Gata2*, *Scl*, *Tbx6*, *Sox9*, *Msx1*, *Tbx20*,  
*Gata4*, *Gata6*, *Wnt5a*, *Hand1*, *Pdgfra*, *Bmp4*

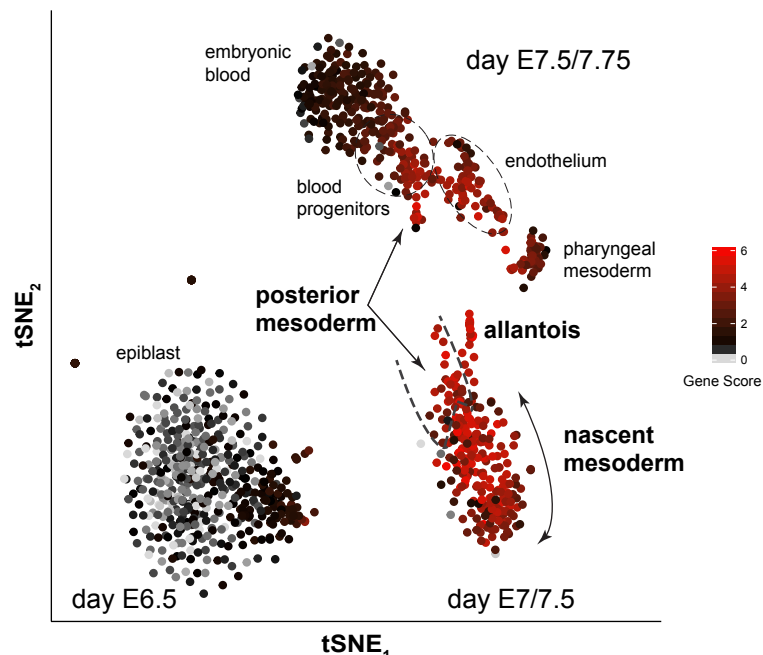

**Supplementary Figure 1. Day 3.5 EBs correspond to day E7/7.5 mouse embryos, related to Figure 1.**

**(a)** Gene expression analyses by RT-qPCR throughout a time-course of EB differentiation (day 2 to day 6).

To further define the embryonic developmental stage corresponding to day 3.5 EBs, we tested expression of more markers of key developmental time points and cell types. Expression of genes that mark epithelial to mesenchymal transition (EMT, *Snai1*, *Zeb2*) and mesoderm (*Tbx3*, *Aplnr*, *Etv2*) starts at days 2.5/3 and peaks at day 3.5. Confirming the data on *Scl*, *Mesp1* and *Tbx6* (Fig. 1a), expression of markers of lineage-fated progenitors arising from mesoderm becomes robust at day 3.5 (hematovascular *Gata2*; chondrogenic *Sox9*; muscle *Msx1*; and cardiac *Tbx20*, *Gata4*, *Wnt5a*, *Hand1*). In contrast, endothelial markers, also associated to the hemogenic endothelium, are lowly expressed at days 3.5/4 and increase considerably at days 5/6 (*Tek (Tie2)*, *Pecam*, *Cdh5 (Ve-cadherin)*, *Sox18*). Finally, the markers of more mature hematopoietic cells (*Vav1*, *Gata1*, *Cd45*) increase above background at day 5 and are expressed at higher levels at day 6. Therefore, day 3.5 sees strong expression of genes associated with cell fate specification in the primitive streak (EMT, mesoderm patterning and lineage specification). In red, markers that are maximally expressed at days 3.5/4 and have been used in (b).

Mean of two independent experiments  $\pm$  SD.

**(b)** tSNE plot of 1,205 single cells (published data from Scialdone et al.<sup>1</sup>) showing the average gene expression score of 18 genes highly expressed in our day 3.5 EBs. Whilst some of the selected genes are expressed in endothelium and blood progenitors, the highest gene expression scores are observed in cells corresponding to nascent and posterior mesoderm as well as the allantois, thus confirming that day 3.5 EB cells most closely correspond to a primitive streak/mesoderm specification stage.

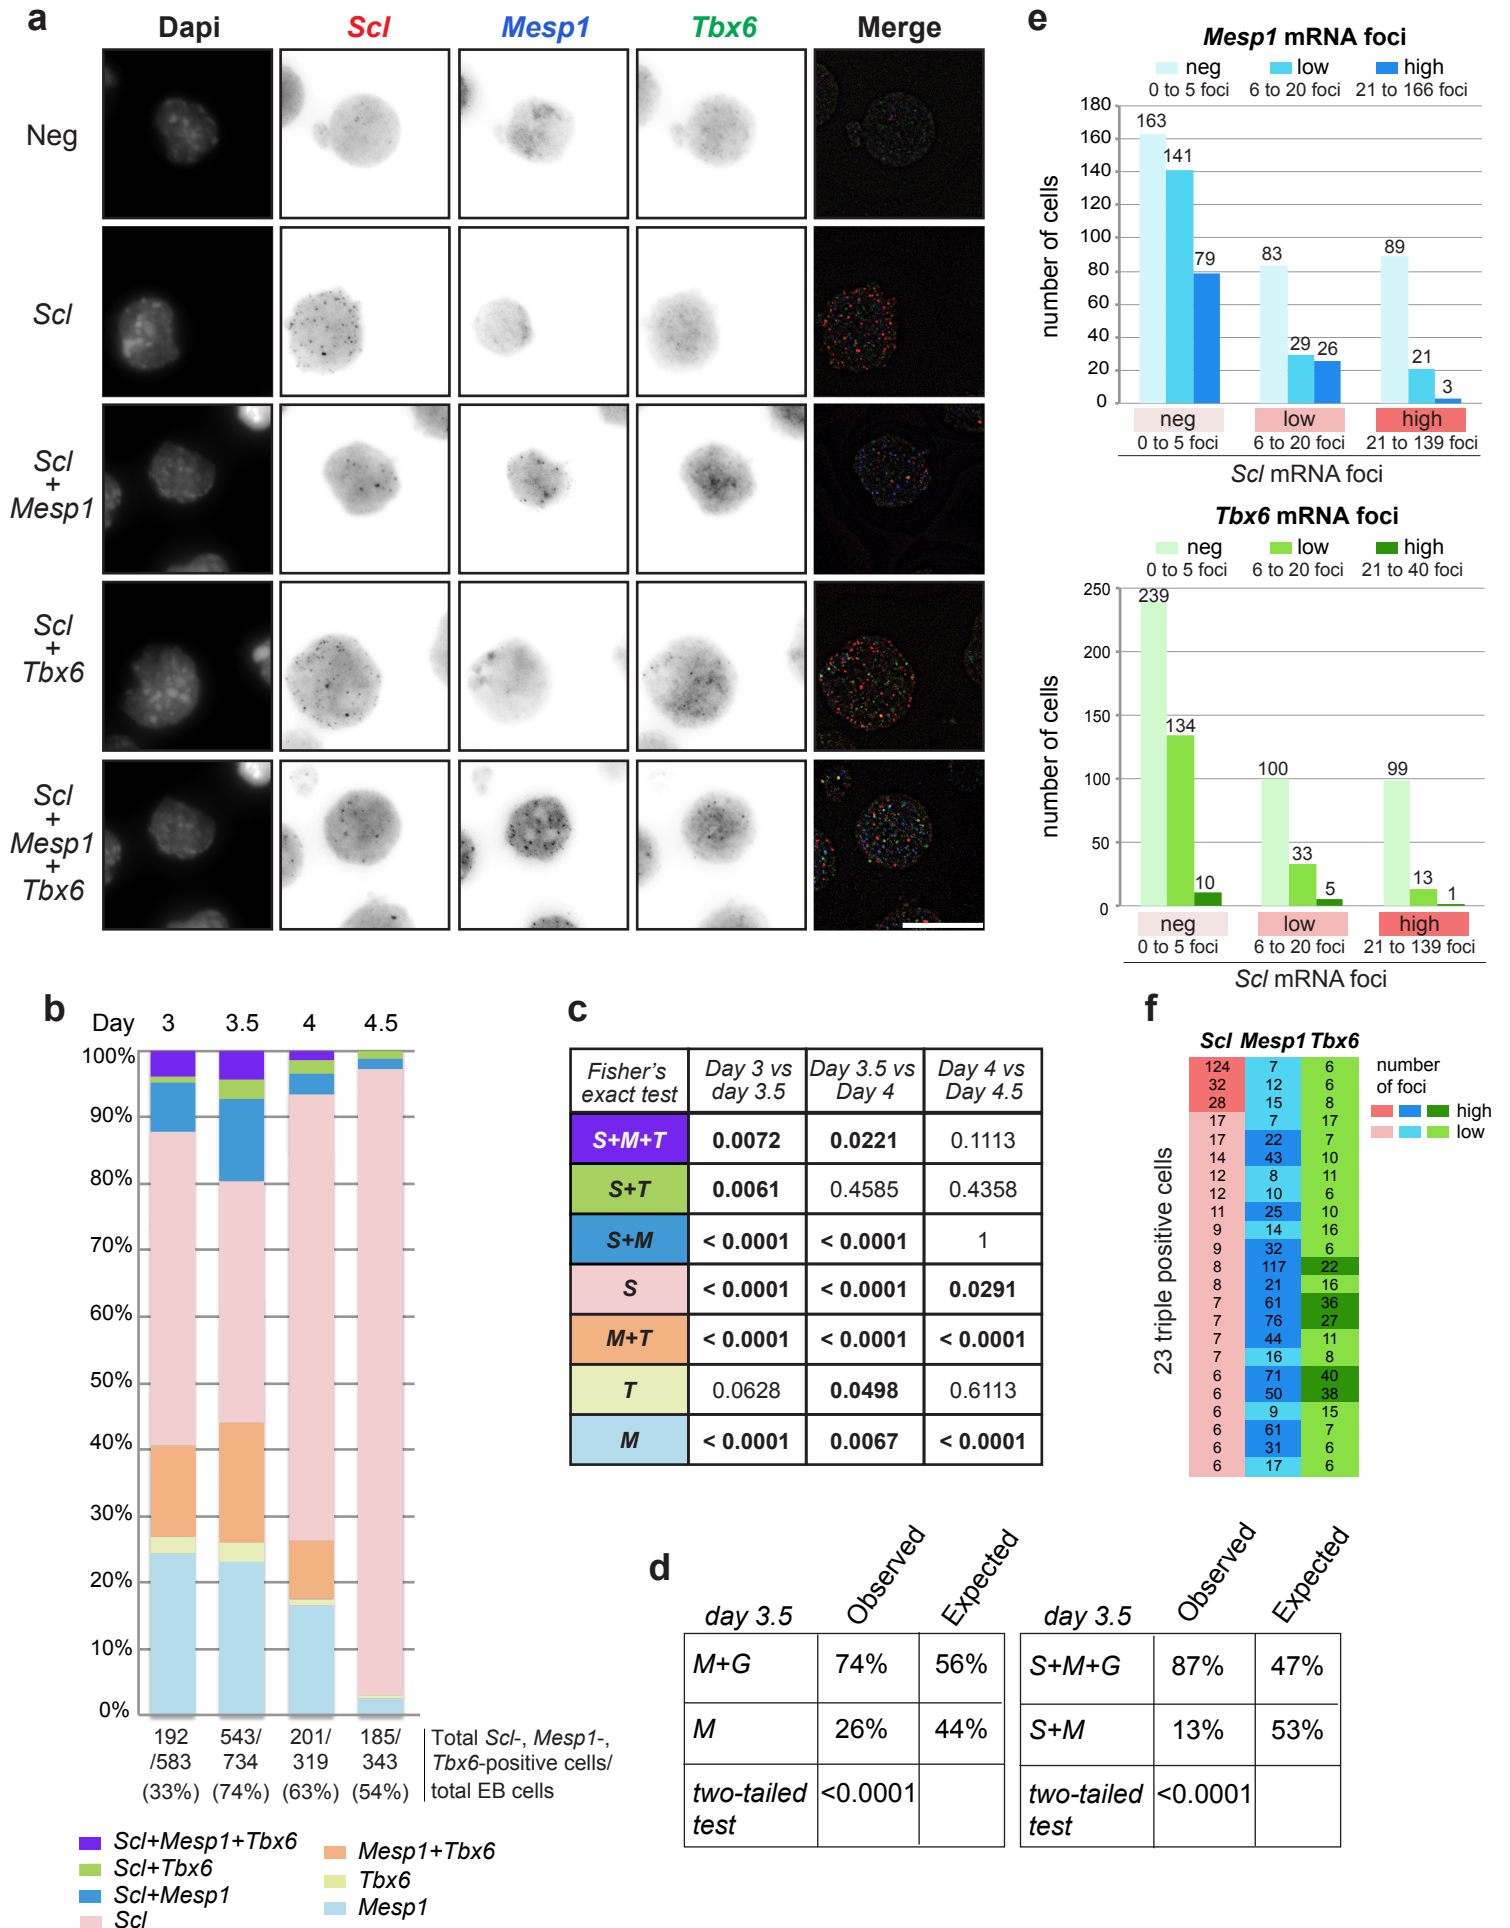

**Supplementary Figure 2. Single molecule mRNA FISH (smRNA FISH), related to Figure 1.**

**(a)** Representative images of smRNA FISH performed on day 3.5 negative, *Scf*, *Scf+Mesp1*, *Scf+Tbx6* and *Scf+Mesp1+Tbx6* positive single EB cells. Images are maximum z-stack projections of fluorescence images spanning the extent of the cell, in inverted black/white for *Scf*, *Mesp1* and *Tbx6*. For each subfigure, images from same channel (*Scf*, *Mesp1* or *Tbx6*) are adjusted equally for direct comparison. Scale bar: 11.3µm

**(b)** Distribution of *Scf*, *Mesp1* and *Tbx6* positive cells in day 3.0, 3.5, 4.0 and 4.5 EBs. The total number of EB cells and percentage of total *Scf*-, *Mesp1*- and *Tbx6*-positive cells are indicated for each timepoint. Cells are considered positive for a given marker when harbouring 6 or more foci.

**(c)** Fisher's exact test was performed between cell populations shown in panel B at the indicated time points. In bold, test <0.05.

**(d)** Co-expression analysis of *Scf*, *Mesp1* (S, M) and another cardiac-defining gene, *Gata4* (G), by smRNA FISH, at day 3.5. Observed and expected frequencies, two-tailed exact probability (Fisher's exact test).

**(e)** Distribution of day 3.5 EB cells based on number of *Scf*, *Mesp1* and *Tbx6* foci. Neg, negative: 0 to 5 foci; low, 6 to 20 foci; high, 21 to highest number of foci detected for each marker. Top and bottom: distribution of cells harbouring no, low and high numbers of *Mesp1* (top) or *Tbx6* (bottom) transcripts within each *Scf* fraction. Note the low frequency of cells harbouring high numbers of both *Scf* and *Mesp1* foci (3 cells) versus those harbouring low numbers of *Scf* foci and high numbers of *Mesp1* foci (26 cells). A similar pattern is observed between *Scf* and *Tbx6* (1 cell versus 5 cells).

**(f)** Number of foci for each marker in the 23 triple positive cells detected in day 3.5 EBs. Cells containing high versus low foci numbers are color-coded as in **(d)**. Note the absence of cells co-expressing high levels of the three markers.

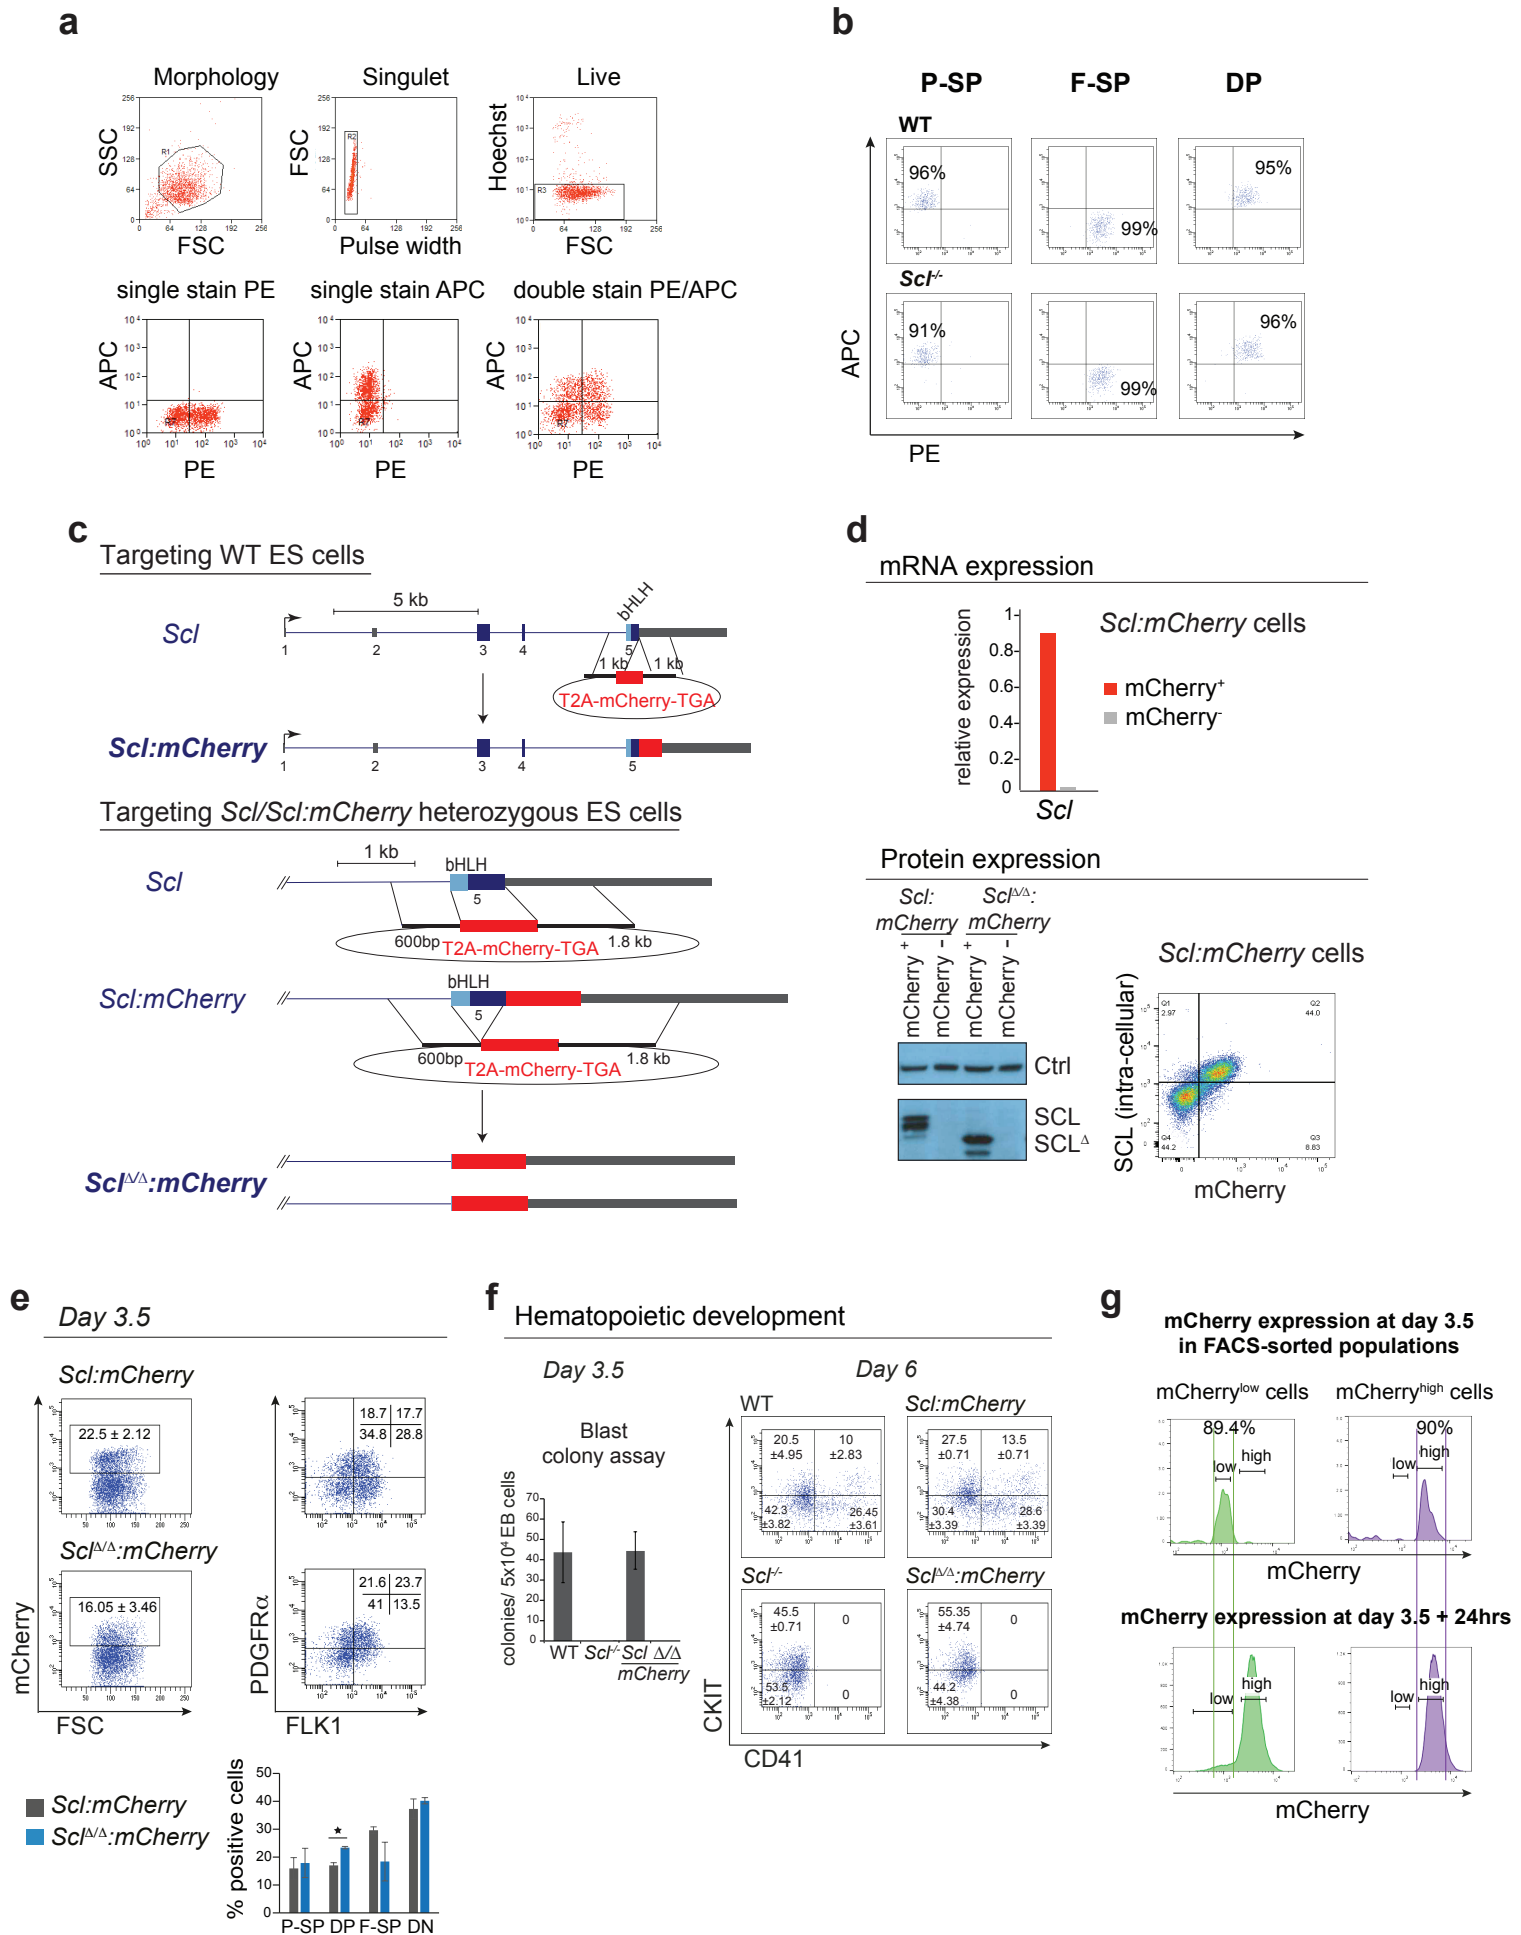

**Supplementary Figure 3, related to Figures 2 and 3.**

**(a)** Representative flow cytometry analysis of day 3.5 EB cells.

**(b)** Representative examples of post-sort purities after purification of FKL1- and PDGFR $\alpha$ -positive populations from day 3.5/4.5 EBs

**(c-f)** Functional validation of *Scl:mCherry* and *Scl $\Delta\Delta$ :mCherry* reporter cell lines.

**(c)** Schematic representation of the targeting strategies generating the *Scl:mCherry* (top) and *Scl $\Delta\Delta$ :mCherry* (bottom) reporter lines. Dark blue boxes; exons; light blue box, sequences coding for the bHLH domain; thin lines, introns; the T2A-mCherry-TGA sequences and the extent of homology arms are shown in circular vectors.

**(d-f)** Validation of the mCherry reporter lines. **(d)** Top and bottom left: in day 3.5 EBs, expression of WT *Scl* mRNA (RT-qPCR) WT SCL and truncated SCL $\Delta$  proteins (Western Blotting) was exclusively detected in the mCherry<sup>+</sup> cell population; bottom right, FACS analysis showed correlation between mCherry and WT SCL expression in *Scl:mCherry*<sup>+</sup> cells. **(e)** Day 3.5 *Scl:mCherry* and *Scl $\Delta\Delta$ :mCherry* EBs contained similar percentages of mCherry<sup>+</sup> cells (left) and FLK1-/PDGFR $\alpha$ -positive cells (right); bottom right, mean of 2 experiments  $\pm$ SD; student's t-test, \*p<0.05). **(f)** The mCherry reporter lines reproduced the hematopoietic phenotype of their WT and *Scl*<sup>-/-</sup> counterparts. The hematopoietic potential of *Scl:mCherry* cells was similar to that of WT cells in day 3.5 blast colony assays (left) and in the production of CD41<sup>+</sup> blood cells at day 6 (right). The *Scl $\Delta\Delta$ :mCherry* cells, like *Scl*<sup>-/-</sup> cells, showed complete absence of hematopoietic activity at days 3.5 and 6. For each assay, mean ( $\pm$ SD) of 2 independent experiments.

**(g)** mCherry<sup>low</sup> and mCherry<sup>high</sup> expressing cells were FACS-sorted from day 3.5 EBs to a purity of 89.4% and 90%, respectively (top). The histograms show the levels of mCherry in day 3.5 FACS-sorted cells (top) and 24hrs post-sort after re-aggregation (bottom); n=2.

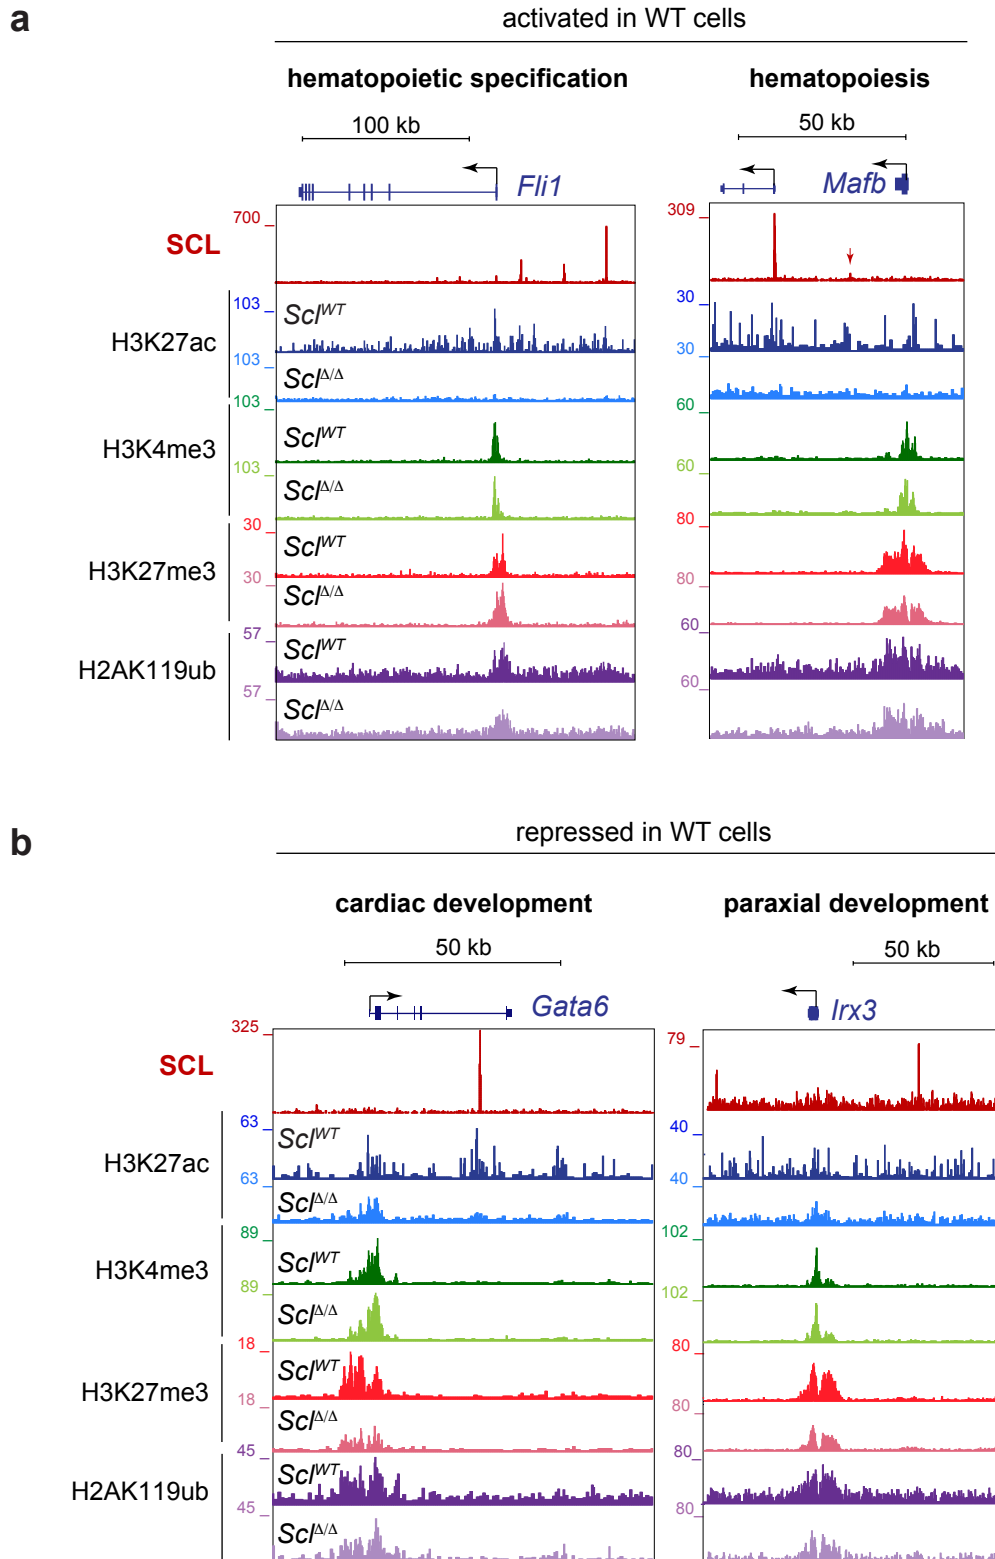

**Supplementary Figure 4. UCSC tracks of selected SCL target genes, related to Figure 5**

UCSC tracks showing SCL binding and histone mark distribution on **(a)** activated (*Flt1*, *Mafk*) and **(b)** repressed (*Gata6*, *Irf3*) SCL direct DEGs in day 4 *Sc<sup>WT</sup>* and *Sc<sup>Δ/Δ</sup>* mCherry<sup>+</sup> cells.

**a**

*Eto2 (Cbfa2t3)*

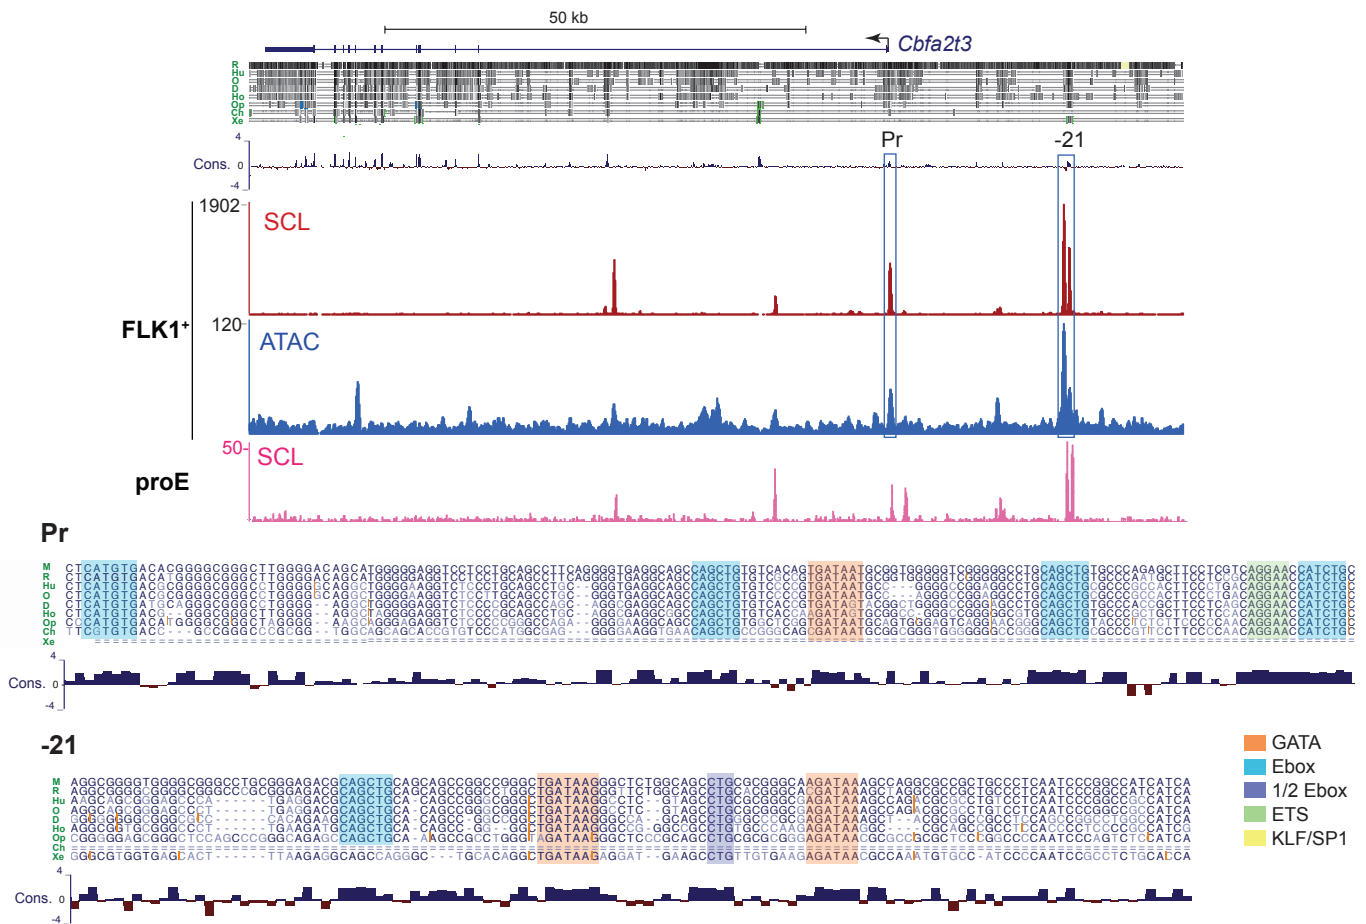**b**

*Rybp*

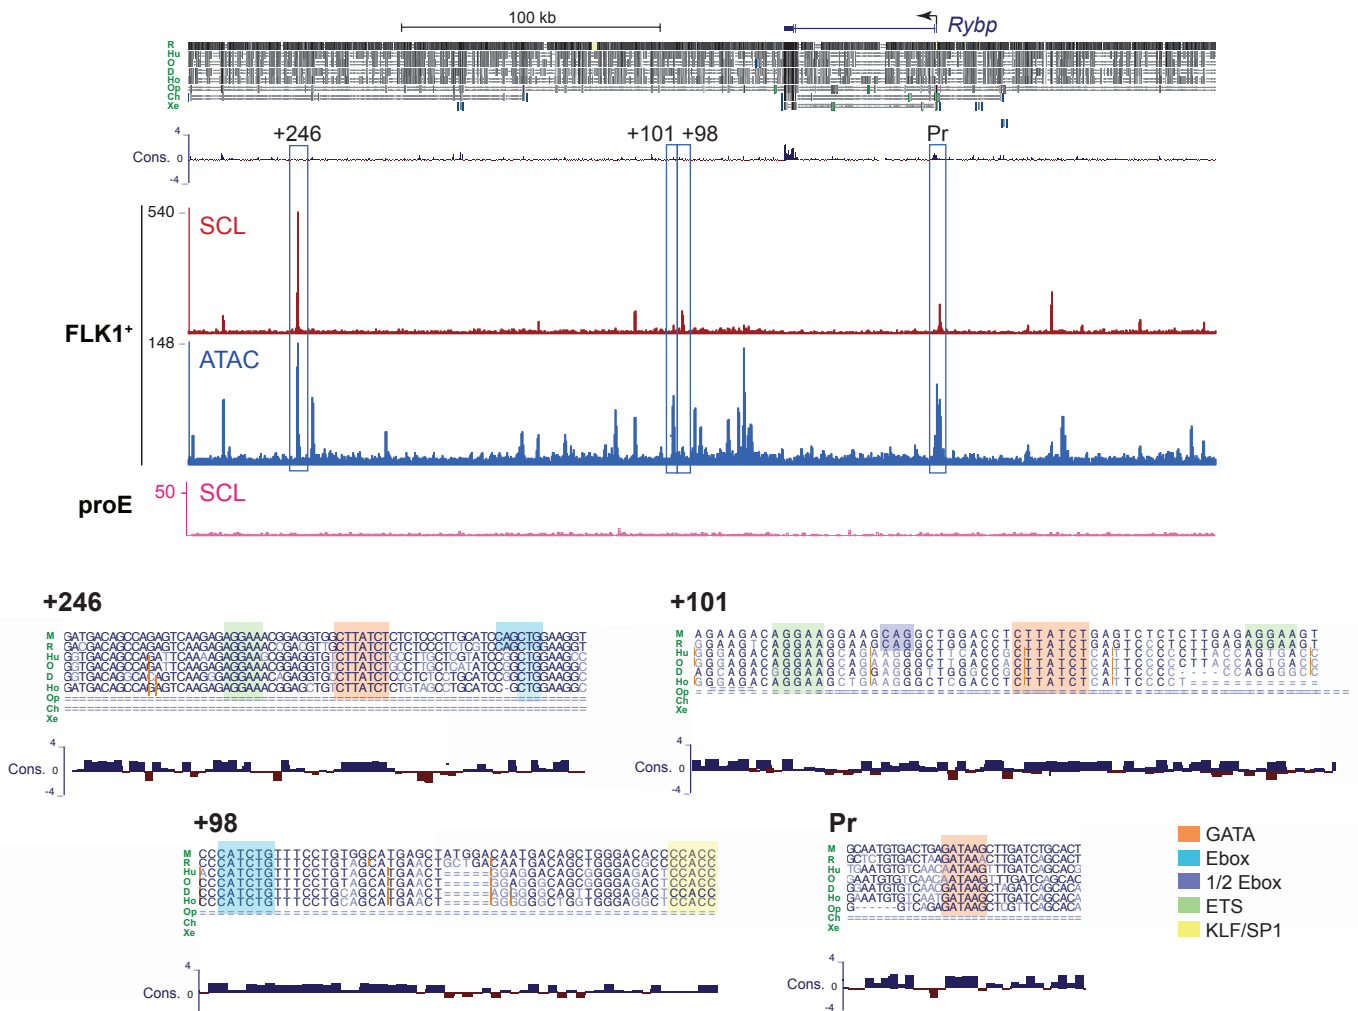

### Supplementary Figure 5. *Eto2* (*Cbfa2t3*) and *Rybp* genomic loci, related to Figure 6

Comparative genomic analyses of (a) *Eto2* (*Cbfa2t3*) and (b) *Rybp* loci across vertebrate species. Top, Cons, *PhiloP* conservation. Tracks of SCL ChIP-seq (red) and ATAC-seq (blue) from day 3.5 FLK1<sup>+</sup> cells and SCL ChIP-seq from fetal liver pro-erythroblasts (proE, pink) are shown. *Cis*-elements are named according to their distance (in kb) to the promoter. Bottom, sequence comparison and known SCL DNA-binding motifs (GATA, WGATAR; Ebox, CANNTG; ½ Ebox, CTG; ETS, AGGAA; KLF/SP1, CCAACC) are shown for select SCL peaks (boxed).

R, rat; Hu, human; O, orang-outan; D, donkey; Ho, horse; Op, opossum; Ch, chicken; Xe, xenopus. Pr, promoter.

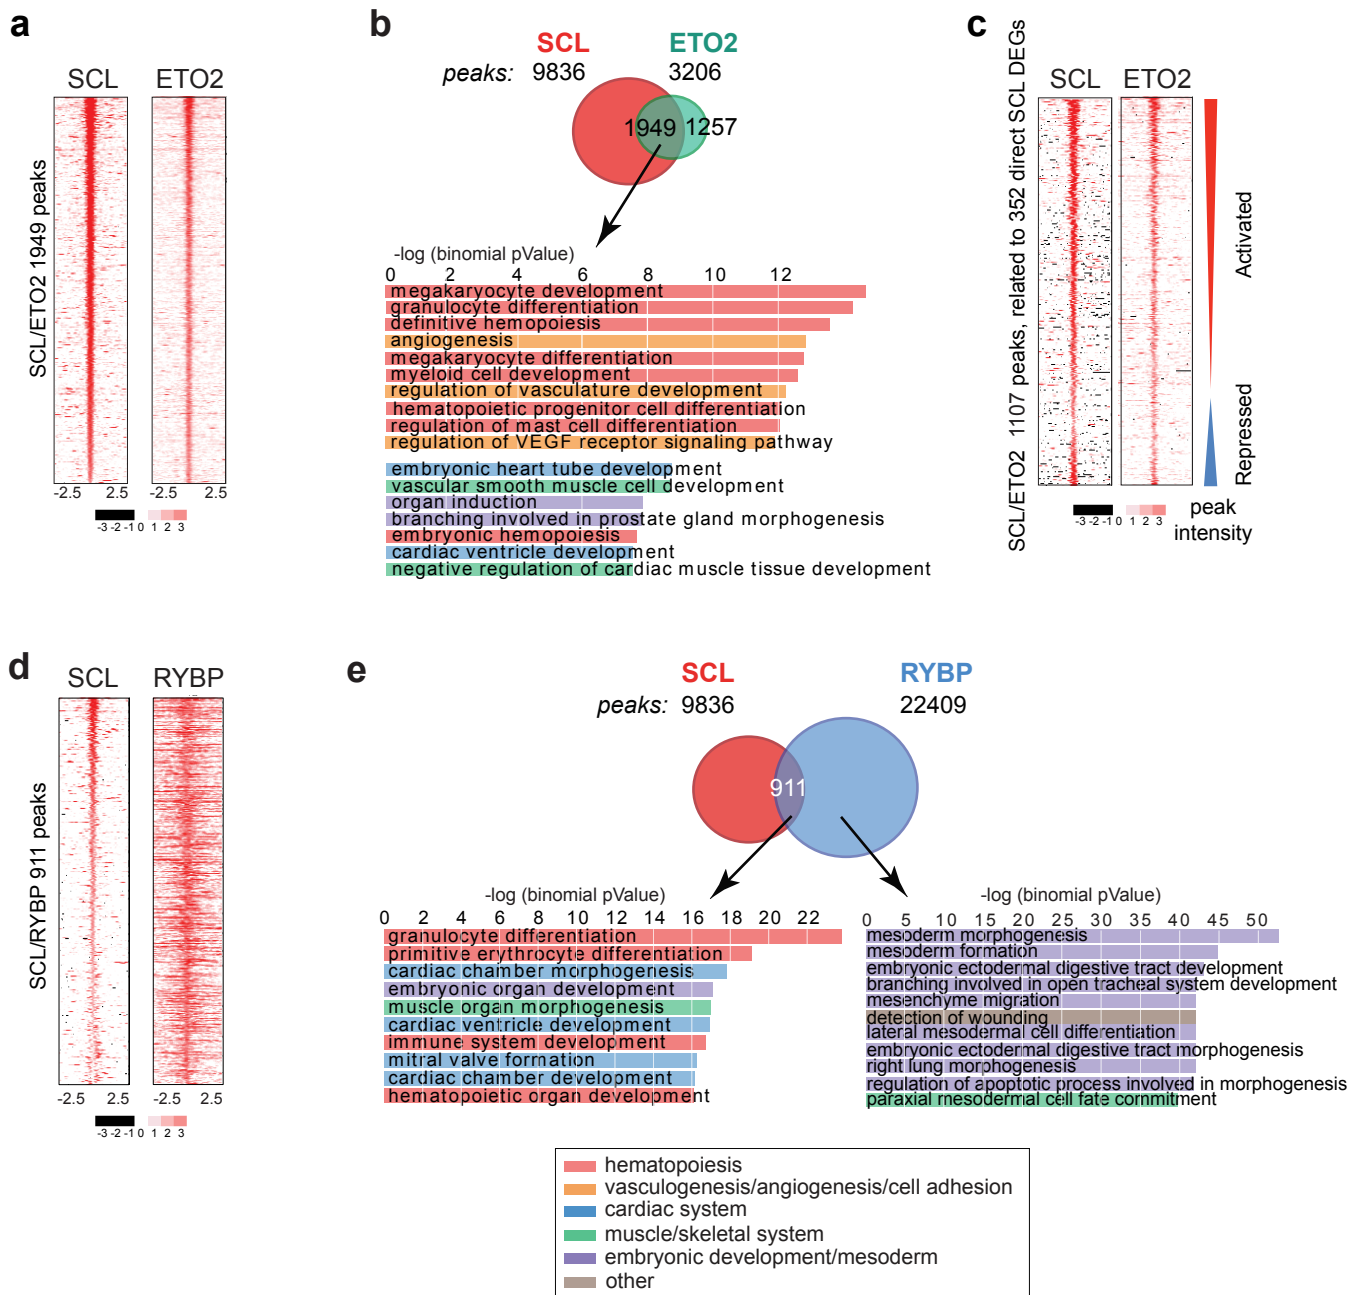

**Supplementary Figure 6. GO biological terms related to ETO2 and RYBP peaks and associated genes, related to Figure 6**

(a) Heatmap representation of SCL and ETO2 common 1949 ChIP-seq signals  $\pm$  2.5kb, sorted on SCL peaks.  
 (b) GO biological processes related to the genes associated to the 1949 common SCL/ETO2 peaks (GREAT analysis). The top 10 categories are related to hematopoiesis and vasculogenesis; categories with a lower binomial pValue are also shown that are associated to alternative mesodermal lineages and developmental processes.  
 (c) Heatmap representation of SCL and ETO2 ChIP-seq signals  $\pm$  2.5Kb, sorted on SCL/ETO2 common 1107 peaks associated to SCL direct activated and repressed DEGs and ranked on gene expression fold change.  
 (d) Heatmap representation of SCL and RYBP common 911 ChIP-seq signals  $\pm$  2.5kb, sorted on SCL peaks.  
 (e) GO biological processes related to the genes associated to the 911 common SCL/RYPB peaks and to RYBP-only peaks (GREAT analysis). The top 10 categories are shown.

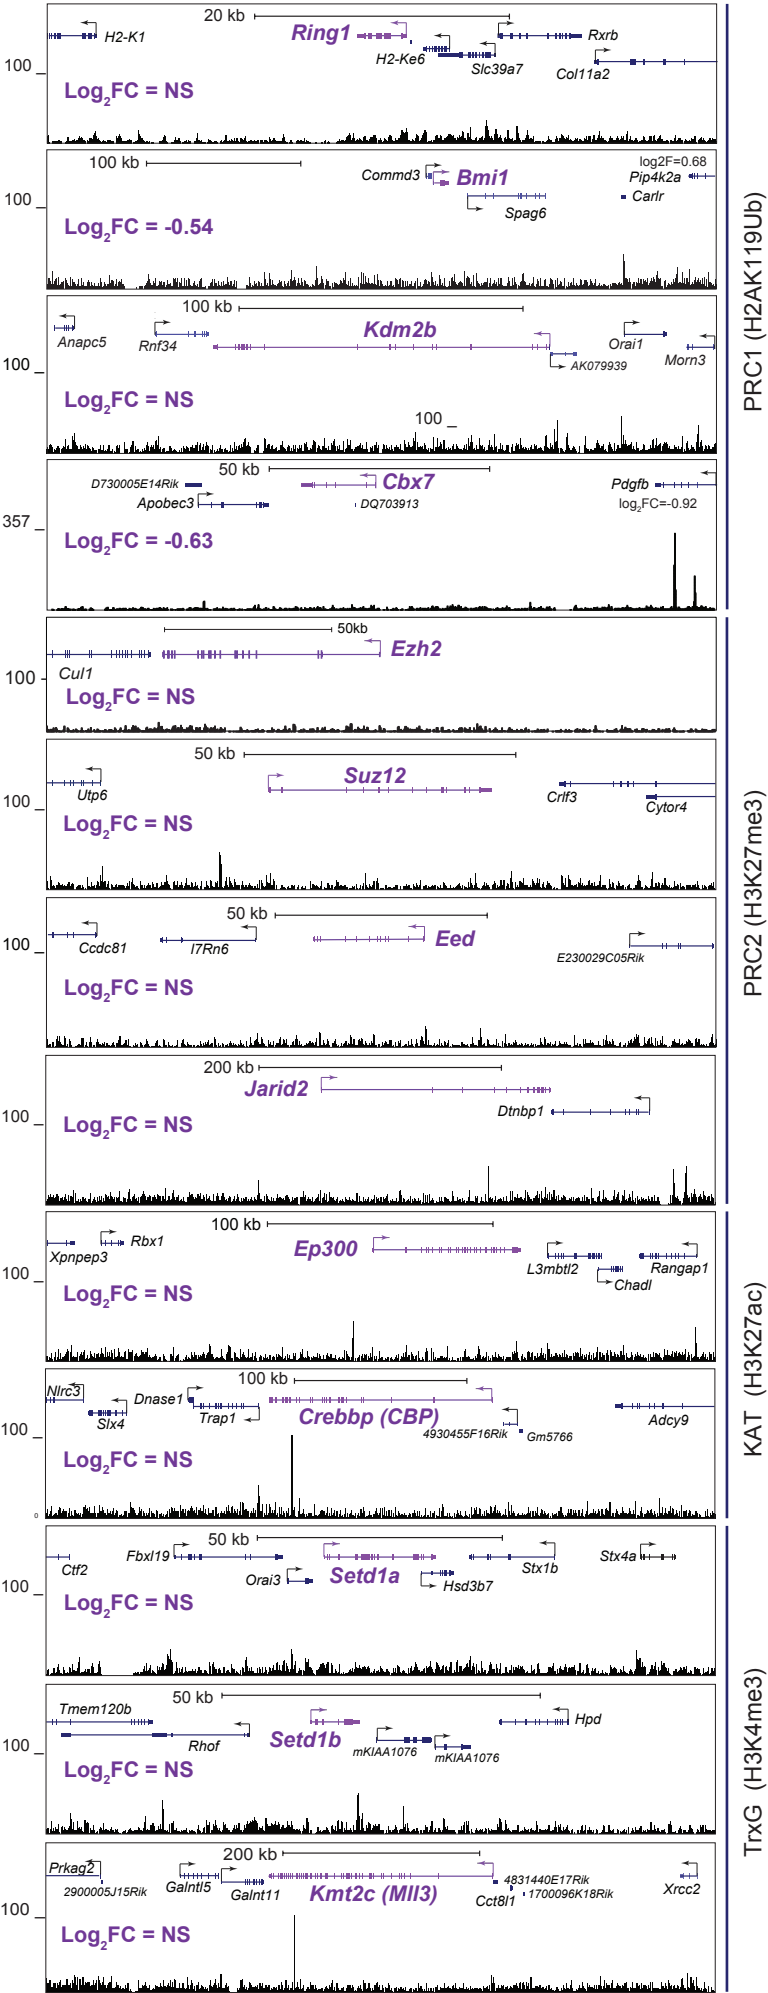

**Supplementary Figure 7. SCL ChIP-seq tracks of selected genes coding for chromatin regulators, related to Figure 6.**

The regulatory complex the genes belong to and the associated chromatin mark (in brackets) are indicated on the side. 

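The log2 fold changes of the 13 genes of Supplementary Fig. 7 lay between -0.61 and 0.32, with 11 lower and 2 higher in Scl-/- cells. None was called without the replicate block, and 1 was called with it. Bmi1 had 27.2 ± 1.5 CPM (SD, n = 3) in WT and 18.9 ± 3.04 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -0.53 (standard error 0.14, limma's Benjamini-Hochberg adjusted p = 0.119, or 0.00742 with the replicate block). Cbx7 had 16.5 ± 2.33 CPM (SD, n = 3) in WT and 11.8 ± 7.1 CPM (SD, n = 3) in Scl-/- cells, with a log2 fold change of -0.61 (standard error 0.35, limma's Benjamini-Hochberg adjusted p = 0.452, or 0.0559 with the replicate block).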

Log<sub>2</sub>FC represents the fold change in gene expression between day 3.5 *Scf*<sup>-/-</sup> and WT FLK1<sup>+</sup> cells (RNA-seq data). NS, non significant. None of the *Pcgf* genes (except *Pcgf5*, Fig. 6f, 6g) are targets of SCL (not shown).

**a Related to Fig. 5g (antibody titration)**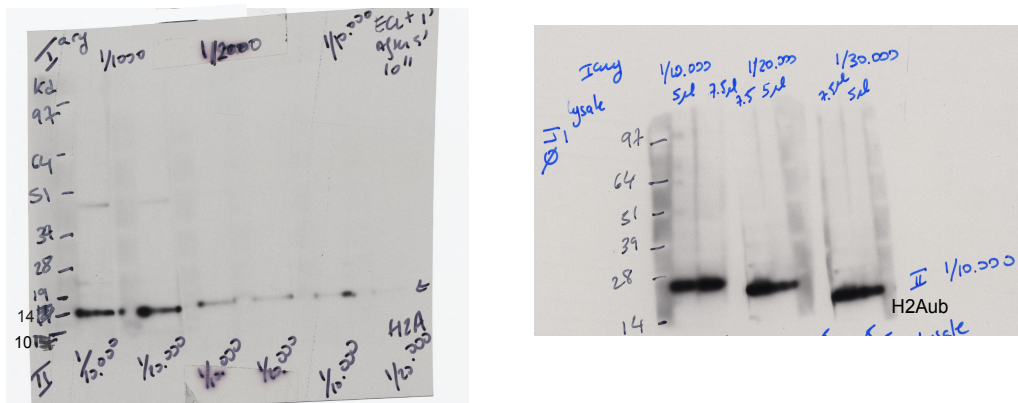**b Related to Fig. 7c top**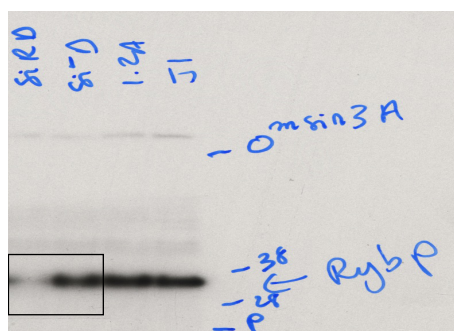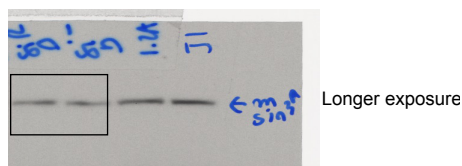**c Related to Fig. 7c bottom**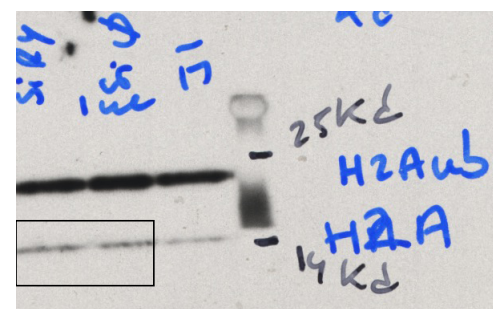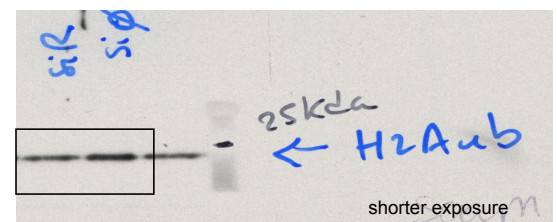**d Related to Fig. 7i**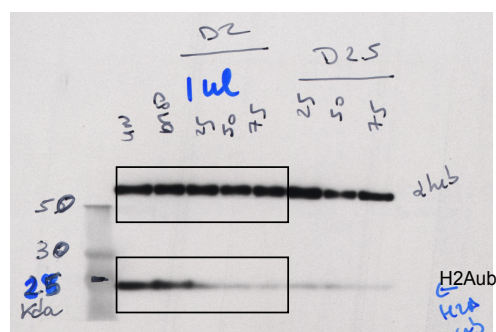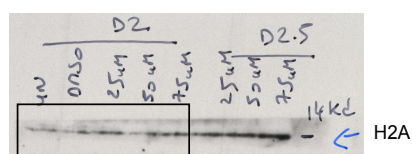**e Related to Fig. 7k**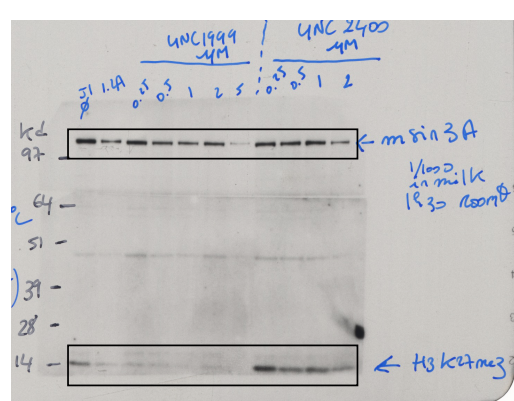

J1: WT ES cells  
 1.2A: SCL-null ES cells  
 Si D, Si Ø: siRNA neg Dharmacon  
 Si R D: siRNA against RYBP Dharmacon

**Supplementary Figure 8, related to Figures 5 and 7**

Uncropped scans of Western Blots showing the specificity of the antibodies used in the study (a) or corresponding to the gels presented in Figures 5 and 7 (b-e).

**a** Related to Fig. 6c and Fig. 6h top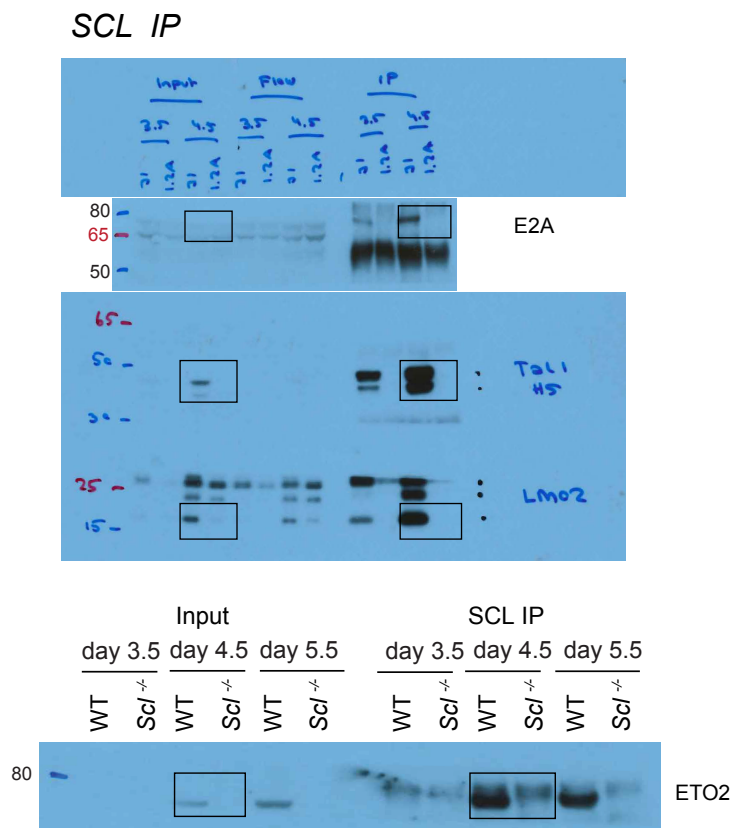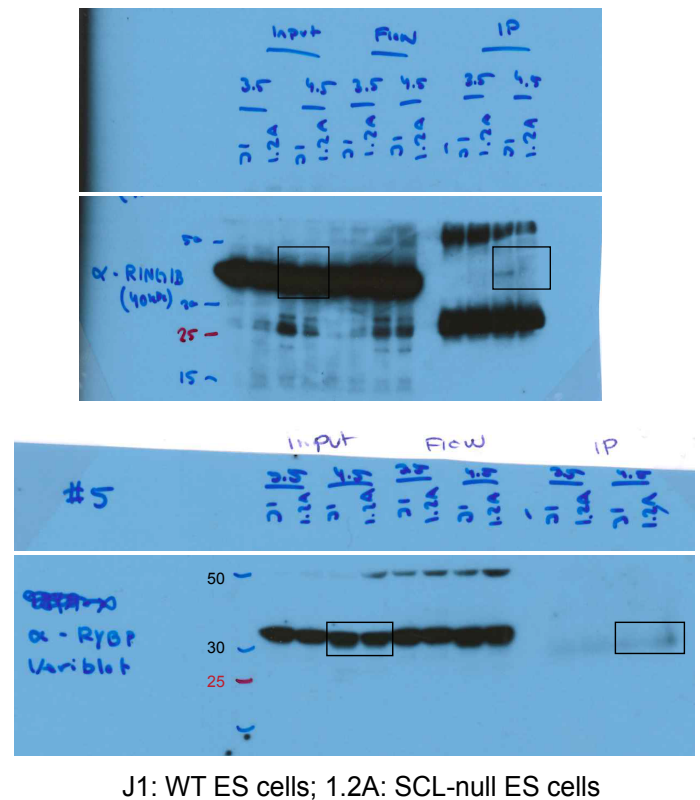**b** Related to Fig. 6h bottom, left**RYBP IP**

| Input |                    | Flow |                    | Ctrl |                    | Flow |                    | IP |                    | IP Ctrl |                    |
|-------|--------------------|------|--------------------|------|--------------------|------|--------------------|----|--------------------|---------|--------------------|
| WT    | Scl <sup>-/-</sup> | WT   | Scl <sup>-/-</sup> | WT   | Scl <sup>-/-</sup> | WT   | Scl <sup>-/-</sup> | WT | Scl <sup>-/-</sup> | WT      | Scl <sup>-/-</sup> |
|       |                    |      |                    |      |                    |      |                    |    |                    |         |                    |

**c** Related to Fig. 6h bottom, right

**RING1B IP**

| Input |                    | Flow |                    | Ctrl |                    | Flow |                    | IP |                    | IP Ctrl |                    |
|-------|--------------------|------|--------------------|------|--------------------|------|--------------------|----|--------------------|---------|--------------------|
| WT    | Scl <sup>-/-</sup> | WT   | Scl <sup>-/-</sup> | WT   | Scl <sup>-/-</sup> | WT   | Scl <sup>-/-</sup> | WT | Scl <sup>-/-</sup> | WT      | Scl <sup>-/-</sup> |
|       |                    |      |                    |      |                    |      |                    |    |                    |         |                    |

**Supplementary Figure 9, related to Figure 6**

Uncropped scans of Western Blots corresponding to the gels presented in Figure 6.

### Supplementary Reference

1. Scialdone, A. *et al.* Resolving early mesoderm diversification through single-cell expression profiling. *Nature* **535**, 289-293 (2016).

## Supplementary Tables

**Supplementary Table 1. Sequences of oligonucleotides used as guide RNAs**

| Name              | 5'-3'                       |
|-------------------|-----------------------------|
| mCherry_gRNA_FW   | CACC ggtggcccccggatgatgcgtc |
| mCherry_gRNA_RV   | AAAC gacgcatcaccgggggccacc  |
| mCherryΔ_gRNA1_FW | CACC ggaagatgcgccgcactactt  |
| mCherryΔ_gRNA1_RV | AAAC aagtagtgcgccgcatcttcc  |
| mCherryΔ_gRNA2_FW | CACC ggctcctctgtgtaactgtcc  |
| mCherryΔ_gRNA2_RV | AAAC ggacagttacacagaggagcc  |

**Supplementary Table 2. References and conditions of use of antibodies employed in this study**

| <i>Description</i>         | <i>Cat. No.</i>   | <i>Supplier</i> | <i>Western</i> | <i>IP</i>       | <i>FACS/IF</i>              | <i>ChIP-seq</i> |
|----------------------------|-------------------|-----------------|----------------|-----------------|-----------------------------|-----------------|
| E2A                        | Sc-763            | Santa Cruz      | 1:200          | -               | -                           | -               |
| ETO2                       | Sc-9739           | Santa Cruz      | 1:200          | -               | -                           | -               |
| LMO2                       | Mca2744ga         | AbD Serotec     | 1:2,000        | -               | -                           | -               |
| RING1B                     | D139-3            | MBL             | 1:2,000        | 1ug/            | -                           | -               |
| RYBP                       | AB3637            | Millipore       | 1:1,000        | 1ug/            | -                           | 5 µg/Chip       |
| SCL                        | Sc-12984          | Santa Cruz      | 1:200          | 4ug/1mg extract | 64 ng / N/A                 | -               |
| cTNT                       | Ab8295 Clone 1C11 | Abcam           | -              | -               | 4 / 10 µg ml <sup>-1</sup>  | -               |
| CD31                       | AF3628            | R&D systems     |                | -               | N/A / 2 µg ml <sup>-1</sup> |                 |
| Alexa488 donkey anti-mouse | A21202            | Thermofisher    |                |                 | 2 / 6.6 µg ml <sup>-1</sup> |                 |
| Alexa555 donkey anti-goat  | A21432            | Thermofisher    |                |                 | N/A / 5 µg ml <sup>-1</sup> |                 |
| mSIN3A                     | Sc-994            | Santa Cruz      | 1:1,000        | -               | -                           | -               |
| H2A                        | ab18255           | Abcam           | 1:5,000        | -               | -                           | -               |
| H3K27me3                   | ABE44             | Millipore       | 1:10,000       | -               | -                           | -               |
| Goat anti-mouse IgG-HRP    | Sc-2031           | Santa Cruz      | 1:10,000       | -               | -                           | -               |
| Donkey anti-rabbit IgG-HRP | Sc-2313           | Santa Cruz      | 1:10,000       | -               | -                           | -               |
| Donkey anti-goat IgG-HRP   | Sc-2020           | Santa Cruz      | 1:10,000       | -               | -                           | -               |
| Easyblot anti-goat         | GTX62854 7-01     | Genetex         | 1:1,000        | -               | -                           | -               |

|                      |               |                |           |   |       |            |
|----------------------|---------------|----------------|-----------|---|-------|------------|
| Easyblot anti-mouse  | GTX22166 7-01 | Genetex        | 1:1,000   | - | -     | -          |
| Easyblot anti-rabbit | GTX22166 6-01 | Genetex        | 1:1,000   | - | -     | -          |
| FLK1-PE              | 12-5821-83    | eBioscience    | -         | - | 1:100 | -          |
| CD140a-APC           | 17-1401-81    | eBioscience    | -         | - | 1:100 | -          |
| ETO2                 | Sc-9741 X     | Santa Cruz     | -         | - | -     | 40 µg/Chip |
| SCL rabbit antiserum | -             | -              | -         | - | -     | 15 µl/Chip |
| H3K4me3              | ab8580        | Abcam          | -         | - | -     | 2 µg/Chip  |
| H3K27ac              | ab 4729       | Abcam          | -         | - | -     | 3 µg/Chip  |
| H3K27me3             | 39155         | Active motif   | -         | - | -     | 3 µg/Chip  |
| H2AK119ub            | D27C4         | Cell Signaling | 1: 20,000 | - | -     | 10 µl/Chip |

**Supplementary Table 3. References for gene primers and probes used in qPCR Taqman assays**

| Gene name            | Taqman assay ID (FAM-MGB) |
|----------------------|---------------------------|
| <i>Fgf5</i>          | Mm00438919_m1             |
| <i>Brachyury</i>     | Mm01318252_m1             |
| <i>Flk1</i>          | Mm00440109_g1             |
| <i>Scl</i>           | Mm01187033_m1             |
| <i>Mesp1</i>         | Mm00801883_g1             |
| <i>Tbx6</i>          | Mm01278677_m1             |
| <i>Tnnt2</i>         | Mm00441922_m1             |
| <i>Tnni3</i>         | Mm00437164_m1             |
| <i>Myh6</i>          | Mm00440359_m1             |
| <i>Sox9</i>          | Mm00448840_m1             |
| <i>Col2a1</i>        | Mm01309565_m1             |
| <i>Runx1</i>         | Mm01213404_m1             |
| <i>Fli1</i>          | Mm00484410_m1             |
| <i>Zfp1</i>          | Mm00494336_m1             |
| <i>Gse1</i>          | Mm01242733_m1             |
| <i>Gata6</i>         | Mm00802636_m1             |
| <i>Eto2</i>          | Mm00486784_m1             |
| <i>Rybp</i>          | Mm04203868_g1             |
| <i>Pcgf5</i>         | Mm00512831_m1             |
| <i>Ring1b (Rnf2)</i> | Mm00803321_m1             |
| <i>Ezh2</i>          | Mm00468464_m1             |
| <i>Ezh1</i>          | Mm01292499_m1             |
| <i>Gata2</i>         | Mm00492301_m1             |
| <i>Snai1</i>         | Mm00441533_g1             |
| <i>Zeb2</i>          | Mm00497196_m1             |
| <i>Tbx3</i>          | Mm01195726_m1             |
| <i>Alpnr</i>         | Mm00442191_s1             |
| <i>Etv2</i>          | Mm00468389_m1             |
| <i>Msx1</i>          | Mm00440330_m1             |
| <i>Tbx20</i>         | Mm01153088_m1             |

|                                |                                   |
|--------------------------------|-----------------------------------|
| <i>Gata4</i>                   | Mm01310445_m1                     |
| <i>Wnt5a</i>                   | Mm00437347_m1                     |
| <i>Hand1</i>                   | Mm00433931_m1                     |
| <i>Tie2</i>                    | Mm00443243_m1                     |
| <i>Pecam</i>                   | Mm01242576_m1                     |
| <i>Vecad</i>                   | Mm00486938_m1                     |
| <i>Sox18</i>                   | Mm00656049_gH                     |
| <i>Vav1</i>                    | Mm01232047_m1                     |
| <i>Cd45</i>                    | Mm01293577_m1                     |
| <i>Gata1 Forward</i>           | CAG-GAA-TTC-CCT-CCA-TAC-TGT-TGA-G |
| <i>Gata1 Reverse</i>           | AGA-GAA-GCT-GAG-GCC-TAC-AGA       |
| <i>Gata1 probe (FAM-TAMRA)</i> | CAC-TCC-CCA-GTC-TTT-C             |
| <i>Gapdh forward</i>           | CAT-CCA-TGA-CAA-CTT-TGG-TAT-CGT   |
| <i>Gapdh reverse</i>           | CAG-TCT-TCT-GGG-TGG-CAG-TGA       |
| <i>Gapdh probe (FAM-TAMRA)</i> | AAG-GAC-TCA-TGA-CCA-CAG-TCC-ATG-C |

# Supplementary material for: SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells
**Source:** Nat Commun. 2018 Dec 18;9:5375. doi: 10.1038/s41467-018-07787-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## **Supplementary Data**

**Supplementary Data 1. SCL's 778 direct DEGs (peak location, gene names, fold change (FC) values in *Scf*<sup>-/-</sup> versus WT cells).**

Related to Fig. 4.

**Supplementary Data 2. Description of the DEGs associated to the first 100 strongest SCL ChIP-seq peaks and related to hematopoietic, endothelial and repression processes.**

Related to Fig. 4.

**Supplementary Data 3. Distribution of SCL's 778 direct DEGs according to SCL, ETO2 and RYBP occupancy.**

Related to Fig. 6, Supplementary Fig. 6.

**Supplementary Data 4. Normalisation factors for histone ChIP-seq Rx.**

Related to Fig. 5

# Supplementary material for: SCL/TAL1 cooperates with Polycomb RYBP-PRC1 to suppress alternative lineages in blood-fated cells
**Source:** Nat Commun. 2018 Dec 18;9:5375. doi: 10.1038/s41467-018-07787-6
**Supplement:** Supplementary file 7 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

### Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☒ ☐ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☒ ☐ A description of all covariates tested
- ☒ ☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ ☐ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated
- ☐ ☒ Clearly defined error bars  
*State explicitly what error bars represent (e.g. SD, SE, CI)*

Our web collection on [statistics for biologists](#) may be useful.

### Software and code

Policy information about [availability of computer code](#)

Data collection

The Fiji/ImageJ macro used for single molecule mRNA FISH is available upon request

Data analysis

Details are in the GEO submission

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All ChIP-seq and RNA-seq datasets were deposited at the NCBI GEO database under the accession number GSE104883.

## Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | No power analyses were performed to determine sample size. Sample size was based on past experience (for example to determine the number of embryos used in cell fate assays).                                               |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                     |
| Replication     | All attempts at replication were successful. The minimum number of replicates was least 3, except for some experiments such as Western Blots which we have only done twice as the results were clear and the controls clean. |
| Randomization   | Randomisation was not required.                                                                                                                                                                                              |
| Blinding        | No specific methods were used for blinding                                                                                                                                                                                   |

## Reporting for specific materials, systems and methods

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Unique biological materials            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology                          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Description Cat. No. Supplier  
 E2A Sc-763 Santa Cruz  
 ETO2 Sc-9739 Santa Cruz  
 LMO2 Mca2744ga AbD Serotec  
 RING1B D139-3 MBL  
 RYBP AB3637 Millipore  
 SCL Sc-12984 Santa Cruz  
 cTNT Ab8295 Clone 1C11 Abcam  
 CD31 AF3628 R&D systems  
 Alexa488  
 donkey anti- mouse A21202 Thermofisher  
 Alexa555  
 donkey anti- goat  
 A21432  
 Thermofisher  
 mSIN3A Sc-994 Santa Cruz  
 H2A ab18255 Abcam  
 H3K27me3 ABE44 Millipore  
 Goat anti-mouse IgG-HRP Sc-2031 Santa Cruz  
 Donkey anti-rabbit IgG-HRP Sc-2313 Santa Cruz  
 Donkey anti-goat IgG-HRP Sc-2020 Santa Cruz  
 Easyblot anti-goat GTX628547-01 Genetex

Easyblot anti-mouse GTX221667-01 Genetex  
 Easyblot anti-rabbit GTX221666-01 Genetex  
 FLK1-PE 12-5821-83 eBioscience  
 CD140a-APC 17-1401-81 eBioscience  
 ETO2 Sc-9741 X Santa Cruz  
 SCL rabbit antiserum - -

#### Validation

All the antibodies used are described in the literature and/or validation is provided by the suppliers. We show validation of the specificity of each antibody used in western blots in Supplementary Material. We have performed control experiments to ensure specificity of the antibodies used in immuno-fluorescence and FACS assays (such as secondary antibody only, staining cells not expressing the protein of interest).

## Eukaryotic cell lines

Policy information about [cell lines](#)

#### Cell line source(s)

Mouse ES cells were obtained from appropriate research groups and referenced

#### Authentication

The cell lines used were not authenticated

#### Mycoplasma contamination

All the mES cells used were tested negative for mycoplasma

#### Commonly misidentified lines (See [ICLAC](#) register)

We did not used commonly misidentified lines.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

#### Laboratory animals

All animal work was carried out according to UK Home Office regulations under appropriate project licences. Mice aged 8 weeks to 12 weeks old (C57Bl/6xSv129J) were used in time-mating and the embryos collected at E9.5.

#### Wild animals

The study did not involve wild animals

#### Field-collected samples

The study did not involve samples collected from the field

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE104883>

#### Files in database submission

Fastq.gz:  
 Delta-Input\_S6\_L001\_R1\_001.fastq.gz  
 Delta-Input\_S6\_L001\_R2\_001.fastq.gz  
 Delta-Input\_S6\_L002\_R1\_001.fastq.gz  
 Delta-Input\_S6\_L002\_R2\_001.fastq.gz  
 Delta-Input\_S6\_L003\_R1\_001.fastq.gz  
 Delta-Input\_S6\_L003\_R2\_001.fastq.gz  
 Delta-Input\_S6\_L004\_R1\_001.fastq.gz  
 Delta-Input\_S6\_L004\_R2\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L001\_R1\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L001\_R2\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L002\_R1\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L002\_R2\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L003\_R1\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L003\_R2\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L004\_R1\_001.fastq.gz  
 ETO2-d4-chip3\_S3\_L004\_R2\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L001\_R1\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L001\_R2\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L002\_R1\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L002\_R2\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L003\_R1\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L003\_R2\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L004\_R1\_001.fastq.gz  
 H2K119ub-Delta\_S7\_L004\_R2\_001.fastq.gz

H2K119ub-WT\_S3\_L001\_R1\_001.fastq.gz  
H2K119ub-WT\_S3\_L001\_R2\_001.fastq.gz  
H2K119ub-WT\_S3\_L002\_R1\_001.fastq.gz  
H2K119ub-WT\_S3\_L002\_R2\_001.fastq.gz  
H2K119ub-WT\_S3\_L003\_R1\_001.fastq.gz  
H2K119ub-WT\_S3\_L003\_R2\_001.fastq.gz  
H2K119ub-WT\_S3\_L004\_R1\_001.fastq.gz  
H2K119ub-WT\_S3\_L004\_R2\_001.fastq.gz  
H3K27ac-Delta\_S10\_L001\_R1\_001.fastq.gz  
H3K27ac-Delta\_S10\_L001\_R2\_001.fastq.gz  
H3K27ac-Delta\_S10\_L002\_R1\_001.fastq.gz  
H3K27ac-Delta\_S10\_L002\_R2\_001.fastq.gz  
H3K27ac-Delta\_S10\_L003\_R1\_001.fastq.gz  
H3K27ac-Delta\_S10\_L003\_R2\_001.fastq.gz  
H3K27ac-Delta\_S10\_L004\_R1\_001.fastq.gz  
H3K27ac-Delta\_S10\_L004\_R2\_001.fastq.gz  
H3K27ac-WT\_S9\_L001\_R1\_001.fastq.gz  
H3K27ac-WT\_S9\_L001\_R2\_001.fastq.gz  
H3K27ac-WT\_S9\_L002\_R1\_001.fastq.gz  
H3K27ac-WT\_S9\_L002\_R2\_001.fastq.gz  
H3K27ac-WT\_S9\_L003\_R1\_001.fastq.gz  
H3K27ac-WT\_S9\_L003\_R2\_001.fastq.gz  
H3K27ac-WT\_S9\_L004\_R1\_001.fastq.gz  
H3K27ac-WT\_S9\_L004\_R2\_001.fastq.gz  
H3K27me3-Delta\_S1\_L001\_R1\_001.fastq.gz  
H3K27me3-Delta\_S1\_L001\_R2\_001.fastq.gz  
H3K27me3-Delta\_S1\_L002\_R1\_001.fastq.gz  
H3K27me3-Delta\_S1\_L002\_R2\_001.fastq.gz  
H3K27me3-Delta\_S1\_L003\_R1\_001.fastq.gz  
H3K27me3-Delta\_S1\_L003\_R2\_001.fastq.gz  
H3K27me3-Delta\_S1\_L004\_R1\_001.fastq.gz  
H3K27me3-Delta\_S1\_L004\_R2\_001.fastq.gz  
H3K27me3-WT\_S8\_L001\_R1\_001.fastq.gz  
H3K27me3-WT\_S8\_L001\_R2\_001.fastq.gz  
H3K27me3-WT\_S8\_L002\_R1\_001.fastq.gz  
H3K27me3-WT\_S8\_L002\_R2\_001.fastq.gz  
H3K27me3-WT\_S8\_L003\_R1\_001.fastq.gz  
H3K27me3-WT\_S8\_L003\_R2\_001.fastq.gz  
H3K27me3-WT\_S8\_L004\_R1\_001.fastq.gz  
H3K27me3-WT\_S8\_L004\_R2\_001.fastq.gz  
H3K4me3-Delta\_S4\_L001\_R1\_001.fastq.gz  
H3K4me3-Delta\_S4\_L001\_R2\_001.fastq.gz  
H3K4me3-Delta\_S4\_L002\_R1\_001.fastq.gz  
H3K4me3-Delta\_S4\_L002\_R2\_001.fastq.gz  
H3K4me3-Delta\_S4\_L003\_R1\_001.fastq.gz  
H3K4me3-Delta\_S4\_L003\_R2\_001.fastq.gz  
H3K4me3-Delta\_S4\_L004\_R1\_001.fastq.gz  
H3K4me3-Delta\_S4\_L004\_R2\_001.fastq.gz  
H3K4me3-WT\_S5\_L001\_R1\_001.fastq.gz  
H3K4me3-WT\_S5\_L001\_R2\_001.fastq.gz  
H3K4me3-WT\_S5\_L002\_R1\_001.fastq.gz  
H3K4me3-WT\_S5\_L002\_R2\_001.fastq.gz  
H3K4me3-WT\_S5\_L003\_R1\_001.fastq.gz  
H3K4me3-WT\_S5\_L003\_R2\_001.fastq.gz  
H3K4me3-WT\_S5\_L004\_R1\_001.fastq.gz  
H3K4me3-WT\_S5\_L004\_R2\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L001\_R1\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L001\_R2\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L002\_R1\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L002\_R2\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L003\_R1\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L003\_R2\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L004\_R1\_001.fastq.gz  
HCWT-ETO2-chip3\_S6\_L004\_R2\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L001\_R1\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L001\_R2\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L002\_R1\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L002\_R2\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L003\_R1\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L003\_R2\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L004\_R1\_001.fastq.gz  
HCWT-ETO2-input3\_S5\_L004\_R2\_001.fastq.gz  
Input-WT\_S2\_L001\_R1\_001.fastq.gz  
Input-WT\_S2\_L001\_R2\_001.fastq.gz  
Input-WT\_S2\_L002\_R1\_001.fastq.gz

Input-WT\_S2\_L002\_R2\_001.fastq.gz  
Input-WT\_S2\_L003\_R1\_001.fastq.gz  
Input-WT\_S2\_L003\_R2\_001.fastq.gz  
Input-WT\_S2\_L004\_R1\_001.fastq.gz  
Input-WT\_S2\_L004\_R2\_001.fastq.gz  
sampleWT-1A\_S2\_L001\_R1\_001.fastq.gz  
sampleWT-1A\_S2\_L001\_R2\_001.fastq.gz  
sampleWT-1A\_S2\_L002\_R1\_001.fastq.gz  
sampleWT-1A\_S2\_L002\_R2\_001.fastq.gz  
sampleWT-1A\_S2\_L003\_R1\_001.fastq.gz  
sampleWT-1A\_S2\_L003\_R2\_001.fastq.gz  
sampleWT-1A\_S2\_L004\_R1\_001.fastq.gz  
sampleWT-1A\_S2\_L004\_R2\_001.fastq.gz  
sampleWT-1I\_S7\_L001\_R1\_001.fastq.gz  
sampleWT-1I\_S7\_L001\_R2\_001.fastq.gz  
sampleWT-1I\_S7\_L002\_R1\_001.fastq.gz  
sampleWT-1I\_S7\_L002\_R2\_001.fastq.gz  
sampleWT-1I\_S7\_L003\_R1\_001.fastq.gz  
sampleWT-1I\_S7\_L003\_R2\_001.fastq.gz  
sampleWT-1I\_S7\_L004\_R1\_001.fastq.gz  
sampleWT-1I\_S7\_L004\_R2\_001.fastq.gz  
sampleWT-2A\_S4\_L001\_R1\_001.fastq.gz  
sampleWT-2A\_S4\_L001\_R2\_001.fastq.gz  
sampleWT-2A\_S4\_L002\_R1\_001.fastq.gz  
sampleWT-2A\_S4\_L002\_R2\_001.fastq.gz  
sampleWT-2A\_S4\_L003\_R1\_001.fastq.gz  
sampleWT-2A\_S4\_L003\_R2\_001.fastq.gz  
sampleWT-2A\_S4\_L004\_R1\_001.fastq.gz  
sampleWT-2A\_S4\_L004\_R2\_001.fastq.gz  
sample-WT-2I\_S6\_L001\_R1\_001.fastq.gz  
sample-WT-2I\_S6\_L001\_R2\_001.fastq.gz  
sample-WT-2I\_S6\_L002\_R1\_001.fastq.gz  
sample-WT-2I\_S6\_L002\_R2\_001.fastq.gz  
sample-WT-2I\_S6\_L003\_R1\_001.fastq.gz  
sample-WT-2I\_S6\_L003\_R2\_001.fastq.gz  
sample-WT-2I\_S6\_L004\_R1\_001.fastq.gz  
sample-WT-2I\_S6\_L004\_R2\_001.fastq.gz  
WTCHG\_45129\_224\_1\_sequence.txt.gz  
WTCHG\_45129\_224\_2\_sequence.txt.gz  
WTCHG\_45129\_225\_1\_sequence.txt.gz  
WTCHG\_45129\_225\_2\_sequence.txt.gz  
WTCHG\_45129\_227\_1\_sequence.txt.gz  
WTCHG\_45129\_227\_2\_sequence.txt.gz  
WTCHG\_45129\_228\_1\_sequence.txt.gz  
WTCHG\_45129\_228\_2\_sequence.txt.gz  
WTCHG\_45130\_224\_1\_sequence.txt.gz  
WTCHG\_45130\_224\_2\_sequence.txt.gz  
WTCHG\_45130\_225\_1\_sequence.txt.gz  
WTCHG\_45130\_225\_2\_sequence.txt.gz  
WTCHG\_45130\_227\_1\_sequence.txt.gz  
WTCHG\_45130\_227\_2\_sequence.txt.gz  
WTCHG\_45130\_228\_1\_sequence.txt.gz  
WTCHG\_45130\_228\_2\_sequence.txt.gz  
WTCHG\_45131\_262\_1\_sequence.txt.gz  
WTCHG\_45131\_262\_2\_sequence.txt.gz  
WTCHG\_45131\_263\_1\_sequence.txt.gz  
WTCHG\_45131\_263\_2\_sequence.txt.gz  
WTCHG\_45131\_290\_1\_sequence.txt.gz  
WTCHG\_45131\_290\_2\_sequence.txt.gz  
WTCHG\_45131\_291\_1\_sequence.txt.gz  
WTCHG\_45131\_291\_2\_sequence.txt.gz  
WTCHG\_45132\_262\_1\_sequence.txt.gz  
WTCHG\_45132\_262\_2\_sequence.txt.gz  
WTCHG\_45132\_263\_1\_sequence.txt.gz  
WTCHG\_45132\_263\_2\_sequence.txt.gz  
WTCHG\_45132\_290\_1\_sequence.txt.gz  
WTCHG\_45132\_290\_2\_sequence.txt.gz  
WTCHG\_45132\_291\_1\_sequence.txt.gz  
WTCHG\_45132\_291\_2\_sequence.txt.gz  
WTCHG\_50373\_265\_1\_sequence.txt.gz  
WTCHG\_50373\_265\_2\_sequence.txt.gz  
WTCHG\_50373\_266\_1\_sequence.txt.gz  
WTCHG\_50373\_266\_2\_sequence.txt.gz  
Processed files:  
WTH2aubK119\_broad\_peaks.broadPeak

WTH3K27ac\_broad\_peaks.broadPeak  
 WTH3K27me3\_broad\_peaks.broadPeak  
 WTH3K4me3\_broad\_peaks.broadPeak  
 Muth2K119ub\_broad\_peaks.broadPeak  
 Muth3K27ac\_broad\_peaks.broadPeak  
 Muth3K27me3\_broad\_peaks.broadPeak  
 Muth3K4me3\_broad\_peaks.broadPeak  
 sampleWT\_1\_broad\_peaks.broadPeak  
 sampleWT\_2\_broad\_peaks.broadPeak  
 merged\_RYBP\_WT\_broadPeak.bed  
 J1\_SCL\_optimum\_narrowPeak.bed  
 ETO2\_chip3\_3206peaks.txt  
 ETO2\_chip3\_vs\_input3\_peaks.narrowPeak  
 ETO2chip3vsnoinput\_270417\_peaks.narrowPeak  
 cpm\_table\_J1\_with\_annotation.txt

Excel files: metadataspreadsheet  
 GEO\_ETO2CHIP\_hediac.xls  
 GEO\_HistoneChipRx\_hediac.xls  
 GEO\_RYBP\_CHIP\_hediac.xls  
 GEO\_SCL\_CHIP\_hediac.xls  
 GEO\_SCLRNAseq\_hediac.xlsx

Genome browser session  
 (e.g. [UCSC](#))

No longer applicable

## Methodology

### Replicates

ETO2\_Chip: 2 replicates  
 ETO2\_Chip\_replicate1  
 ETO2\_Chip\_input1  
 ETO2\_Chip\_replicate2  
 RYBP\_Chip: 2 replicates  
 sampleWT-1A  
 sampleWT-2A  
 sampleWT-1I (input1)  
 sampleWT-2I (input2)  
 HistoneChipRx: 1 replicate per histone modification  
 H2K119ub-Delta  
 H2K119ub-WT  
 H3K27me3-Delta  
 H3K27me3-WT  
 H3K27ac-Delta  
 H3K27ac-WT  
 H3K4me3-Delta  
 H3K4me3-WT  
 Delta-Input  
 Input-WT  
 SCL\_Chip: 2 replicates  
 SCL\_Chip\_replicate1  
 SCL\_Chip\_input1  
 SCL\_Chip\_replicate2  
 SCL\_Chip\_input2  
 SCL\_RNAseq: 3 replicates  
 j1.wt1  
 j1.scl1  
 j1.wt2  
 j1.scl2  
 j1.wt3  
 j1.scl3

### Sequencing depth

ETO2\_Chip:  
 ETO2\_Chip\_replicate1: 221,532,610 total reads; 144,112,252 mapped reads; 37bp paired-end  
 ETO2\_Chip\_input1: 120,657,840 total reads; 70,978,652 mapped reads; 37bp paired-end  
 ETO2\_Chip\_replicate2: 106,431,788 total reads; 70,978,652 mapped reads; 37bp paired-end  
 RYBP\_Chip  
 sampleWT-1A: 108,571,980 total reads; 68,728,582 mapped reads; 37bp paired-end  
 sampleWT-2A: 72,460,170 total reads; 45,738,596 mapped reads; 37bp paired-end  
 sampleWT-1I (input1): 132,057,930 total reads; 91,013,290 mapped reads; 37bp paired-end  
 sampleWT-2I (input2): 83,958,126 total reads; 51,387,830 mapped reads; 37bp paired-end  
 HistoneChipRx:

## Antibodies

H2K119ub-Delta : 78,257,316 total reads; 56,546,714 mapped reads; 37bp paired-end  
 H2K119ub-WT: 86,928,868 total reads; 63,864,268 mapped reads; 37bp paired-end  
 H3K27me3-Delta: 79,443,550 total reads; 30,545,340 mapped reads; 37bp paired-end  
 H3K27me3-WT: 75,047,812 total reads; 32,980,936 mapped reads; 37bp paired-end  
 H3K27ac-Delta: 74,058,750 total reads; 49,532,274 mapped reads; 37bp paired-end  
 H3K27ac-WT: 55,559,129 total reads; 55,559,129 mapped reads; 37bp paired-end  
 H3K4me3-Delta: 89,521,650 total reads; 49,582,330 mapped reads; 37bp paired-end  
 H3K4me3-WT: 79,162,084 total reads; 43,904,728 mapped reads; 37bp paired-end  
 Delta-Input: 60,574,700 total reads; 36,528,760 mapped reads; 37bp paired-end  
 Input-WT: 72,123,014 total reads; 45,388,646 mapped reads; 37bp paired-end

## Antibodies

SCL antibody: SCL rabbit antiserum (in house)  
 RYBP antibody: AB3637 Millipore  
 ETO2 antibody: Sc-9741 X Santa Cruz  
 H3K4me3 ab8580 Abcam  
 H3K27ac ab 4729 Abcam  
 H3K27me3 39155 Active motif  
 H2AK119ub D27C4 Cell Signaling  
 See table in Material and Methods section.

## Peak calling parameters

RYBP Chip:  
 Chip-seq reads were aligned to the mm9 genome using Bowtie v1.1.2b with the following parameters: -q -p 8 --chunkmbs 10000 -n 2 -m 2  
 Peaks were called using Macs2 v2.0.10 with the following parameters --broad-cutoff 0.1  
 SCL Chip:  
 Chip-seq reads were aligned to the mm9 genome using Bowtie v1.1.2 with the following parameters bowtie -q -n 2 -m 2  
 Peaks were called using Macs2 v2.0.10 with the following parameters -B -q 0.01  
 The two replicates were merged and peak called using IDR: <https://sites.google.com/site/anshulkundaje/projects/idr>  
 ETO2 Chip:  
 mapping : bowtie -m 1 --maxIns 350 --lanes 4  
 peak calling were performed using Macs2 v2.0.10 with the following parameters -B -q 0.05 --to-large  
 Histone ChipRx:  
 ChIPseq reads were aligned to the mm9 and drosophila dm3 genome references.  
 mapping : bowtie -m 1 --maxIns 350 --lanes 4  
 broadPeak files were generated using Macs2 v2.0.10 with the following parameters --broad-cutoff 0.05

## Data quality

ChIPseq reads were aligned to the mm9 genome reference. Data were analysed using in-house pipeline that automatically assesses the quality of data, trims adaptors, merges short reads, maps reads to the reference genome, and filters data for duplicates: <http://userweb.molbiol.ox.ac.uk/public/telenius/PipeSite.html>

## Software

Sequences were de-multiplexed, aligned to the Mus musculus (mm9) genome using Bowtie (version 1.1.2), and filtered to remove duplicate mapped reads.  
 for un-mapping reads : trim\_galore -- length 10, --noFlash  
 removing duplicates : samtools rmdup  
 no ploidy region (bedtools pairtobed )  
 reconstructing sequenced fragments from R1+R2 read pairs ( bedtools bedpe | cut -f 1,2,6) - for visualisation  
 pileup of fragments (bedtools genomecov -counts)  
 generating bigwig tracks (ucscTools bedGraphToBigWig)  
 peak calling were performed using Macs2 v2.0.10  
 Peak calling was performed with MACS2 (version 2.0.10) using default parameters for SCL and ETO2 ChIP; the -- broad option was applied for RYBP ChIP.  
 MIG (Multi-Image Genome viewer) was used to visualise the data, filter and identify peaks. (McGowan et al, Bioinformatics 29, 2477-2478 (2013)).  
 Data for heatmaps and meta gene plots were generated using HOMER annotatePeaks command and visualised with Java\_Treeview.  
 GO analysis of genomic regions was performed with Stanford GREAT online tool.  
 For histoneChipRx: Tag directories were created using Homer and the generated BedGraphs were visualised on UCSC Genome Browser as custom tracks, after scaling the tag densities by the normalisation factor for each histone mark.  
 Histograms and heatmaps were generated using AnnotatePeaks.pl command with up to -100kb to 100kb around the indicated genomic regions separated into 25 equally sized bin.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Embryoid bodies from mouse embryonic stem cells were dissociated into single cell suspension with trypsin/EDTA 0.25% for 3 min in a water bath.  
The cardiac cultures were dissociated using 0.25% trypsin/EDTA for 5 mins at 37°C to quickly lift the monolayer cells off the plate, then a single cell suspension was achieved with a solution of collagenase/DNase (PBS with 20% serum, 10 mg/ml collagenase A, 10 mg/ml collagenase B and 10 microg/ml DNase I 5 to 10 mins at 37°C.

#### Instrument

BD LSR Fortessa X20 fitted with 4 lasers (405,488,561, 640nm).

#### Software

BD FACSDIVA SOFTWARE

#### Cell population abundance

Samples were sorted on FACS Aria II (BD). After the sort, the sorted samples were re-run to check that they fall within the sorting gate.  
Supplementary Figure 3 shows representative post-sort purity examples.

#### Gating strategy

Gating strategy is shown in supplementary Figure 3. First a morphology gate (FSC versus SSC) is drawn. Then this morphology gate is reported to a 2nd window (FCS versus pulse width) to define the singulets and exclude the doublets. The singulet gate is reported to a 3rd window (FSC versus live/dead stain) to exclude the dead cells. The intersection of the morphology, singulet and live gates are then reported to all the downstream windows displaying fluorescence X and Y parameters.  
For SCL intra-cellular FACS: SCL null cells are used to set up the SCL positive gate in the samples.  
For mcherry positive cells: we used ES cells non expressing mcherry to set up the mcherry positive gate.  
Positive and negative population are defined using single stain and FMO (Fluorescence minus one) tubes.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

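RNA-seq of FLK1+ cells sorted at day 3.5 of EB differentiation was available from 6 libraries, 3 WT and 3 Scl-/-. The authors aligned the reads to mm9 with TopHat, removed duplicate read pairs, kept reads by mapping quality and normalized with edgeR's TMM method. They deposited CPM values for 14005 genes, with Ensembl identifiers and symbols. The counting tool and the gene annotation behind the table are not named in the paper's text, nor is the design of its edgeR model. Removing duplicate reads can limit the values of highly expressed genes and of short genes. Condition and replicate of each library were taken from the sample labels. Same-numbered libraries were treated as pairs because the study's design describes 3 independent differentiations and both groups carry replicate numbers 1 to 3.

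Every CPM value was a whole multiple of one step per library (100% of the values of each), and the step gave the reads on listed genes, 38623641 to 47621120 per library. A floor of 3 reads corresponds to 0.0615 to 0.0784 CPM. The table keeps too few low values for the criterion set for whole reads, so count models were not run, although the reads per gene can be worked out from the step.

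Values were transformed to log2(CPM + 0.5). Genes with at least 0.5 CPM in at least 3 libraries were kept (13991; 14 were removed). The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), with condition as the only term, and p-values were adjusted by the Benjamini-Hochberg method over the genes tested. The same model with the replicate number as a block was fitted beside it. With complete pairs the block leaves each log2 fold change as it is and changes its standard error. The test was tried on simulated reads with 200 of 13991 genes changed by a factor of 2. Without a replicate effect, 199 changed genes were called without and 199 with the block, and 10 and 12 unchanged genes were called. With a replicate effect with an SD of 0.3 on the log2 scale, 0 changed genes were called without and 197 with the block. Unchanged genes called were 0 and 6. The SD and the simulated dispersion of 0.02 were set and not estimated from these libraries, so these counts do not carry over to them.

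Positions come from the GENCODE annotation of the mm9 assembly, which held all 13991 tested genes by identifier. The median log2 fold change of each chromosome was set against 10000 random gene lists of the same size matched on mean expression in 20 bins. After the values had been seen, the test was given a second round, in which chromosomes shifted by more than 0.1 are left out while the others are tested again, because a trial on simulated data had called unshifted lists. In 20 simulations of 20 lists with 1 shifted, this test found the shifted list in 20 and called 1 other list in all. Runs of neighbouring genes were defined after the values had been seen, as at least 10 genes with a running median over 11 genes at least 0.4 from the chromosome's median. An earlier version of this search filled in the chromosome ends and gave a run at the end of chromosome 7, which was not a run by this rule, and was corrected. Correlations with the number of SCL peaks per gene used 100000 permutations. Steps other than the limma fits ran in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3, and figures were drawn with Matplotlib 3.10.9.

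The genes named are those the paper names in its text, Fig. 4c, Fig. 4f, Fig. 6k, Supplementary Data 2 or Supplementary Fig. 7, the members of a Polycomb and an imprinted gene list written before the data were examined, the neighbours of Tal1, and the 5 highest and 5 lowest log2 fold changes past the thresholds with a mean of at least 1 CPM and no overlap between groups. Axin2, Birc5 and Smurf2 and the Y-linked genes other than Kdm5d were chosen after their values were seen, as were the genes at the ends of runs, the bounds of the Meg3 region, and which of the genes under the rule are printed one by one. Alternatives set before the data were examined were pseudocounts of 0.1 and 1, no filter, a mean of at least 2 CPM, the replicate block, each library left out, median-ratio rescaling, no intensity trend, and other fold-change thresholds. The GO, GSEA, ChIP-seq, RT-qPCR and functional results of the paper were not analysed here.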

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

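Of the tests below, those of GC content and gene length, of a few strongly changed genes, of weakly expressed genes and of gene order were set out before their results were seen, and the others were chosen after the result they bear on had been seen. The shifts by chromosome and the imprinted list were tests set before the data were examined. The paper reports none of these signals.

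All 789 tested genes of chromosome 1 together had a median log2 fold change of -0.29, and the 1211 of chromosome 11 a median of 0.31 (permutation p = 1.0e-04 for each, the smallest that 10000 random lists can give; adjusted p = 7.0e-04). Of the genes of chromosome 1, 86.3% were lower, and of those of chromosome 11, 86.5% were higher in Scl-/- cells. The medians in the 3 same-numbered pairs were -0.39, -0.32 and -0.15 for chromosome 1 and 0.16, 0.39 and 0.37 for chromosome 11. Chromosome 16 also passed, at a median of 0.031 (permutation p = 0.0052, adjusted p = 0.0273). These permutations shuffle genes, so their p-values do not measure the spread between libraries. For chromosome 16, the median deviation ran from -0.054 to 0.014 across the WT and from -0.022 to 0.046 across the Scl-/- libraries. That spread is larger than the shift, although the medians in the pairs were 0.0337, 0.0195 and 0.0198. Of the genes called with the replicate block, chromosome 11 held 253 of those higher in Scl-/- cells (29.9%), and chromosome 1 held 158 of those lower (17.1%). Of the genes called higher in Scl-/- cells without the block, 46.8% lay on chromosome 11. Chromosomes 11 and 1 hold 8.66% and 5.64% of the tested genes.

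Among the genes with a GC content and length, the medians against the other genes were -0.29 for chromosome 1 and 0.31 for chromosome 11 before a regression on both, which hardly moved them; after it they were -0.31 for chromosome 1 and 0.32 for chromosome 11, over the 90.9% and 86.5% of their genes with values. Without the genes called with the block, the medians were -0.24 and 0.27. These genes were picked by their change, and with the shares of lower and higher genes given above the medians could not have come near 0, so these values show nothing further. Among the genes above the median expression, the medians were -0.30 and 0.31, so reads lost on weakly expressed genes do not account for the shifts. The shift ran along each chromosome, with 19 of 19 windows of 10 Mb lower on chromosome 1 and 13 of 13 higher on chromosome 11. A candidate explanation is a difference in copy number of these chromosomes between the ES cell lines, in a share of the cells, and no DNA was examined here. In 1 of the 4 splits of the libraries that part all same-numbered pairs (the real one) was the median of chromosome 1 as far from 0, and likewise for chromosome 11 in 1 of the 4. The other 6 splits part 1 pair and keep the libraries of the other 2 pairs in the same group. One of 4 is the fewest that this comparison can give, so it cannot decide whether chance differences between libraries gave the shifts.

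Within chromosome 11, 38 neighbouring tested genes from Snord104 to Slc39a11, between 106362307 and 113511393 of mm9, had a median log2 fold change of 0.95, and 10 from Tnrc6c to Socs3, between 117515603 and 117831361, a median of 1.09. The first run holds Sox9 (2.03), Axin2 (1.18) and Smurf2 (1.24), and the second Birc5 (1.14). In the pairs the first run's medians were 0.77, 0.97 and 1.13. With the gene order shuffled, at most 1 of 1000 shuffles gave a run as long as either. Without the 5 SCL direct DEGs of Supplementary Data 1, the first run's median was 0.96, which cannot decide whether single genes are regulated, since the run was chosen for its raised genes. A gain would raise genes of all levels alike. In the first run, the medians of the genes above and below its median expression were 0.96 and 0.83, a difference of 0.13, and in the second they were 0.96 and 1.62, which are further apart. A gain of the segment in the Scl-/- line may be one explanation, and chromatin shared by neighbours another. Overlapping genes within the runs can share reads.

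Another run on chromosome 11, of 25 genes from Phospho1 to Skap1 between 95685813 and 96620791, was lower, with a median of -0.77. It holds the Hoxb genes, of which Fig. 4c draws Hoxb5 (-2.27). With the gene order shuffled, 0 of 1000 shuffles gave a run as long. Without its 2 SCL direct DEGs the median was -0.68, and the medians of the genes above and below the run's median expression were -0.39 and -1.43, so the genes were not lowered alike.

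Of the imprinted list, 60 genes were tested. With the replicate block 27 were called, 17 higher and 10 lower in Scl-/- cells, and without it 11. The random lists matched on expression held a median of 6 called genes, and 0 of 10000 held as many with the block (permutation p = 1.0e-04, the smallest they can give). After each chromosome's median was removed from each library, 26 of them were still called. In 1 of the 4 splits that part the pairs were as many called, the fewest this comparison can give, so it decides nothing about chance; the other 3 splits called 0 imprinted genes with the block. Grb10 had a log2 fold change of -7.25, Zim1 of -3.17, Igf2r of -1.13 and Nnat of 2.36. In the Dlk1 and Meg3 region of chromosome 12, Dlk1 had -1.42 and the 7 other tested genes lay between 1.92 and 3.13. Igf2 had 1701, 942 and 1466 CPM in WT replicates 1 to 3 and 1196, 106 and 127 CPM in Scl-/- replicates 1 to 3. Cdkn1c had 98.1, 92.0 and 98.3 CPM in WT and 92.1, 14.2 and 8.75 CPM in Scl-/- replicates 1 to 3. The log2 differences in the pairs were -0.51, -3.15 and -3.52 for Igf2 and -0.09, -2.65 and -3.42 for Cdkn1c, so the Scl-/- libraries were not alike for these genes. A difference in imprinting between the ES cell lines may be one explanation, and it was not tested, since that needs allele-specific data.

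The 4 tested Y-linked genes had a median log2 fold change of 1.75, with 3.01 for Kdm5d, 2.00 for Ddx3y, 1.50 for Uty and 1.29 for Eif2s3y, each higher in 3 of 3 pairs. The share of random lists of the same size with a median as far from 0 was 1.0e-04, the smallest possible. Their summed level rose by 105 CPM, while that of their X-linked copies changed by -11.1 CPM (standard error 96.9). Gene by gene, Kdm5d rose by 10.2 CPM while Kdm5c changed by 14.8 CPM (standard error 5.52), Eif2s3y rose by 30.8 CPM while Eif2s3x changed by -9.28 CPM (standard error 7.89), Uty rose by 23.4 CPM while Kdm6a changed by -12.4 CPM (standard error 6.99) and Ddx3y rose by 40.1 CPM while Ddx3x changed by -4.14 CPM (standard error 87.7). These standard errors leave the pairing of the libraries out. Reads moved from one copy to the other would leave the sum of a gene and its copy unchanged. By same-numbered pair, each of the 4 sums rose in 3 of 3 pairs, so in no pair did a copy fall by as much as its Y-linked gene rose. The mean rise was 25.0 CPM (paired standard error 10.3) for Kdm5d, 21.5 CPM (paired standard error 12.0) for Eif2s3y, 11.0 CPM (paired standard error 1.2) for Uty, 36.0 CPM (paired standard error 18.8) for Ddx3y and 93.5 CPM (paired standard error 39.9) over the 4 genes. Kdm5c fell in 0 of 3 pairs. The sums of Kdm5d, Eif2s3y and Ddx3y, and that over the 4 genes, had large paired standard errors for their size. With 3 pairs, they cannot decide whether reads moved between the copies account for the whole rise. The sum of Uty lay well beyond its paired standard error, which argues against moved reads as the whole rise of that gene alone. A part of the rise may still be shared reads for Uty, whose copy fell in 3 of 3 pairs. The same holds for Eif2s3y and Ddx3y, whose copies fell in 2 of 3. Loss of the Y chromosome from a share of the WT cells would lower the 4 Y-linked genes alike. Their log2 fold changes differed by up to 3.71 standard errors, between Kdm5d and Eif2s3y. This is the largest difference among the 4 genes, and Kdm5d had a mean of only 0.80 CPM in WT. Reads shared with the X-linked copies would also make the changes unequal, so the difference cannot decide about a loss of the Y chromosome.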

How the results depend on the processing

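Without the replicate block there were 330 called genes in total, 219 genes higher in WT, 111 genes higher in Scl-/- cells, 160 activated genes of Supplementary Data 1, 22 repressed genes of Supplementary Data 1, 19 Fig. 4c genes higher in WT, 4 Fig. 4c genes higher in Scl-/- cells, 0 Polycomb genes, 11 imprinted genes. With it there were 1768 called genes in total, 923 genes higher in WT, 845 genes higher in Scl-/- cells, 477 activated genes of Supplementary Data 1, 228 repressed genes of Supplementary Data 1, 37 Fig. 4c genes higher in WT, 38 Fig. 4c genes higher in Scl-/- cells, 2 Polycomb genes, 27 imprinted genes. The log2 fold changes are the same in both fits, since the block changes only the standard errors. Same-numbered libraries correlated at 0.59, 0.76 and 0.75 in their deviations from the group means. In simulated data with a replicate effect of 0.3 (SD, log2 scale), the fit without the block called 0 and the fit with it 197 of 200 changed genes. The size of that effect was not estimated from these libraries, where the fit without the block called 330 genes. The simulation therefore shows only that such an effect can hide changes.

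Across the 6 fits that each left out one library, without the block, there were 34 to 384 called genes in total, 24 to 212 genes higher in WT, 10 to 172 genes higher in Scl-/- cells, 22 to 140 activated genes of Supplementary Data 1, 2 to 37 repressed genes of Supplementary Data 1, 3 to 19 Fig. 4c genes higher in WT, 0 to 8 Fig. 4c genes higher in Scl-/- cells, 0 Polycomb genes in each, 5 to 13 imprinted genes. In the fits without the block, the count of 0 Polycomb genes stands beside 6 with an unadjusted p under 0.05. With a threshold of 1 on the absolute log2 fold change, 54 genes were higher in Scl-/- cells and 9 repressed genes of Supplementary Data 1 were called. Both other pseudocounts, no filter, the filter on a mean of 2 CPM, rescaling, the model without an intensity trend, no fold-change threshold and, chosen after seeing the data, chromosome centring without the block each kept the 9 counts within 1.5 times of those above. For the rest, the cause was not tested.

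Alternatives chosen after seeing the data changed the block fit. Without replicate 1 of both groups, the block fit gave 2038 called genes in total, 977 genes higher in WT, 1061 genes higher in Scl-/- cells, 428 activated genes of Supplementary Data 1, 232 repressed genes of Supplementary Data 1, 32 Fig. 4c genes higher in WT, 36 Fig. 4c genes higher in Scl-/- cells, 3 Polycomb genes, 31 imprinted genes. Without replicate 2 of both groups it gave 1069 called genes in total, 566 genes higher in WT, 503 genes higher in Scl-/- cells, 327 activated genes of Supplementary Data 1, 140 repressed genes of Supplementary Data 1, 32 Fig. 4c genes higher in WT, 27 Fig. 4c genes higher in Scl-/- cells, 1 Polycomb gene, 21 imprinted genes, and without replicate 3 of both groups 1159 called genes in total, 698 genes higher in WT, 461 genes higher in Scl-/- cells, 372 activated genes of Supplementary Data 1, 114 repressed genes of Supplementary Data 1, 32 Fig. 4c genes higher in WT, 26 Fig. 4c genes higher in Scl-/- cells, 2 Polycomb genes, 23 imprinted genes. Removing each chromosome's median from each library, with the block, gave 1495 called genes in total, 826 genes higher in WT, 669 genes higher in Scl-/- cells, 428 activated genes of Supplementary Data 1, 184 repressed genes of Supplementary Data 1, 35 Fig. 4c genes higher in WT, 37 Fig. 4c genes higher in Scl-/- cells, 3 Polycomb genes, 27 imprinted genes. The block with no fold-change threshold gave 3385 called genes in total, 1700 genes higher in WT, 1685 genes higher in Scl-/- cells, 486 activated genes of Supplementary Data 1, 241 repressed genes of Supplementary Data 1, 38 Fig. 4c genes higher in WT, 38 Fig. 4c genes higher in Scl-/- cells, 13 Polycomb genes, 35 imprinted genes.

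The number of chromosomes shifted past the threshold was 4, and 3 to 9 across the fits that each left out one library. Across those fits, the median log2 fold change stayed within -0.37 to -0.24 for chromosome 1, 0.26 to 0.40 for chromosome 11 and 1.64 to 1.90 for Y. The correlation of the log2 fold change with the number of SCL peaks was -0.24 (Spearman) and -0.26 to -0.22 across the same fits. The block and the intensity trend cannot move these values.

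Gata1, Gfi1, Gfi1b, Igf1 and Slc32a1 did not pass the filter without any one of the WT libraries, nor Gfi1 with a mean of at least 2 CPM, and these fits gave no value for them. With the block, the fits without one replicate number gave none for these 5 genes either, nor for Hoxb5 without replicate 1. Of 68 genes followed by name, 31 were called without the block, 31 of these with it, and 13 in each fit that left out one library, where a gene without a value counts as not called. The block called 21 more. Without WT replicate 1, 14 of the 63 that could be tested lost their call. The log2 fold changes that changed sign were those of Cyp4x1 (-0.24), which lay between -0.63 and 0.071 across the fits that each left out one library, and at 0.082 with the replicate block and without replicate 3 of both groups; Ring1 (-0.04), which lay between -0.15 and 0.046 across the fits that each left out one library; Ezh2 (-0.059), which lay between -0.18 and 0.053 across the fits that each left out one library; Aldoa (-0.009), which lay between -0.093 and 0.10 across the fits that each left out one library, and at 0.0044 with the replicate block and without replicate 1 of both groups, and at 0.012 with the replicate block and without replicate 3 of both groups. None of these genes was called without the block.

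Of the 10 splits of the libraries into 3 and 3, 4 part all same-numbered pairs. As many genes were called in 1 of these 4 splits, the real one, in total, and in 1 and 1 of the 4 in each direction. The same count of splits, 1 of the 4, held for both lists of Supplementary Data 1, both lists of Fig. 4c and the imprinted genes, and 4 of the 4 splits gave as many Polycomb genes, since all gave 0. The other 3 splits called 0 genes without and 0 with the block, with 13 to 42 genes and 43 to 191 genes at an unadjusted p under 0.05, against 2474 and 5161 for the real split. The 6 splits that part 1 pair and keep the other 2 together called 0 genes without the block, with 69 to 1825 at an unadjusted p under 0.05. One of 4 is the smallest share these splits can give, so the share itself cannot exclude chance for any of the counts.

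The alternatives with edgeR's quasi-likelihood and likelihood ratio tests and with DESeq2 were not run. Every value was a whole multiple of one step per library, so the reads per gene can be worked out, but the table holds too few low values to meet the criterion for whole reads, and these alternatives depended on it. How many genes count models would call was therefore not examined. The depth limits genes near 0.0784 CPM, where log2 fold changes depend on the pseudocount.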

Differences from the paper's values

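The paper's 2036 DEGs, 1038 higher in WT and 998 higher in Scl-/- cells, compare with 330, 219 and 111 here without the replicate block. With the replicate block there were 1768, 923 and 845, within 1.5 times of the paper's counts. None of the other alternatives set before the data were examined came within 1.5 times. Of the alternatives chosen after seeing the values, the block without replicate 1 of both groups gave 2038, 977 and 1061, and chromosome centring with the block gave 1495, 826 and 669. The others were further from the paper's total. The block without replicate 2 of both groups gave 1069, 566 and 503, and without replicate 3 of both groups 1159, 698 and 461. The block with no fold-change threshold gave 3385, 1700 and 1685, and chromosome centring without the block 277, 199 and 78.

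For Gata1 the log2 fold change was -3.28 against the paper's -5.09, and none of the alternatives set before the data were examined that gave a value closed the gap; the nearest was -4.44 with a pseudocount of 0.1. For Gfi1 the log2 fold change was -1.30 against the paper's -2.84, for Gfi1b the log2 fold change was -3.52 against the paper's -6.47 and for Igf1 the log2 fold change was -4.38 against the paper's -6.95, and again none that gave a value did; with that pseudocount they were -2.25, -5.16 and -5.98. In Scl-/- cells, Gata1, Gfi1, Gfi1b and Igf1 had means of 0.192, 0.154, 0.073 and 0.0983 CPM. These lie below the pseudocount of 0.5, which understates such falls. With a pseudocount of 1 the log2 fold changes were -2.61, -0.877, -2.74 and -3.55. The gap thus grew with the pseudocount, which accounts for at least a part of it. These 4 genes had no value without any one of the WT libraries, nor Gfi1 with a mean of at least 2 CPM, since they did not pass the filter there. For Myb the log2 fold change was -3.86 against the paper's -4.53; with a pseudocount of 0.1 it was -4.36 and without WT replicate 2 -4.16, each within the replicate SD of the paper's value, and no other alternative set before the data were examined closed the gap. For Ikzf2 the log2 fold change was -2.82 against the paper's -3.36, and with a pseudocount of 0.1 it was -3.23, within the replicate SD of the paper's value, which no other alternative reached.

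The paper places Rybp among the direct targets of Supplementary Data 1 and Tbx6 among the repressed direct targets. Neither symbol is among the 778 genes of that supplement as read here. Rybp had a log2 fold change of -0.31, below the threshold of 0.48, and was called in none of the alternatives set before the data were examined; with the replicate block and no fold-change threshold, chosen after seeing the values, it was called. The paper attributes all but a few of the strongest peaks to activated genes. Supplementary Data 2 lists 5 peaks at Cyp26a1 and Zbtb46, which had log2 fold changes of 0.68 and 0.47. The paper marks Bmi1 and Cbx7 with a fold change in Supplementary Fig. 7. Neither was called without the replicate block, and Bmi1 was called with it. Cbx7 was called with the block and without replicate 3 of both groups, a setting chosen after seeing the values. Gata6, Mesp1, Tbx6, Zfpm1, Runx1t1, Gfi1, Zfpm2, Pcgf5, Gata4, T, Gsc, Nfe2, Lmo2, Cyp26a1, Dlk1, Hoxb5, Lefty2 and Lhx1, which the paper treats as DEGs, were not called without the replicate block and were called with it. Mesp1 was also called without Scl-/- replicate 1. T was also called without WT replicate 2 and without Scl-/- replicate 1. Dlk1 was also called without WT replicate 2. Hoxb5 was also called without WT replicate 2 and with chromosome centring, chosen after seeing the values. Hey1 and Zbtb46, which the paper also treats as DEGs, were called only with the replicate block and no fold-change threshold, a setting chosen after seeing the values. Of the genes of Supplementary Data 1, 160 activated and 22 repressed ones were called without the block, and 477 and 228 with it.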

Other observations

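The tests of gene length below were set out before their results were seen, and the count of splits after.

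The paper compares the number of SCL peaks between activated and repressed direct DEGs. Across the 776 tested genes of Supplementary Data 1, which are not independent replicates, the log2 fold change and the number of peaks per gene had a Pearson's r of -0.21 and a Spearman's rho of -0.24 (permutation p = 1.0e-05 for both, the smallest that 100000 permutations can give, two-sided; adjusted p = 3.0e-05 over 6 gene sets). Within the 512 activated genes r was -0.14 (permutation p = 0.00244, adjusted p = 0.00488) and rho -0.17 (permutation p = 1.4e-04, adjusted p = 2.8e-04). Within the 264 repressed genes r was -0.0078 (permutation p = 0.898, adjusted p = 0.898) and rho -0.018 (permutation p = 0.77, adjusted p = 0.77). Longer genes can collect more peaks, but the sign stayed in each of the 3 classes of gene length, where the rho nearest 0 was -0.19. A correlation as far from 0 was found in 1 of the 4 splits of the libraries that part all same-numbered pairs, which is the fewest this comparison can give and decides nothing about chance; the next split reached a rho of -0.23. Of the 6 splits that part 1 pair only, one reached a rho of -0.24, as far from 0 as the real split. The genes were selected for their fold change, so the pooled correlation also holds the difference between the lists.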
